# Wnt/Wingless signaling promotes lipid mobilization through signal-induced transcriptional repression

**DOI:** 10.1073/pnas.2322066121

**Published:** 2024-07-05

**Authors:** Mengmeng Liu, Rajitha-Udakara-Sampath Hemba-Waduge, Xiao Li, Xiahe Huang, Tzu-Hao Liu, Xianlin Han, Yingchun Wang, Jun-Yuan Ji

**Keywords:** Wnt/Wg, lipolysis, transcriptional repression, lipid droplets, *Drosophila*

## Abstract

The Wnt/Wingless signaling pathway plays critical roles in metazoan development and energy metabolism, but its role in regulating lipid homeostasis remains not fully understood. Here, we report that the activation of canonical Wnt/Wg signaling promotes lipolysis while concurrently inhibiting lipogenesis and fatty acid β-oxidation in both larval and adult adipocytes, as well as cultured S2R+ cells, in *Drosophila*. Using RNA-sequencing and CUT&RUN (Cleavage Under Targets & Release Using Nuclease) assays, we identified a set of Wnt target genes responsible for intracellular lipid homeostasis. Notably, active Wnt signaling directly represses the transcription of these genes, resulting in decreased de novo lipogenesis and fatty acid β-oxidation, but increased lipolysis. These changes lead to elevated free fatty acids and reduced triglyceride (TG) accumulation in adipocytes with active Wnt signaling. Conversely, downregulation of Wnt signaling in the fat body promotes TG accumulation in both larval and adult adipocytes. The attenuation of Wnt signaling also increases the expression of specific lipid metabolism-related genes in larval adipocytes, wing discs, and adult intestines. Taken together, these findings suggest that Wnt signaling-induced transcriptional repression plays an important role in regulating lipid homeostasis by enhancing lipolysis while simultaneously suppressing lipogenesis and fatty acid β-oxidation.

## Significance

The Wnt signaling pathway, often deregulated in cancer and other diseases, remains poorly understood in lipid metabolism, particularly lipid mobilization. This study reveals that active Wnt/Wg signaling potently reduces lipid accumulation in *Drosophila* adipocytes by boosting lipolysis and inhibiting lipogenesis and fatty acid β-oxidation. Key Wnt target genes controlling fat storage and mobilization were identified; active Wnt signaling suppresses their transcription, while reduced Wnt signaling enhances it, thereby modulating triglyceride metabolism. Furthermore, active Wnt signaling directly represses the transcription of these lipid metabolism-related genes. These findings suggest that Wnt signaling-induced transcriptional repression regulates lipid homeostasis, balancing triglyceride storage and mobilization in *Drosophila* adipocytes.

The Wnt/Wingless (Wg) signaling pathway has long been recognized for its critical role in regulating metazoan development, with its deregulation linked to various cancers, particularly colorectal cancer (1–6). The core components of the canonical Wnt/Wg signaling pathway are evolutionarily conserved in *Drosophila*. In the absence of Wnt ligand binding, the β-catenin destruction complex, composed of the scaffold proteins Adenomatosis Polyposis Coli and Axin (Axn), together with the protein kinases Casein-kinase 1α and Glycogen Synthase Kinase 3, phosphorylates the transcriptional cofactor β-catenin (Armadillo/Arm in *Drosophila*), leading to its degradation in the cytoplasm. Consequently, *Drosophila* T-cell factor/Pangolin (dTCF/Pan), the T-cell factor (TCF) and lymphoid-enhancing factor (LEF) homolog in *Drosophila*, is repressed by transcription corepressors such as Groucho (Gro), a *Drosophila* Transducin-like Enhancer of split (TLE) homolog. This repression inactivates the canonical Wnt signaling pathway (6–8). Upon Wnt ligand binding, the destruction complex can no longer phosphorylate β-catenin/Arm, leading to the accumulation of β-catenin/Arm, which subsequently binds to dTCF/Pan, thereby activating the expression of Wnt target genes (7–9). The transition from Gro/TLE-mediated repression to Arm/β-catenin-driven activation involves Gro/TLE ubiquitylation by the HECT E3 ligase Hyd/UBR5, leading to the subsequent inactivation of the Gro/TLE corepressor (10). However, there are reports indicating that active Wnt signaling may directly repress the transcription of certain target genes, though the underlying mechanisms are still poorly understood (11).

In contrast to the extensively studied role of Wnt signaling in normal development and its recognized dysregulation in human cancers, its involvement in metabolic processes, particularly lipid metabolism, remains less understood (12). In mammals, Wnt signaling inhibits adipocyte differentiation, or adipogenesis (13, 14). Its role in regulating intricate processes such as lipolysis, β-oxidation of fatty acids (FAs), and lipogenesis remains a major unanswered question. The interconnected nature of these processes in mammals, along with multiple paralogs of key factors with partially redundant functions, complicates the study. While the fundamental metabolic processes are remarkably conserved in vertebrates, including glycolysis, the tricarboxylic acid (TCA) cycle, lipogenesis, lipolysis, and fatty acid β-oxidation (FAO), they are simpler in invertebrates such as *Drosophila* (15, 16). Notably, in *Drosophila*, adipogenesis only occurs during the late embryonic stage, temporally separated from processes such as lipogenesis, lipolysis, and FAO, which primarily occur during postembryonic stages (15, 17, 18). Hence, *Drosophila* serves as an ideal model system to elucidate the role of Wnt signaling in regulating these different aspects of lipid homeostasis.

We previously reported that homozygous *Axn^127^* mutant *Drosophila* larvae have defects in fat accumulation due to activated canonical Wnt signaling, which can be rescued by overexpressing α-catenin or treating with peptide boronic acids, such as Bortezomib (BTZ), Delanzomib, and Ixazomib (19). Moreover, α-catenin proves to be essential for the suppressive effects of these peptide boronic acids in mitigating Wnt signaling and rescuing the defective fat accumulation in *Axn^127^* mutant larvae (19). However, the mechanism by which Wnt signaling regulates lipid homeostasis remains poorly understood.

Building upon our previous work (19), this study shows that depleting negative regulators of Wnt signaling, such as *Axn* and *slmb* (*supernumerary limbs*), represses the expression of lipid metabolism-related genes, leading to fat accumulation defects similar to *Axn^127^* mutants. Conversely, down-regulating Wnt signaling increases the expression of these genes in adipocytes, wing discs, and adult intestines. Through molecular, proteomic, and genetic analyses, we identify a three-pronged mechanism by which active Wnt signaling reduces triglyceride (TG) accumulation and increases free fatty acid (FFA) levels: promoting lipolysis, reducing lipogenesis, and attenuating FAO in peroxisome and mitochondria. This involves direct repression of the transcription of lipid droplet-associated proteins (LDAPs) and key enzymes involved in lipogenesis and FAO. Collectively, our findings underscore the direct role of Wnt signaling in regulating lipid homeostasis, establishing a paradigm for Wnt signaling-induced transcriptional repression in regulating lipid homeostasis in *Drosophila*.

## Results

### Wnt/Wg Signaling Promotes Lipid Mobilization and Reduces Fat Accumulation.

To investigate how active Wnt signaling reduces TG accumulation while concurrently increasing the levels of FFAs (Fig. 1*A*), we used a transgenic RNA interference (RNAi) approach to deplete either *Axn* or *slmb*, encoding a conserved E3 ubiquitin ligase required for the degradation of Arm (20). As expected, silencing *Axn* or *slmb* in larval adipocytes significantly increased the levels of Arm (*SI Appendix*, Fig. S1 *A*–*C*), which correlated to elevated expression of *fz3-RFP* (Fig. 1 *B*–*D*) and *nkd^EGFP^* (*SI Appendix*, Fig. S1 *D* and *D’* and *E* and *E’*). The expression of *fz3-RFP* and *nkd* is directly stimulated by Wnt signaling (21, 22). Interestingly, we observed heterogeneity in the size of adipocytes, with predominantly small adipocytes interspersed with occasional large ones (Fig. 1 *C*, *D*, *F*, and *G*). Smaller adipocytes exhibit higher levels of nuclear Arm (*SI Appendix*, Fig. S1 *B* and *C*) and increased expression of *fz3-RFP* (Fig. 1 *C* and *D*) and *nkd^EGFP^* (*SI Appendix*, Fig. S1 *E* and *E’*), suggesting that Wnt signaling was more active in small adipocytes compared to the adjacent larger adipocytes.

**Fig. 1.**
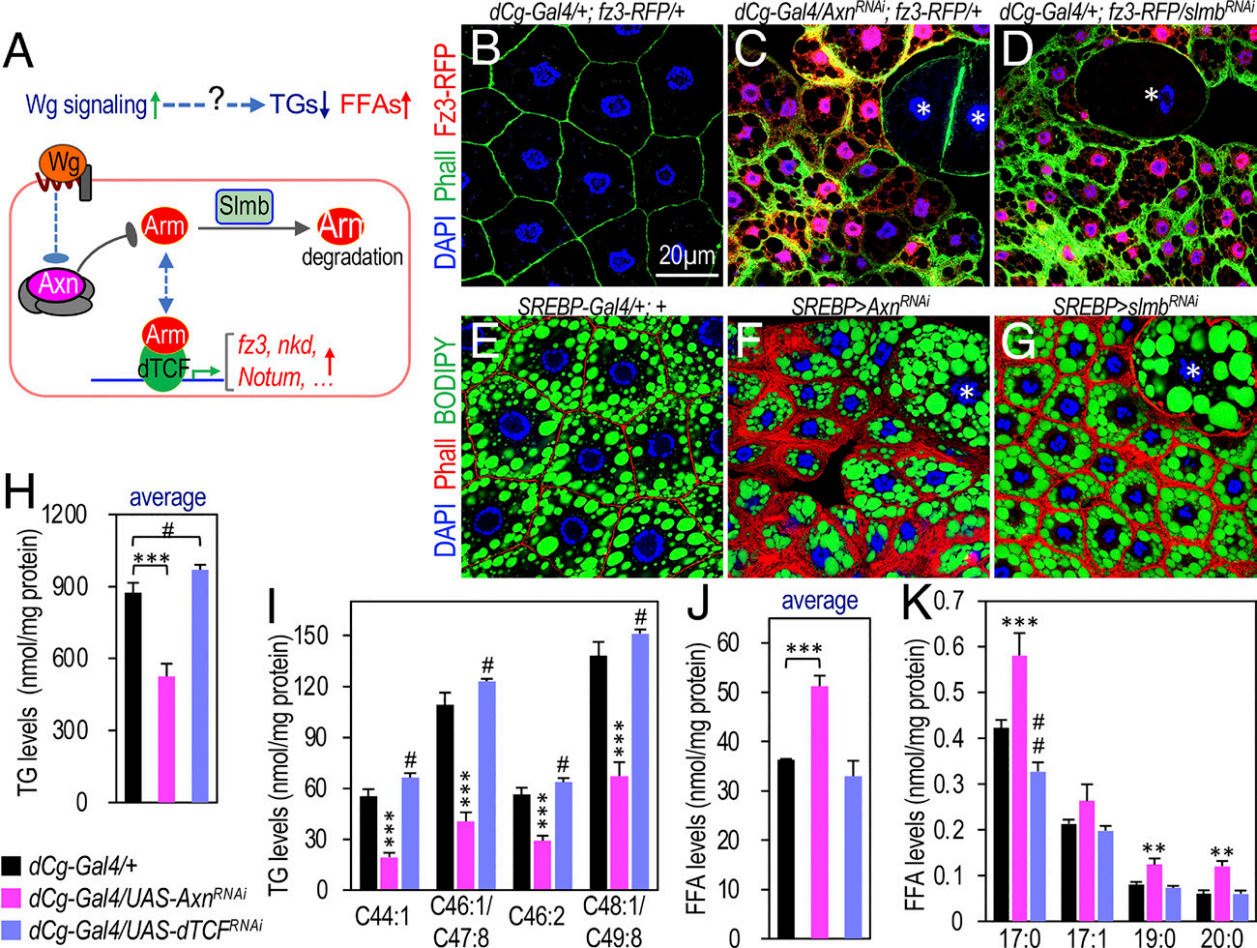
Wnt signaling regulates lipid homeostasis in larval adipocytes. (*A*) Schematic model illustrating how active Wnt signaling stimulates target gene expression. (*B*–*D*) Representative confocal images of larval adipocytes stained with DAPI (blue; nuclei) and Phall (Phalloidin, green; microfilament bundles). *fz3-RFP* expression (red) is increased in small adipocytes in (*C* and *D*) but low or absent expression in control (*B*) and large adipocytes (asterisks in *C* and *D*). Genotypes: (*B*) *dCg-Gal4/+; fz3-RFP/+*; (*C*) *dCg-Gal4/UAS-Axn^RNAi^; fz3-RFP*/+; and (*D*) *dCg-Gal4/+; fz3-RFP*/*UAS-slmb^RNAi^.* (*E*–*G*) Confocal images of larval adipocytes stained with DAPI (blue), Phall (red), and BODIPY (green; lipid droplets). Large adipocytes are marked with asterisks (*F* and *G*). Genotypes: (*E*) *SREBP-Gal4/+; +*; (*F*) *SREBP-Gal4/UAS-Axn^RNAi^; +*; and (*G*) *SREBP-Gal4/+; UAS-slmb^RNAi^/+.* (Scale bar in panel *B*: 20 μm.) (*H*–*K*) Quantitative lipidomics of TGs and FFAs in third instar wandering stage larvae. Average TG levels (*H*) and FFA levels (*J*) are shown. Representative TGs (*I*) and selected FFAs (*K*) are presented. Genotypes, color-coded for clarity, are listed below panel *H*. Asterisks (*) denote comparisons between “*dCg-Gal4/+*” and “*dCg-Gal4/UAS-Axn^RNAi^*”; pound signs (#) indicate comparisons between “*dCg-Gal4/+*” and “*dCg/UAS-dTCF^RNAi^*”. *P < 0.05; **P < 0.01; and ***P < 0.001, based on one-tailed unpaired *t* tests.

Importantly, the depletion of either *Axn* or *slmb* using multiple Gal4 lines active in adipocyte reduced adipocyte size, the number of lipid droplets, and TG levels (Fig. 1 *E*–*G* and *SI Appendix*, Fig. S1 *F*–*K*; quantified in *SI Appendix*, Fig. S1*L*). These Gal4 lines are located on different chromosomes, facilitating genetic recombination. Notably, these effects were rescued by depleting *dTCF* (*SI Appendix*, Fig. S1*N* cf. *SI Appendix*, Fig. S1*K*, control shown in *SI Appendix*, Fig. S1*M*). These observations suggest that the canonical Wnt signaling is particularly active in small adipocytes, resulting in reduced fat accumulation, consistent with its role in disrupting fat accumulation in larval adipocytes (19). Furthermore, the depletion of *Axn* in adult adipocytes also significantly reduced TG accumulation (*SI Appendix*, Fig. S2 *A*–*C*), suggesting that the effect of active Wnt signaling on lipid metabolism is not limited to the larval stage.

To analyze the physiological role of Wnt signaling on lipid metabolism, we performed lipidomics analyses on whole larvae after depleting *dTCF* in the larval fat body and inducing Wnt signaling by depleting *Axn* in the fat body as a control. Consistent with our prior report demonstrating that hyperactive canonical Wnt signaling in *Axn^127^* mutant larvae led to a general reduction in TG levels and an increase in FFAs (19), the targeted activation of Wnt signaling in the fat body significantly decreased TG levels (Fig. 1*H*) while elevating FFAs (Fig. 1*J*). Specifically, Wnt signaling activation led to a notable reduction in 33 out of 71 analyzed TG types (Fig. 1*I* and *SI Appendix*, Fig. S3 *A*–*D*). Concurrently, nine out of the 15 detected FFAs showed a significant increase (Fig. 1*K* and *SI Appendix*, Fig. S3 *E* and *F*). Although the impact on FFAs was milder (Fig. 1 *J* and *K*) compared to the *Axn^127^* mutant larvae (19), likely due to the weaker effects of *Axn* depletion via the transgenic RNAi approach, these results extend our previous findings of hyperactive Wnt signaling contributing to reduced TG accumulation. Importantly, the downregulation of Wnt signaling yielded opposite effects, increasing TG levels (Fig. 1 *H* and *I* and *SI Appendix*, Fig. S3 *A*–*D*) while simultaneously diminishing specific FFAs (Fig. 1*K* and *SI Appendix*, Fig. S3 *E* and *F*). Among the 71 analyzed TG types, 29 exhibited a significant increase following Wnt signaling downregulation (Fig. 1*I* and *SI Appendix*, Fig. S3 *A*–*D*), whereas three out of 15 FFAs showed a significant decrease (Fig. 1*K* and *SI Appendix*, Fig. S3 *E* and *F*).

Notably, the lipidomics analyses were conducted on mid-wandering stage larvae, approximately 88 h after hatching. Within this limited timeframe, various processes must unfold, including the time required for the Gal4-UAS system and RNAi to deplete dTCF mRNA, effects on Wnt target gene expression, and the dynamic changes in lipid metabolism. Thus, the data from this experiment may potentially underestimate the actual impact. To further assess the physiological relevance of Wnt signaling in regulating lipid metabolism, we depleted either Arm or dTCF in female flies for five or 30 d. We observed a significant increase in TG levels (*SI Appendix*, Fig. S2 *D* and *E*). These observations collectively underscore the physiological importance of Wnt signaling in regulating lipid homeostasis.

### Active Wnt Signaling Regulates Lipid Homeostasis in Cultured S2R+ Cells.

To test whether the reduced lipid accumulation observed in adipocytes resulted from increased lipolysis or reduced lipogenesis, we used dual radioisotope labeling with ^14^C-labeled glucose and ^3^H-palmitic acid. This approach allowed us to evaluate the effects of Wnt signaling on the breakdown and synthesis of FFAs and TGs. In this dual labeling scheme, ^14^C-glucose is metabolized through glycolysis to yield acetyl-CoA, which can be either oxidized to CO_2_ via the TCA cycle or utilized for biosynthesis of FFAs and TGs through lipogenesis. On the other hand, ^3^H-palmitic acid can undergo direct esterification with glycerol, potentially incorporating ^14^C-labeling, to produce TGs or be subjected to oxidization via β-oxidation, producing acetyl-CoA that can be further oxidized to CO_2_. Thus, the relative rates of ^14^C and ^3^H accumulation, as expressed by the ^14^C/^3^H ratio, in TGs and FFAs offer a measure of the rate of lipolysis or lipogenesis. A decreased ^14^C/^3^H ratio indicates primarily increased lipolysis, whereas an increased ratio indicates the opposite (23–26).

To minimize compounding factors, we used cultured *Drosophila* S2R+ cells, known for their lipid droplet accumulation (27–29), instead of larvae fed with fly food containing vaguely defined, carbohydrate-rich ingredients. Depletion of *Axn* in S2 cells activates Wnt signaling (30), as does treating cultured *Drosophila* cell lines such as Kc167 cells, S2R+ cells (Fig. 2*A*), or cl-8 cells with Wg-conditioned medium (WCM) (8, 31, 32). WCM contains Wg protein secreted from cultured S2-Tub-Wg cells. Notably, treatment with WCM not only activates Wnt signaling but also reduces the number of lipid droplets and the level of TGs (Fig. 2 *B*–*F*; quantified in Fig. 2*G*). These results suggest that the effect of active Wnt signaling in reducing TG accumulation is not limited to adipocytes. We supplemented the medium with ^14^C-labeled glucose and ^3^H-palmitic acid, followed by treating S2R+ cells with WCM to activate Wnt signaling. Subsequently, we used thin-layer chromatography (TLC) to separate TGs and FFAs, and their ^14^C/^3^H ratios were quantified using liquid scintillation (Fig. 2*H*). This analytical approach revealed a significant reduction in the ^14^C/^3^H ratios of both FFAs and TGs in S2R+ cells after the WCM treatment (Fig. 2*I*). These findings constitute direct evidence supporting the role of Wnt signaling in promoting lipolysis, inhibiting de novo lipogenesis, or potentially both processes simultaneously, irrespective of adipogenesis.

**Fig. 2.**
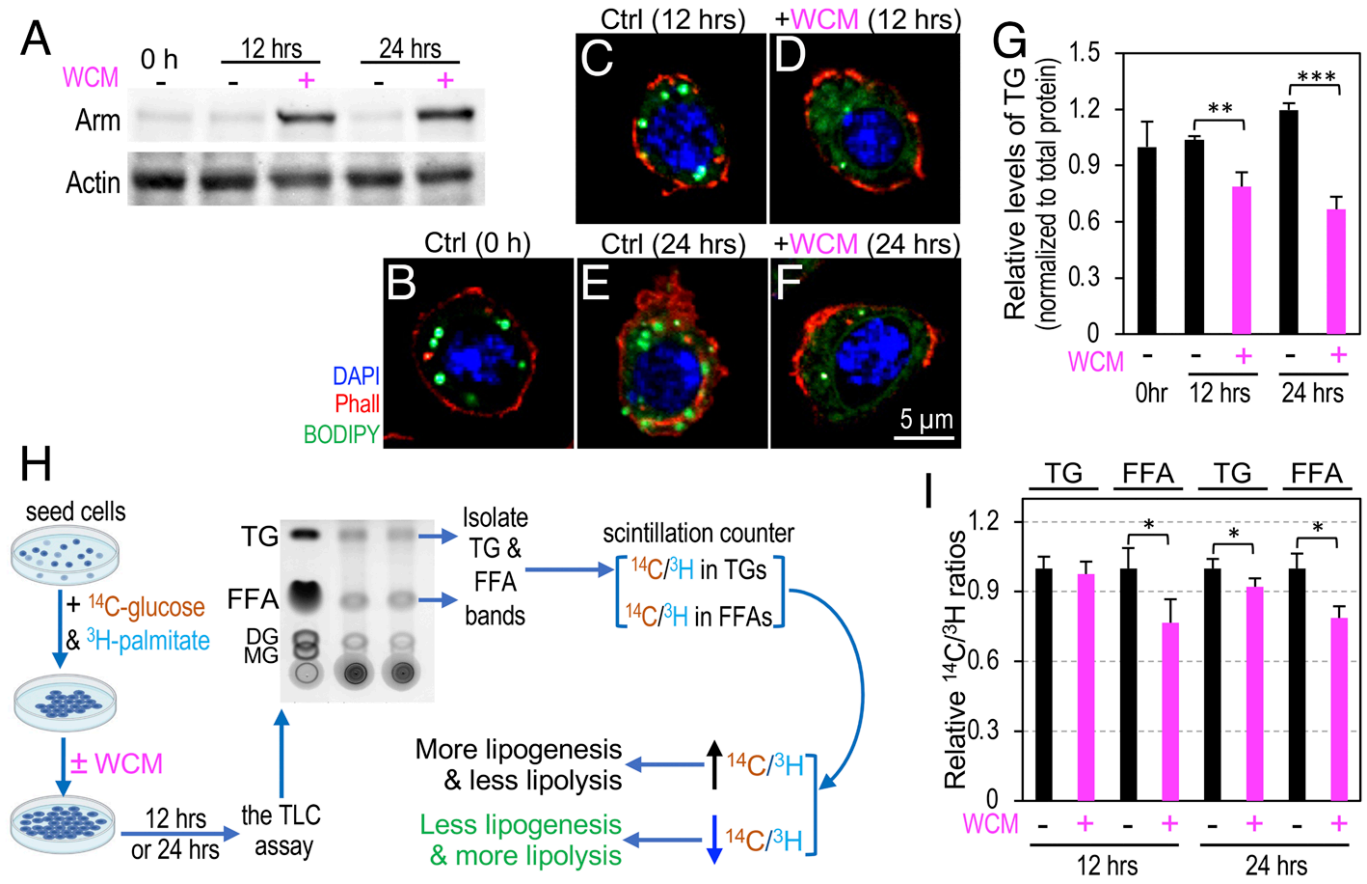
Active Wnt signaling regulates lipid homeostasis in cultured S2R+ cells. (*A*) Western blot analysis of Arm protein in S2R+ cells treated with WCM (Wg-conditioned medium). Actin serves as a loading control. (*B*–*F*) Confocal images of S2R+ cells stained with DAPI (blue), Phall (red), and BODIPY (green). Cells were treated with WCM for 12 h (*D*) or 24 h (*F*). (Scale bar in *F*: 5 μm.) (*G*) Quantification of TG levels, normalized to the control (n = 3, independent biological repeats). (*H*) Experimental design for dual-isotope radiolabeling experiments using S2R+ cells. TLC: thin layer chromatography; DG: diacylglyceride; MG: monoacylglyceride. Lipids from S2R+ cell pellets were loaded onto TLC lanes and normalized to total protein levels. (*I*) Relative ^14^C/^3^H ratios in TG and FFAs of S2R+ cells treated with WCM for 12 h or 24 h.

### Wnt Signaling Represses the Transcription of Genes Encoding Factors that Control Intracellular Lipid Homeostasis.

Our previous analyses of the *Axn^127^* homozygous mutant larvae revealed that hyperactive Wnt signaling caused a general reduction of most types of TGs while simultaneously increasing the levels of different FFAs (19). These effects were further validated in larvae with adipocyte-specific activation of Wnt signaling (Fig. 3*A*). 

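Total RNA was taken from the dissected fat body of 20 third-instar larvae per biological replicate. Ribosome-depleted libraries were sequenced from 3 replicates of each of 3 genotypes. The genotypes were the *SREBP-Gal4/+* control and larvae in which the same driver was combined with an RNAi transgene against *Axn* or *slmb*. The authors aligned the reads to dm6 with STAR, counted them on exons with featureCounts and deposited the counts per gene without normalization, for 17562 genes. Reads were counted without strand and multi-mapping reads were left out, so genes whose exons overlap share counts. Total counts were between 3355496 and 4465217 (median 3370711) in the controls, between 4783014 and 6054121 (median 5387987) in the libraries labelled *Axn RNAi* and between 4849214 and 6204461 (median 5196689) in the libraries labelled *slmb RNAi*. The 20 most abundant genes of each library took 53.7% to 58.1% of the counts in the controls, 14.8% to 28.0% in *Axn RNAi* and 25.6% to 41.4% in *slmb RNAi*. Counts were scaled by edgeR's TMM factors, which were 0.514 to 0.608 in the controls, 1.39 to 1.82 in *Axn RNAi* and 0.907 to 1.37 in *slmb RNAi*. Levels are given in CPM on that scale. The 8303 genes that passed edgeR's expression filter were tested with its quasi-likelihood test on 1 model of all 9 libraries, with Benjamini-Hochberg adjustment. Scaling by library size alone moved the median log2 fold change of all tested genes from 0.15 to 1.66 for *Axn RNAi* against control and from 0.082 to 1.09 for *slmb RNAi* against control. A change smaller than these shifts has a direction only relative to the other genes, and many lipid genes change direction under library size alone. Libraries are named by their label. *Axn* (FBgn0026597, chromosome 3R from 30022842 to 30035311) had 15.6 ± 1.58 CPM in *Axn RNAi* and 20.7 ± 4.16 (SD, n = 3 each) in control fat body, a log2 fold change of -0.41 (SE 0.17, edgeR quasi-likelihood adjusted p = 0.0666). Its counts ranged from 33 to 56 per control library, and its exons overlap *ZIPIC* and *asRNA:CR44045*. Without control replicate 3 the log2 fold change was -0.56 with an edgeR adjusted p of 0.0172. The value under library size alone was 1.10, below the median of all genes by a log2 difference of -0.56. *slmb* (FBgn0283468, chromosome 3R from 21119252 to 21127485) had 45.2 ± 5.17 CPM in *slmb RNAi* and 137 ± 9.18 (SD, n = 3 each) in the controls, a log2 fold change of -1.60 (SE 0.12, edgeR adjusted p = 3.67e-05), and each *slmb RNAi* library lay below each control library. In *Axn RNAi*, *slmb* was also called lower, with 87.3 ± 4.77 CPM (SD, n = 3) and a log2 fold change of -0.65 (SE 0.12, edgeR adjusted p = 0.00143), which library size alone turned to 0.86.

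**Figure D1:**
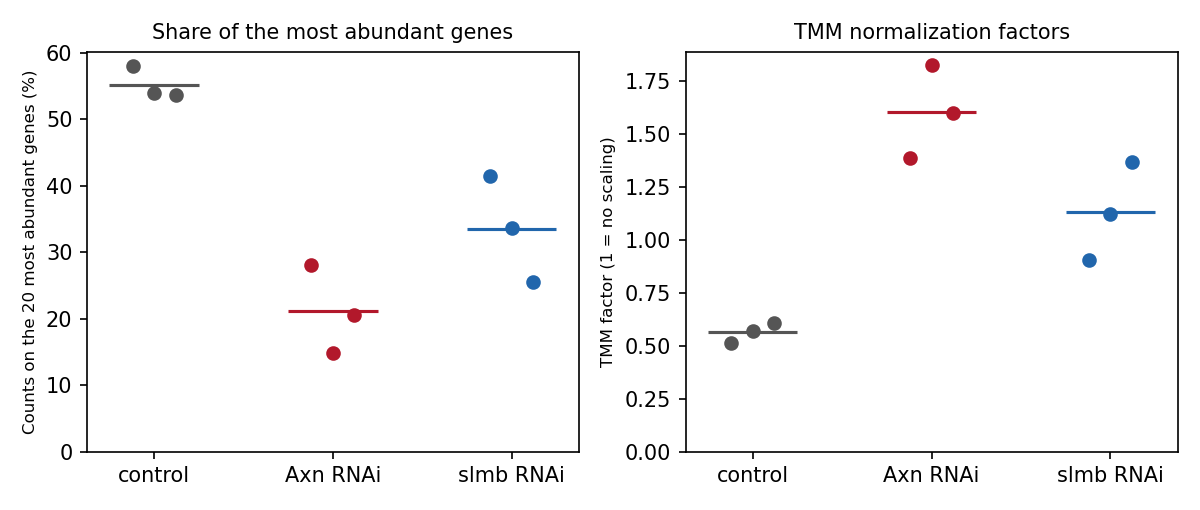
The percentage of counts taken by the 20 most abundant genes and the TMM factor, for each fat-body library by genotype. The controls have the highest share in these genes, from 53.7% up to 58.1%, and the lowest TMM factors.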

To gain insights into the molecular mechanism underlying Wnt signaling-stimulated lipid catabolism and reduced lipogenesis, we conducted bulk RNA sequencing (RNA-seq) analyses on dissected larval fat body with specific depletions of *Axn* or *slmb*. Our analysis identified a total of 1,622 up-regulated genes and 1,780 down-regulated genes common to both *Axn^RNAi^* and *slmb^RNAi^* adipocytes when compared to the controls (Fig. 3*B*; both adjusted p- and q-values were less than 0.05). 

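At an adjusted p under 0.05, 1515 genes were higher and 1405 were lower than control in both the libraries labelled *Axn RNAi* and those labelled *slmb RNAi*. In *Axn RNAi* alone 837 more were higher and 772 lower, in *slmb RNAi* alone 233 were higher and 148 lower, and 15 went in opposite directions. Library size alone moved these counts most, to 5312 higher and 252 lower in both. DESeq2 called 1349 and 1535, and with an absolute log2 fold change of at least 1 as a further condition there were 985 and 662. Of edgeR's calls for *Axn RNAi* against control, DESeq2 shared 2080 of the 2352 higher and 2155 of the 2177 lower genes, and for *slmb RNAi* it shared 1537 of 1748 and 1528 of 1553. With each library left out in turn, the lowest counts common to both were 1170 higher and 1067 lower, each without *slmb RNAi* replicate 3, so no single library moved them by more than 1.5-fold. The genes called lower in *slmb RNAi* alone numbered 96 without *slmb RNAi* replicate 2, 90 without *slmb RNAi* replicate 3, 82 with only the 2 groups in the model and 43 under library size alone, each a change of more than 1.5-fold. Those higher in *slmb RNAi* alone numbered 137 with at least 10 counts in every library, also more than 1.5-fold. For genes called in *Axn RNAi* only, scaling by library size gave 1342 higher and 290 lower, each again a change of more than 1.5-fold. The few genes in opposite directions numbered 9, 6, 5, 8 and 8 without control replicate 1, control replicate 2, control replicate 3, *Axn RNAi* replicate 2 and *slmb RNAi* replicate 1. Their number rose to 25 with the replicate number as a block in the model. Across the 8303 tested genes the log2 fold changes of the 2 comparisons had a Pearson correlation of 0.849 and a Spearman correlation of 0.869, and 85.9% had the same sign. Genes are not independent replicates, and both comparisons use the same 3 controls. In 20 simulated tables without any change between groups, the shared controls alone gave a mean correlation of 0.622 (range 0.591 to 0.646) and 70.6% of genes with the same sign. In those tables edgeR called 0 genes in both comparisons at adjusted p, and between 85 and 119 at an unadjusted p under 0.05.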

As expected, our “Pathway” and “Gene Ontology” cluster analyses (33) identified the significant activation of the “Wnt signaling pathway” in both *Axn^RNAi^* and *slmb^RNAi^* fat bodies (Fig. 3*C*). 

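The pathway tests of the paper were not repeated. Instead, 23 gene lists were tested per comparison with limma's camera, which compares a list with all other genes at a preset inter-gene correlation of 0.01. The 7 Wnt target genes on the list, of which the paper names *fz3*, *nkd* and *Notum* as higher in these fat bodies, had a median log2 fold change of 2.11 (mean 2.97, 7 of 7 called higher, camera adjusted p = 0.00139) in libraries labelled *Axn RNAi*. In *slmb RNAi* the median was 1.67 (mean 1.71, 5 of 7 called higher, camera adjusted p = 0.0118). With fry, which tests a list by itself, the adjusted p was 1.46e-04 in *Axn RNAi* and 0.00106 in *slmb RNAi*. With the inter-gene correlation estimated from the 9 libraries for each list, camera gave 0.338 and 0.445. Over all lists, camera called 13 of 23 in *Axn RNAi* and 8 in *slmb RNAi*. Fry held 13 and 7 of these, the fat body storage proteins in *slmb RNAi* being the list it did not hold. With the estimated correlation camera called 0 lists in each comparison, with 2 and 3 at an unadjusted p under 0.05. Library size alone left the Wnt targets of *Axn RNAi* at 1.98 above the median of all genes, with a camera adjusted p of 0.0559. Of the Wnt pathway components outside the list, *fz2* (FBgn0016797) was lower than control in both groups, with log2 fold changes of -1.99 (edgeR adjusted p = 2.00e-04) and -1.26 (edgeR adjusted p = 0.00382), and every library of both groups lay below every control library. With library size alone the call in *slmb RNAi* was lost (-0.29, edgeR adjusted p = 0.202). The gene *arm* (FBgn0000117), whose exons overlap *mRpL16*, had log2 fold changes of 0.32 (edgeR adjusted p = 0.0242) and 0.32 (edgeR adjusted p = 0.0331). In edgeR its call in *Axn RNAi* was lost with no count filter (adjusted p = 0.0598) and without *Axn RNAi* replicate 2 (0.115), *Axn RNAi* replicate 3 (0.0699), control replicate 2 (0.0647), control replicate 3 (0.0663) or *slmb RNAi* replicate 2 (0.0567). Its call in *slmb RNAi* was lost in edgeR with no count filter (adjusted p = 0.0685), with only the 2 groups in the model (0.0791) and without *Axn RNAi* replicate 1 (0.0518), *Axn RNAi* replicate 2 (0.0558), *Axn RNAi* replicate 3 (0.0581), control replicate 1 (0.057), control replicate 2 (0.0777), control replicate 3 (0.078), *slmb RNAi* replicate 2 (0.102) or *slmb RNAi* replicate 3 (0.0636). *pan* (FBgn0085432) and *gro* (FBgn0001139), whose exons overlap *Exo84*, were not called in either comparison, with edgeR adjusted p of 0.0993 and 0.126 for *pan* and 0.874 and 0.457 for *gro*. Without *slmb RNAi* replicate 1, *pan* was called higher in *slmb RNAi* (log2 fold change 0.37, edgeR adjusted p = 0.047).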

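*fz3* (FBgn0027343, chromosome X from 769945 to 784222) had 34.2 ± 2.25 CPM in libraries labelled *Axn RNAi*, 4.11 ± 0.482 in *slmb RNAi* and 1.15 ± 0.768 (SD, n = 3 each) in the controls. Its log2 fold change was 4.90 in *Axn RNAi* (SE 0.30, edgeR adjusted p = 1.03e-05) and 1.86 in *slmb RNAi* (SE 0.37, edgeR adjusted p = 0.00383). Each control library held only 1 to 4 counts of *fz3*, which limits the precision of its ratio. *nkd* (FBgn0002945, chromosome 3L from 19003741 to 19045449) had 304 ± 14.2 CPM in *Axn RNAi*, 66.8 ± 38.2 in *slmb RNAi* and 8.17 ± 2.92 (SD, n = 3 each) in control fat body. The log2 fold changes of *nkd* were 5.23 (SE 0.52, edgeR adjusted p = 6.03e-05) and 3.05 (SE 0.50, edgeR adjusted p = 0.00142). *Notum* (FBgn0044028, chromosome 3L from 16023480 to 16032752) reached 162 ± 2.12 CPM in *Axn RNAi* and 42.0 ± 19.1 in *slmb RNAi*, against 2.88 ± 1.68 (SD, n = 3 each) in controls. The log2 fold changes of *Notum* were 5.81 (SE 0.43, edgeR adjusted p = 1.84e-05) and 3.86 (SE 0.44, edgeR adjusted p = 2.39e-04). For each of these 3 genes every RNAi library lay above every control library, a separation that chance gives in 10% of splits of 3 against 3. With each library left out in turn, the log2 fold change in *Axn RNAi* stayed from 4.48 to 5.54 for *fz3*, 4.94 to 5.39 for *nkd* and 5.40 to 6.13 for *Notum*. Tested directly, *Axn RNAi* exceeded *slmb RNAi* by log2 differences of 3.04 for *fz3*, 2.18 for *nkd* and 1.94 for *Notum*, with edgeR adjusted p of 1.16e-04, 0.0111 and 0.00529. Of the other targets named in the paper's figures, *fz* (FBgn0001085) was called higher in both groups, with log2 fold changes of 2.11 and 1.67. *fz4* (FBgn0027342), whose exons overlap *CG8300*, had 1.09 in *Axn RNAi* (edgeR adjusted p = 5.56e-04) and 0.53 in *slmb RNAi* (edgeR adjusted p = 0.0369). The call of *fz4* in *slmb RNAi* was lost with DESeq2 (adjusted p = 0.0992), and in edgeR with only the 2 groups in the model (0.0846) and without *Axn RNAi* replicate 1 (0.0566), *Axn RNAi* replicate 2 (0.0573), *Axn RNAi* replicate 3 (0.056), control replicate 2 (0.108), control replicate 3 (0.0513), *slmb RNAi* replicate 2 (0.0998) or *slmb RNAi* replicate 3 (0.0921). *CycD* (FBgn0010315) and *Wnt4* (FBgn0010453) were called higher in *Axn RNAi*, with log2 fold changes of 0.84 and 0.84, but not in *slmb RNAi*, where edgeR gave adjusted p of 0.0805 and 0.102. Without *slmb RNAi* replicate 1 *CycD* was called there too (edgeR adjusted p = 0.00553), and the difference between the 2 RNAi groups was not called for either gene (edgeR adjusted p = 0.22 and 0.239).

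**Figure D2:**
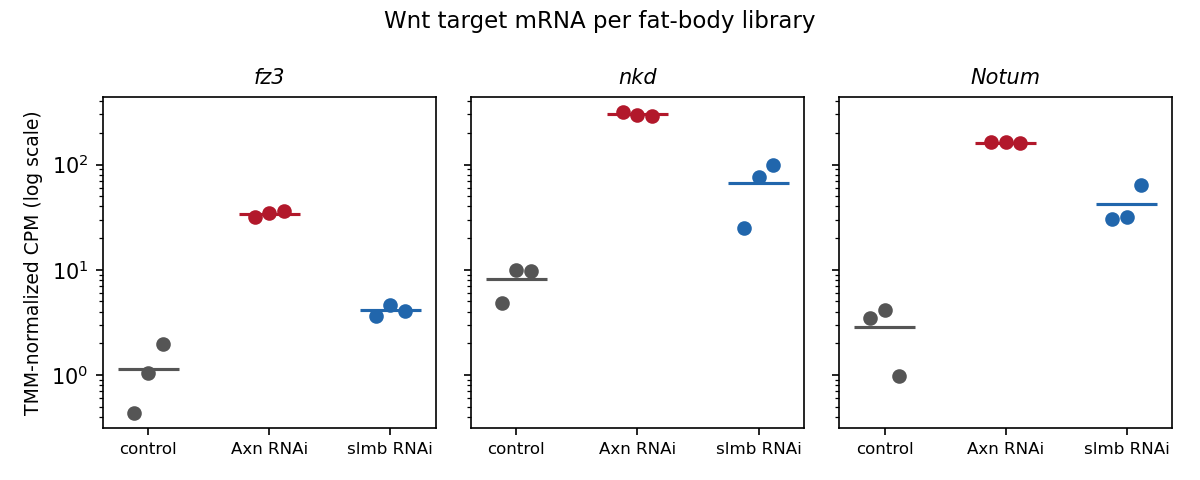
CPM of the Wnt targets *fz3*, *nkd* and *Notum* in each fat-body library, on a log axis, by genotype. All 3 lie above every control library in all RNAi libraries.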

Among the up-regulated genes in this pathway were direct Wnt target genes, including *fz3* (*frizzled 3*), *nkd* (*naked cuticle*), *Notum*, and others (*SI Appendix*, Fig. S4*A*). 

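Outside the Wnt and lipid lists, 7 lists were called by camera in libraries labelled *Axn RNAi*, given by their median log2 fold change. Cytosolic ribosomal proteins (median -1.12, 82 of 85 genes below 0, camera adjusted p = 2.06e-21) and glycolysis genes (median -1.46, 12 of 13 genes below 0, camera adjusted p = 4.13e-04) were lower. Also lower were proteasome subunits (median -0.41, 29 of 32 genes below 0, camera adjusted p = 1.55e-04) and fat body storage proteins (median -3.24, 7 of 7 genes below 0, camera adjusted p = 0.00112). DNA replication genes were higher (median 1.30, 1 of 33 genes below 0, camera adjusted p = 9.89e-05). The lists of hemocyte genes (median 2.89, 2 of 12 genes below 0, camera adjusted p = 0.0127) and muscle genes (median 1.42, 0 of 14 genes below 0, camera adjusted p = 0.00366) were also higher. In *slmb RNAi*, ribosomal proteins were called lower (median -0.60, 82 of 85 genes below 0, camera adjusted p = 4.57e-16). Storage proteins (median -1.70, 7 of 7 genes below 0, camera adjusted p = 0.0148) and ecdysone response genes (median -0.76, 13 of 19 genes below 0, camera adjusted p = 0.0192) were called lower there too. DNA replication (median 1.12, 2 of 33 genes below 0, camera adjusted p = 1.35e-04) and hemocyte genes (median 3.01, 2 of 12 genes below 0, camera adjusted p = 0.00162) were called higher in *slmb RNAi*. Glycolysis genes in *slmb RNAi* (median -0.65, camera adjusted p = 0.0696) were called lower without *slmb RNAi* replicate 1 (0.0135), control replicate 2 (0.0445) or *Axn RNAi* replicate 2 (0.0455). Muscle genes in *slmb RNAi* had a camera adjusted p of 0.0609, and 0.00143 without *slmb RNAi* replicate 2. Proteasome subunits in *slmb RNAi* (median 0.15) had 0.12, and 0.049 without *slmb RNAi* replicate 3. Fry called this list higher in *slmb RNAi* with all libraries (adjusted p = 0.0217). Tested directly, proteasome subunits were lower in *Axn RNAi* than in *slmb RNAi* by a median log2 difference of -0.57 (camera adjusted p = 1.24e-15, 32 of 32 genes below 0). Under library size alone, camera tested the proteasome list of *Axn RNAi* in the opposite direction (adjusted p = 0.246), although its median stayed -0.56 relative to all genes. That scaling also took the calls of DNA replication (0.0559), muscle (0.059) and hemocyte genes (0.139), whose camera tests are given as adjusted p.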

Active Wnt signaling also significantly affected multiple biological pathways, leading to either upregulation or downregulation (Fig. 3*C* and *SI Appendix*, Fig. S4 *B* and *C*). 

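For 24 genes of fatty acid synthesis, fatty acid oxidation, peroxisomes, lipid droplets and the transcription factors named by the paper, the median log2 fold change was -1.27 in libraries labelled *Axn RNAi* (23 of 24 below 0) and -0.85 in *slmb RNAi* (23 of 24 below 0). Scaled by library size alone, the medians became 0.22 and 0.13, with 10 and 9 of 24 genes below 0, so the direction of many of these genes depends on the scaling. Relative to the median of all tested genes, the medians under library size alone were -1.44 and -0.96, with 24 of 24 genes below that median in *Axn RNAi* and 23 in *slmb RNAi*. The paper names many of these 24 genes for their change in these same libraries. Their medians and the tests of lists made from them are therefore not independent evidence. As a list, the 4 fatty acid synthesis genes were lower in *Axn RNAi* (median -2.01, 3 of 4 genes below 0, camera adjusted p = 0.0266). In *slmb RNAi* they were not called (median -0.95, 3 of 4 genes below 0, camera adjusted p = 0.0696). The 4 fatty acid oxidation genes were also lower in *Axn RNAi* (median -1.03, 4 of 4 genes below 0, camera adjusted p = 0.0184) and not called in *slmb RNAi* (median -0.63, 4 of 4 genes below 0, camera adjusted p = 0.0609). With fry both lists were called in *slmb RNAi* (adjusted p = 0.00768 and 0.0145). In *slmb RNAi*, camera called the synthesis list without *slmb RNAi* replicate 1 (0.0492), *slmb RNAi* replicate 3 (0.049) or control replicate 2 (0.0469). It called the oxidation list without *slmb RNAi* replicate 1 (0.0359), control replicate 2 (0.0355) or *Axn RNAi* replicate 2 (0.0459), each as camera adjusted p. Peroxins were lower in *Axn RNAi* (median -0.98, 9 of 11 genes below 0, camera adjusted p = 0.00755) and in *slmb RNAi* (median -0.55, 10 of 11 genes below 0, camera adjusted p = 0.00373). Genes of oxidative phosphorylation were lower in *Axn RNAi* (median -0.45, 61 of 69 genes below 0, camera adjusted p = 7.81e-05). In *slmb RNAi* their median was -0.04, their mean 0.062 and their camera adjusted p 0.50, and library size alone gave a call in the higher direction (0.0115). The TCA cycle list was not called in *Axn RNAi* (median 0.0019, mean -0.44, camera adjusted p = 0.38, fry 0.0456) or in *slmb RNAi* (median 0.077, mean -0.20, camera adjusted p = 0.512), and its median and mean differ in sign in both groups. Under library size alone the calls of peroxins (0.228) and fatty acid oxidation (0.536) in *Axn RNAi* were lost, and camera's direction for oxidative phosphorylation turned (0.254, adjusted), while its median stayed -0.61 relative to all genes. Tested directly, oxidative phosphorylation was lower in *Axn RNAi* than in *slmb RNAi* by a median of -0.39 (camera adjusted p = 8.22e-10, 63 of 69 genes below 0).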

Remarkably, several lipid metabolism-related pathways were significantly down-regulated in adipocytes with active Wnt signaling, including “FA degradation,” “FA biosynthesis,” “FA metabolism,” “oxidative phosphorylation,” “TCA cycle” and “peroxisome” pathways (Fig. 3*C*).

**Fig. 3.**
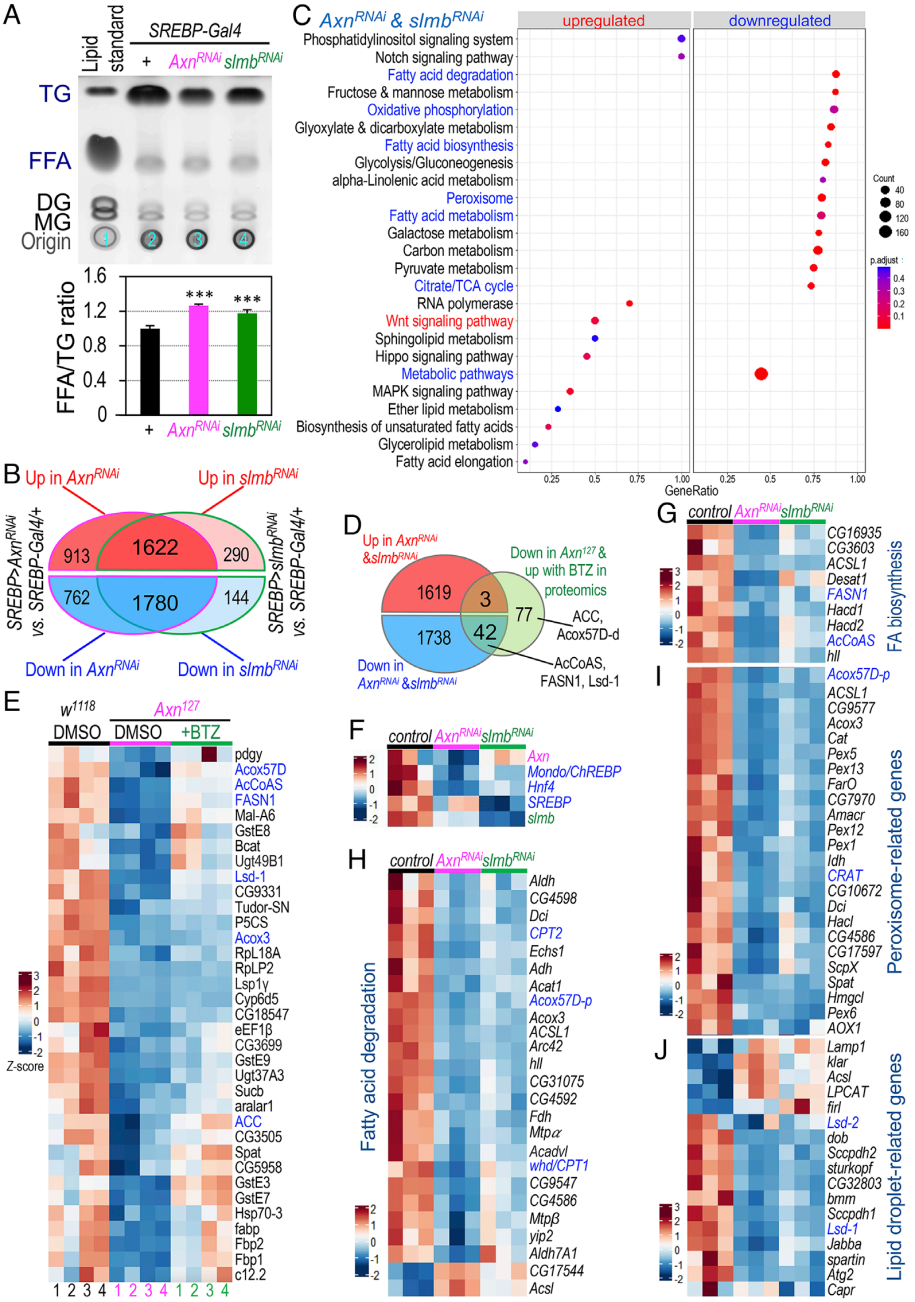
Wnt signaling represses the transcription of lipid metabolism related genes. (*A*) Relative levels of FFAs and TGs assessed by TLC assay in larvae with fat body-specific depletion of either *Axn* or *slmb*. Genotypes: *SREBP-Gal4/+; +* (lane #2); *SREBP-Gal4/UAS-Axn^RNAi^; +* (lane #3); and *SREBP-Gal4/+; UAS-slmb^RNAi^/+* (lane #4). Lower panel quantifies FFA/TG ratios from three independent biological repeats (***P < 0.01, one-tailed unpaired *t* tests). (*B*) Venn diagram showing genes altered in fat body with *Axn* or *slmb* depletion. (*C*) Commonly affected metabolic pathways in larval fat body with *Axn* or *slmb* depletion. Down-regulated pathways linked to carbohydrate and lipid metabolism (blue); Wnt signaling pathway (red, significantly up-regulated). (*D*) Venn diagram of genes altered in *Axn^RNAi^* or *slmb^RNAi^* fat body, compared to proteins down-regulated in *Axn^127^* mutant larvae but reversed by feeding larvae with 2 μM BTZ. (*E*) Heatmap of proteins reduced in *Axn^127^* mutant larvae but reversed by BTZ, quantified by proteomics. Key proteins are highlighted in blue. (*F*) Heatmap of mRNA levels of *Mondo/ChREBP*, *Hnf4*, and *SREBP* in *Axn^RNAi^* or *slmb^RNAi^* fat body; mRNA levels of *Axn* and *slmb* serve as positive controls. (*G*–*J*) Heatmaps of gene expression levels in metabolic pathways: “fatty acid biosynthesis” (*G*), “fatty acid degradation” (*H*), “peroxisome” (*I*), and “lipid droplet-related” genes (*J*). Data shown as z-scores based on normalized counts across triplicates per genotype. Key genes further analyzed are highlighted in blue.

Given that the absolute steady-state levels of mRNAs may not always precisely correlate with the cellular abundance of their corresponding proteins (34), we performed quantitative proteomic analyses using TMT (tandem mass tag) labeling (35–37). Previously, we reported that feeding *Axn^127^* mutant larvae with peptide boronic acids, such as BTZ, could stabilize α-catenin (19). This stabilization facilitated the sequestration of excess β-catenin beneath the cell membrane, thereby down-regulating canonical Wnt signaling in *Axn^127^* mutants and rescuing defects in fat accumulation (19). Therefore, we analyzed the protein levels in *Axn^127^* mutant larvae and the effects of BTZ treatment. Next, we compared the list of proteins to the list of genes with significantly altered mRNA levels in *Axn^RNAi^* and *slmb^RNAi^* fat bodies. This comparison led us to identify 45 proteins whose levels changed in concordance with their mRNA levels (Fig. 3*D*). Among these 45 proteins, 42 exhibited significant decreases in *Axn^127^* mutants yet displayed upregulation upon BTZ treatment (Fig. 3*D*). Five notable proteins among the 42 are FASN1 (FA synthase 1) and ACC (acetyl-CoA carboxylase), crucial for TG biosynthesis; AcCoAS (acetyl Coenzyme A synthase), bridging FA synthesis and the TCA cycle; Acox57D (acyl-CoA oxidase at 57D), involved in peroxisomal FAO; and Lsd-1 (Lipid storage droplet-1), the *Drosophila* homolog of Perilipin-1, associated with lipid droplets (LDs) (Fig. 3*E*). These results indicate that active Wnt signaling potentially regulates intracellular lipid homeostasis through certain key factors involved in FA synthesis, FAO, and LDAPs present on LDs.

Due to the limitations of quantitative proteomic analyses in detecting proteins with low abundance in larvae, we further analyzed the RNA-seq data by focusing on genes involved in FA biosynthesis, FAO, LDAPs, and peroxisome-related genes. This detailed analysis revealed a consistent reduction in the expression of genes encoding crucial enzymes and factors associated with FA biosynthesis and degradation when Wnt signaling was active (Fig. 3 *F*–*H* and *SI Appendix*, Fig. S4*D*). 

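Of the 37 genes listed from the paper, 8 were called higher and 23 lower in libraries labelled *Axn RNAi* when adjusted over all genes tested, and 8 and 24 when adjusted over the list alone. In *slmb RNAi* the counts were 6 higher and 20 lower over all genes, and 7 and 22 adjusted over the list alone. The paper names many of the listed genes for their change in these samples, so the counts adjusted over the list alone are not independent evidence. Of the 4 fatty acid synthesis genes, 3 were called lower in *Axn RNAi* and 3 in *slmb RNAi*. The exception was *ACC* (FBgn0033246, chromosome 2R from 7974115 to 7991862), with 65.1 ± 11.2 CPM in *Axn RNAi*, 85.0 ± 43.2 in *slmb RNAi* and 60.1 ± 9.47 (SD, n = 3 each) in the controls. Its log2 fold changes were 0.11 (SE 0.32, edgeR adjusted p = 0.78) and 0.50 (SE 0.32, edgeR adjusted p = 0.25), and under library size alone it was called higher in both groups (1.63 and 1.57), -0.031 and 0.48 relative to the median of all genes. The small value in *Axn RNAi* turned below 0 without *Axn RNAi* replicate 3 (-0.018) or control replicate 2 (-0.0095). Of the 4 fatty acid oxidation genes, 4 were called lower in *Axn RNAi* and 2 in *slmb RNAi*. The counts for *Axn RNAi* and *slmb RNAi* do not show that the groups differ. Under library size alone edgeR called 2 fatty acid synthesis genes and 0 fatty acid oxidation genes lower in *Axn RNAi*, and DESeq2 called 3 and 4.

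**Figure D3:**
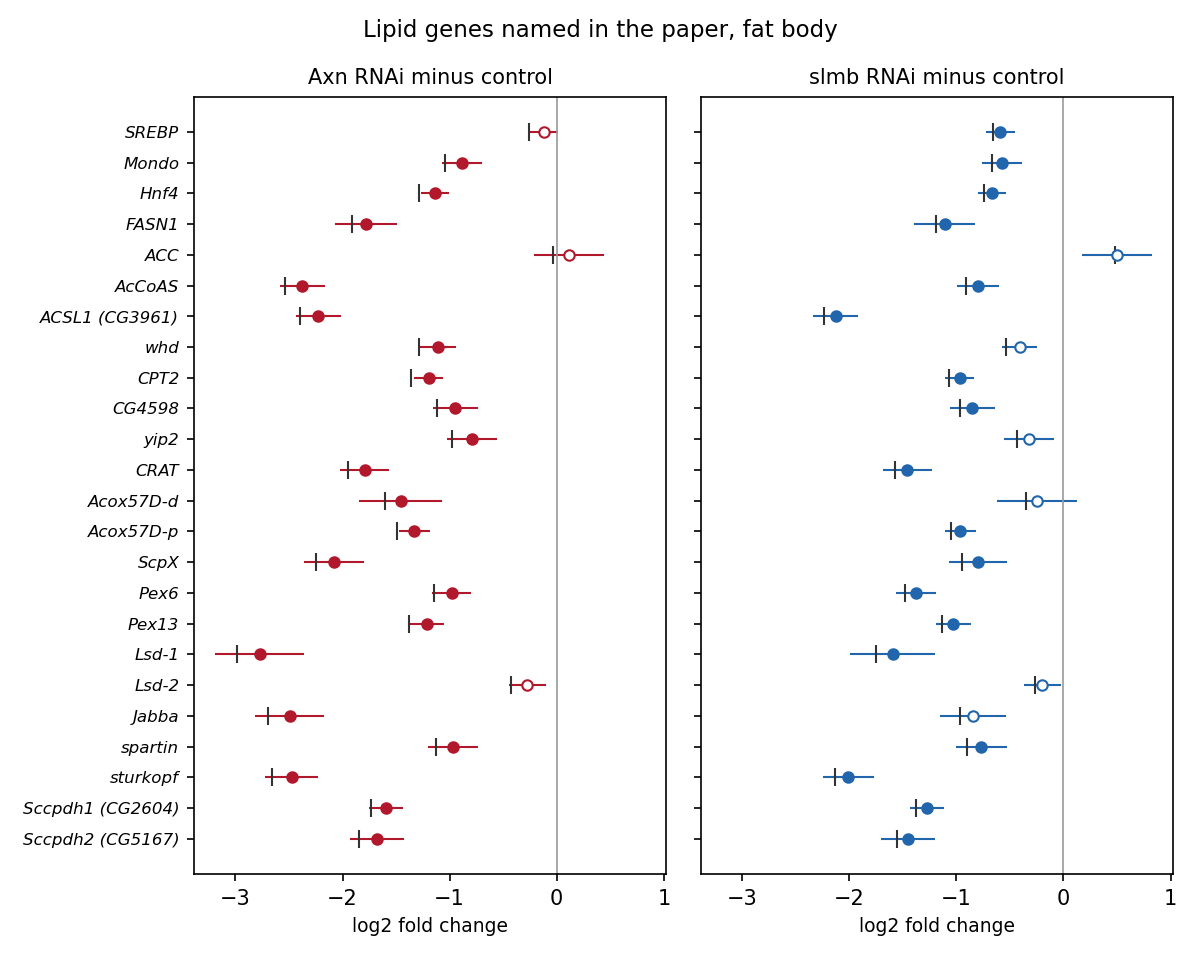
Log2 fold change against control of the lipid genes named in the paper, in *Axn RNAi* and *slmb RNAi*, with bars for the SE and filled points for genes called at adjusted p under 0.05. Black ticks give the value under library size alone minus the median of all genes, the scaling under which many unadjusted values change direction.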

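*SREBP* (FBgn0261283, chromosome 3L from 19793935 to 19798979), whose exons overlap *CG14102*, had 119.9 ± 15.4 CPM in libraries labelled *Axn RNAi*, 86.7 ± 8.41 in *slmb RNAi* and 130.4 ± 8.39 (SD, n = 3 each) in the controls. Its log2 fold change in *Axn RNAi* was -0.12 (SE 0.13, edgeR adjusted p = 0.464), a difference within the spread of the replicates. In *slmb RNAi* it was -0.59 (SE 0.13, edgeR adjusted p = 0.00756), and each *slmb RNAi* library lay below each control. In *Axn RNAi* the value was above 0 with upper-quartile scaling (0.047) and with at least 10 counts required in every library (0.075). The direct difference of *Axn RNAi* from *slmb RNAi* was 0.47 (SE 0.13, edgeR adjusted p = 0.0444). In edgeR this call was lost with no count filter (adjusted p = 0.087), with only the 2 groups in the model (0.0739) and without *Axn RNAi* replicate 2 (0.156), *Axn RNAi* replicate 3 (0.145), control replicate 1 (0.0643), control replicate 2 (0.0595), control replicate 3 (0.0645), *slmb RNAi* replicate 1 (0.138) or *slmb RNAi* replicate 2 (0.139). *Mondo* (FBgn0032940, chromosome 2L from 21286078 to 21310050) had 71.3 ± 12.3 CPM in *Axn RNAi*, 88.6 ± 12.1 in *slmb RNAi* and 132 ± 25.9 (SD, n = 3 each) in controls. For *Mondo* the log2 fold changes were -0.89 (SE 0.19, edgeR adjusted p = 0.00317) and -0.57 (SE 0.19, edgeR adjusted p = 0.0362). The call of *Mondo* in *slmb RNAi* was lost with at least 10 counts in every library (edgeR adjusted p = 0.0764), with no count filter (0.0708), and without *Axn RNAi* replicate 1 (0.0508), control replicate 1 (0.125), control replicate 2 (0.115), *slmb RNAi* replicate 2 (0.106) or *slmb RNAi* replicate 3 (0.113). *Hnf4* (FBgn0004914, chromosome 2L from 8687226 to 8709611), whose exons overlap *asRNA:CR44992*, had 34.5 ± 1.69 CPM in *Axn RNAi*, 48.0 ± 3.52 in *slmb RNAi* and 76.0 ± 10.8 (SD, n = 3 each) in the controls. Its log2 fold changes were -1.14 (SE 0.13, edgeR adjusted p = 1.17e-04) and -0.66 (SE 0.13, edgeR adjusted p = 0.00364), and every RNAi library lay below every control. Between the RNAi groups the difference was -0.48 (SE 0.13, edgeR adjusted p = 0.037). Library size alone moved it to 0.026. In edgeR the call was lost with no count filter (adjusted p = 0.0609), with upper-quartile scaling (0.0582) and without *Axn RNAi* replicate 1 (0.0737), *Axn RNAi* replicate 2 (0.13), *Axn RNAi* replicate 3 (0.0934), control replicate 2 (0.0507), *slmb RNAi* replicate 1 (0.0901) or *slmb RNAi* replicate 2 (0.0986). Scaled by library size alone all 3 genes turned above 0 in both groups (1.40, 0.62 and 0.37 in *Axn RNAi* and 0.43, 0.42 and 0.35 in *slmb RNAi*, in the order *SREBP*, *Mondo*, *Hnf4*). Relative to the median of all genes under that scaling they were at -0.26, -1.04 and -1.29 in *Axn RNAi* and -0.66, -0.67 and -0.75 in *slmb RNAi*.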

Remarkably, the significant reduction in mRNA levels of key transcriptional factors in *Axn^RNAi^* and *slmb^RNAi^* fat bodies, such as *SREBP*, *Mondo* (the *Drosophila* homolog of carbohydrate-responsive element-binding protein, ChREBP), and *dHnf4* (Fig. 3*F*), is of particular interest. This reduction of *SREBP* and *Mondo/ChREBP* correlates with the decreased expression of their target genes, including *FASN1*, *AcCoAS*, and *ACSL1* (long-chain fatty acid-CoA ligase) (Fig. 3*G*). Likewise, the reduced *dHnf4* mRNA levels are associated with a notable decrease in *whd* (*withered*, which encodes carnitine O-palmitoyltransferase CPT1), *CPT2*, *CG4598*, and *yip2* (Fig. 3*H*). 

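*FASN1* (FBgn0283427, chromosome 2L from 3056598 to 3068177) had 259 ± 35.4 CPM in libraries labelled *Axn RNAi*, 414 ± 154 in *slmb RNAi* and 892 ± 180.0 (SD, n = 3 each) in the controls. The log2 fold changes of *FASN1* were -1.79 (SE 0.29, edgeR adjusted p = 6.86e-04) and -1.11 (SE 0.28, edgeR adjusted p = 0.0128). *AcCoAS* (FBgn0012034, chromosome 3L from 21270722 to 21280243) had 50.2 ± 6.16 CPM in *Axn RNAi*, 150.1 ± 34.8 in *slmb RNAi* and 260.2 ± 49.6 (SD, n = 3 each) in control fat body. Its log2 fold changes were -2.37 (SE 0.21, edgeR adjusted p = 3.35e-05) and -0.80 (SE 0.20, edgeR adjusted p = 0.0111). The direct difference between *Axn RNAi* and *slmb RNAi* was -1.58 (SE 0.20, edgeR adjusted p = 0.00235). The gene named *ACSL1* in the paper is listed as *CG3961* (FBgn0036821, chromosome 3L from 18878250 to 18890483). It had 117 ± 25.8 CPM in *Axn RNAi*, 125 ± 25.8 in *slmb RNAi* and 546 ± 56.6 (SD, n = 3 each) in controls. The log2 fold changes of *CG3961* were -2.23 (SE 0.21, edgeR adjusted p = 5.15e-05) and -2.13 (SE 0.21, edgeR adjusted p = 1.24e-04). For each of the 3 genes every RNAi library of both groups lay below every control library. With library size alone the value of *AcCoAS* in *slmb RNAi* turned to 0.18, which is -0.91 relative to the median of all genes, while the other values of these genes stayed below 0. *FASN1* lost its edgeR call under that scaling in *Axn RNAi* (-0.25, adjusted p = 0.436) and in *slmb RNAi* (-0.096, adjusted p = 0.776).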

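*whd* (FBgn0261862, chromosome 2R from 10469473 to 10478567), whose exons overlap *CG11777* and *asRNA:CR45134*, had 123 ± 16.8 CPM in libraries labelled *Axn RNAi*, 199 ± 33.3 in *slmb RNAi* and 264 ± 31.7 (SD, n = 3 each) in the controls. It was lower in *Axn RNAi* with a log2 fold change of -1.10 (SE 0.17, edgeR adjusted p = 4.90e-04). In *slmb RNAi* the value was -0.41 (SE 0.17, edgeR adjusted p = 0.077), and without *slmb RNAi* replicate 1 it was -0.55 with an edgeR adjusted p of 0.0291. The difference between *Axn RNAi* and *slmb RNAi* was -0.69 (SE 0.17, edgeR adjusted p = 0.0258). In edgeR this call was lost under library size alone (adjusted p = 0.46) and without *Axn RNAi* replicate 2 (0.0945), *Axn RNAi* replicate 3 (0.0549), *slmb RNAi* replicate 1 (0.0826) or *slmb RNAi* replicate 2 (0.0513). *CPT2* (FBgn0035383, chromosome 3L from 2981022 to 2983551) had 37.4 ± 3.94 CPM in *Axn RNAi*, 43.8 ± 3.85 in *slmb RNAi* and 85.5 ± 10.1 (SD, n = 3 each) in control fat body. For *CPT2* the log2 fold changes were -1.19 (SE 0.14, edgeR adjusted p = 1.17e-04) and -0.97 (SE 0.14, edgeR adjusted p = 6.96e-04). *CG4598* (FBgn0032160, chromosome 2L from 9918618 to 9920120) had log2 fold changes of -0.95 (SE 0.21, edgeR adjusted p = 0.00385) and -0.85 (SE 0.21, edgeR adjusted p = 0.0107). For *CPT2* and *CG4598* every RNAi library lay below every control library. *yip2* (FBgn0040064, chromosome 2L from 9915253 to 9917220) was called lower in *Axn RNAi*, at -0.79 (SE 0.23, edgeR adjusted p = 0.0162), but without control replicate 1 its edgeR adjusted p was 0.0601. In *slmb RNAi* it was -0.32 (SE 0.23, edgeR adjusted p = 0.298), and the difference between *Axn RNAi* and *slmb RNAi* was not called either (edgeR adjusted p = 0.192). Library size alone turned all 4 genes above 0 in both groups, for example to 0.38 and 0.56 for *whd*. Relative to the median of all genes under that scaling, *whd*, *CPT2*, *CG4598* and *yip2* were at -1.28, -1.36, -1.12 and -0.98 in *Axn RNAi* and -0.54, -1.07, -0.97 and -0.43 in *slmb RNAi*.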

The transcription of these genes is regulated by dHnf4 in *Drosophila* (38). CPT1 and CPT2 are required for transporting fatty acids into the mitochondria for FAO (39–41), while *CG4598* and *yip2* encode enzymes involved in mitochondrial FAO (38). Collectively, these findings suggest that active Wnt signaling significantly attenuates mitochondrial FA degradation in larval adipocytes. In addition to the mitochondria, peroxisomes also play a critical role in β-oxidation of FAs (40–42). 

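*CRAT* (FBgn0037440, chromosome 3R from 6371026 to 6376044), whose exons overlap *CG10286*, had 29.9 ± 3.74 CPM in libraries labelled *Axn RNAi*, 37.8 ± 8.64 in *slmb RNAi* and 103 ± 28.5 (SD, n = 3 each) in the controls. It had 146 to 305 counts per library of *Axn RNAi* and control. The log2 fold change of *CRAT* was -1.79 (SE 0.23, edgeR adjusted p = 1.97e-04) in *Axn RNAi* and -1.46 (SE 0.23, edgeR adjusted p = 0.00114) in *slmb RNAi*. Every RNAi library lay below every control library, and with each library left out in turn the value stayed from -1.97 to -1.57 in *Axn RNAi* and from -1.64 to -1.23 in *slmb RNAi*. With library size alone it was -0.28 and -0.48, and the call was lost in both groups (edgeR adjusted p = 0.207 and 0.0545).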

Active Wnt signaling also reduced the expression of *CRAT* (Fig. 3*I*), which encodes carnitine O-acetyl-transferases responsible for transporting very long-chain FAs into peroxisomes. Furthermore, multiple genes encoding Peroxins and other peroxisomal proteins exhibited reduced expression levels (Fig. 3*I* and *SI Appendix*, Fig. S4*E*). 

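The 6 peroxisomal genes listed from the paper were all called lower in libraries labelled *Axn RNAi*, and 5 of 6 in *slmb RNAi*. *Acox57D-d* (FBgn0034629, chromosome 2R from 21389405 to 21392439), whose exons overlap *Sdc*, had 4.48 ± 0.326 CPM in *Axn RNAi*, 10.6 ± 5.05 in *slmb RNAi* and 12.2 ± 4.40 (SD, n = 3 each) in the controls. Its log2 fold change was -1.46 (SE 0.38, edgeR adjusted p = 0.00968) in *Axn RNAi*, where the edgeR adjusted p was 0.0548 without control replicate 1. In *slmb RNAi* it was -0.25 (SE 0.37, edgeR adjusted p = 0.628), and above 0 without control replicate 1 (0.088) or *slmb RNAi* replicate 2 (0.039). The difference between *Axn RNAi* and *slmb RNAi* was -1.21 (SE 0.36, edgeR adjusted p = 0.0517). It was called with DESeq2 (adjusted p = 0.0218), with no count filter (0.0374), with at least 10 counts in every library (0.0446) and without *slmb RNAi* replicate 2 (0.0255). *Acox57D-p* (FBgn0034628, chromosome 2R from 21386309 to 21389276) had log2 fold changes of -1.33 (SE 0.14, edgeR adjusted p = 8.96e-05) and -0.96 (SE 0.14, edgeR adjusted p = 8.87e-04). *ScpX* (FBgn0015808) had -2.08 (SE 0.28, edgeR adjusted p = 2.75e-04) in *Axn RNAi* and -0.80 (SE 0.27, edgeR adjusted p = 0.0422) in *slmb RNAi*. In edgeR its call in *slmb RNAi* was lost with at least 10 counts in every library (adjusted p = 0.0657) and without *Axn RNAi* replicate 3 (0.0632), control replicate 1 (0.145), control replicate 2 (0.0577), control replicate 3 (0.0764), *slmb RNAi* replicate 2 (0.123) or *slmb RNAi* replicate 3 (0.134). Its difference between the RNAi groups (-1.28, edgeR adjusted p = 0.0176) was lost without *Axn RNAi* replicate 2 (0.064) or *Axn RNAi* replicate 3 (0.059). The peroxins *Pex6* (FBgn0033564) and *Pex13* (FBgn0033812) had log2 fold changes of -0.98 and -1.21 in *Axn RNAi* and -1.38 and -1.03 in *slmb RNAi*, each with every RNAi library below every control. Scaling by library size alone turned *Acox57D-d* and *Acox57D-p* above 0 in both groups, *Pex6* and *Pex13* in *Axn RNAi*, and *ScpX* in *slmb RNAi*. The calls of *Pex6* and *Pex13* in *slmb RNAi* were lost under it (edgeR adjusted p = 0.172 and 0.847). Relative to the median of all genes under that scaling all 5 were below 0 in both groups, from -2.25 for *ScpX* to -1.15 for *Pex6* in *Axn RNAi* and from -1.48 for *Pex6* to -0.35 for *Acox57D-d* in *slmb RNAi*.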

The downregulation of these key factors central to FAO in *Axn^RNAi^* and *slmb^RNAi^* adipocytes suggests that Wnt signaling negatively regulates FAO in both peroxisomes and mitochondria. Consistent with the dual radioisotope labeling assay results conducted in S2R+ cells (Fig. 2*I*), these observations in adipocytes support the notion that active Wnt signaling inhibits both de novo lipogenesis and FAO processes.

The identification of Lsd-1 in our proteomic analyses prompted us to broaden our investigation to include other LDAPs. In addition to *Lsd-1*, we observed significant reductions in the expression of several genes encoding LDAPs, including *Lsd-2*, *Jabba*, *spartin*, and *sturkopf*, in *Axn^RNAi^* and *slmb^RNAi^* adipocytes (Fig. 3*J*). 

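As a list, the 7 lipid droplet genes were lower in libraries labelled *Axn RNAi* (median -1.67, 7 of 7 genes below 0, camera adjusted p = 0.00112) and in *slmb RNAi* (median -1.27, 7 of 7 genes below 0, camera adjusted p = 0.00328). The paper names several of them for their reduction in these same libraries, so the list test is not independent evidence. *Lsd-1* (FBgn0039114, chromosome 3R from 23763857 to 23766662), whose exons overlap *CG10214*, had 404 ± 201 CPM in *Axn RNAi*, 914 ± 365 in *slmb RNAi* and 2763 ± 409 (SD, n = 3 each) in the controls. For *Lsd-1* the log2 fold change was -2.77 (SE 0.42, edgeR adjusted p = 4.44e-04) in *Axn RNAi* and -1.60 (SE 0.40, edgeR adjusted p = 0.0114) in *slmb RNAi*, with every RNAi library below every control. The difference between the RNAi groups was -1.18 (SE 0.39, edgeR adjusted p = 0.0742). It was called with DESeq2 (adjusted p = 0.0289), with no count filter (0.0451), and without *Axn RNAi* replicate 1 (0.0366) or *slmb RNAi* replicate 3 (0.0446). *Lsd-2* (FBgn0030608, chromosome X from 15069127 to 15076220) had 277 ± 57.2 CPM in *Axn RNAi*, 292 ± 22.0 in *slmb RNAi* and 335 ± 45.7 (SD, n = 3 each) in control fat body. Its log2 fold change was -0.28 (SE 0.17, edgeR adjusted p = 0.199) in *Axn RNAi* and -0.20 (SE 0.17, edgeR adjusted p = 0.389) in *slmb RNAi*, and neither was called lower under any setting. *Jabba* (FBgn0259682), whose exons overlap *Cyp12b2*, had 71.0 ± 32.1 CPM in *Axn RNAi*, 222 ± 40.1 in *slmb RNAi* and 399 ± 53.7 (SD, n = 3 each) in controls. Its log2 fold change in *Axn RNAi* was -2.49 (SE 0.32, edgeR adjusted p = 2.14e-04), and in *slmb RNAi* it was -0.85 (SE 0.31, edgeR adjusted p = 0.0526). The difference between the RNAi groups was -1.64 (SE 0.31, edgeR adjusted p = 0.0117). In *slmb RNAi* it was called with DESeq2 (adjusted p = 0.0332), with only the 2 groups in the model (0.00979), and without *Axn RNAi* replicate 1 (0.0275) or replicate 2 (0.00923). *sturkopf* (FBgn0035206), whose exons overlap *Ctr9*, was called lower in both groups (-2.48 and -2.01), and so were *CG2604* (FBgn0037298), named *Sccpdh1* in the paper (-1.59 and -1.27), and *CG5167* (FBgn0038038), named *Sccpdh2* (-1.67 and -1.45). *spartin* (FBgn0037265) was lower in *Axn RNAi* (-0.97, edgeR adjusted p = 0.00649) and in *slmb RNAi* (-0.77, edgeR adjusted p = 0.0291). In edgeR its call in *slmb RNAi* was lost with no count filter (adjusted p = 0.0656), with only the 2 groups in the model (0.0581) and without control replicate 2 (0.117), control replicate 3 (0.0576), *slmb RNAi* replicate 2 (0.0717) or *slmb RNAi* replicate 3 (0.0897). With library size alone *Lsd-2* and *spartin* turned above 0 in both groups and *Jabba* in *slmb RNAi*. The calls of *CG2604* and *CG5167* were lost under it in *Axn RNAi* (-0.076 and -0.18, edgeR adjusted p = 0.691 and 0.468) and in *slmb RNAi* (-0.29 and -0.46, edgeR adjusted p = 0.164 and 0.0925). Relative to the median of all genes all 7 were below 0, from -2.99 for *Lsd-1* to -0.43 for *Lsd-2* in *Axn RNAi* and from -2.13 for *sturkopf* to -0.26 for *Lsd-2* in *slmb RNAi*. From the lower mRNA levels of the transcription factors, of their target genes and of peroxisomal genes, the paper proposes that active Wnt signaling lowers fatty acid oxidation in peroxisomes and mitochondria along with de novo lipogenesis.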

*Drosophila* has two perilipin orthologs, Lsd-1 (Perilipin-1) and Lsd-2 (Perilipin-2), which hinder lipolysis and lipid mobilization by preventing lipases from accessing stored TGs in LDs (43). Thus, the reduction in LDAP expression in adipocytes, induced by active Wnt signaling, may explain how Wnt signaling promotes lipolysis.

### Validating the Impact of Wnt Signaling on the Transcription of Specific Lipid Metabolism-Related Genes.

To validate the suppressive effect of Wnt signaling on the transcription of various genes—including *Lsd1*, *Lsd2*, *Acox57D-d*, *FASN1*, *AcCoAS*, *ACC*, *CRAT*, and *dHnf4*—at the cellular level, we analyzed their mRNA transcripts using multiplexed in situ hybridization chain reaction (HCR) RNA fluorescence in situ hybridization (RNA-FISH) imaging technology (44, 45). Our results from these analyses confirmed that the mRNA levels of *Lsd1*, *Lsd2*, and *Acox57D-d* (Fig. 4 *A* and *B* and *SI Appendix*, Fig. S5 *A*–*C*), as well as *FASN1*, *AcCoAS*, and *ACC* (Fig. 4 *C* and *D* and *SI Appendix*, Fig. S5 *D*–*F*), were significantly reduced in small adipocytes compared to the controls or the adjacent large adipocytes in *Axn^RNAi^* and *slmb^RNAi^* fat bodies (quantified in Fig. 4*I*). Similar observations were made with *CRAT* and *dHnf4*, using *fz3* as a positive control (Fig. 4 *E*–*H*; quantified in Fig. 4*J*). These observations, coupled with the results from RNA-seq and quantitative proteomic analyses (Fig. 3 *E*–*J*), collectively confirm that active Wnt signaling in adipocytes represses the transcription of genes related to lipogenic (*FASN1*, *AcCoAS*, and *ACC*), LDAPs (*Lsd1* and *Lsd2*), and factors involved in FAO (*dHnf4*, *CRAT*, and *Acox57D-d*).

**Fig. 4.**
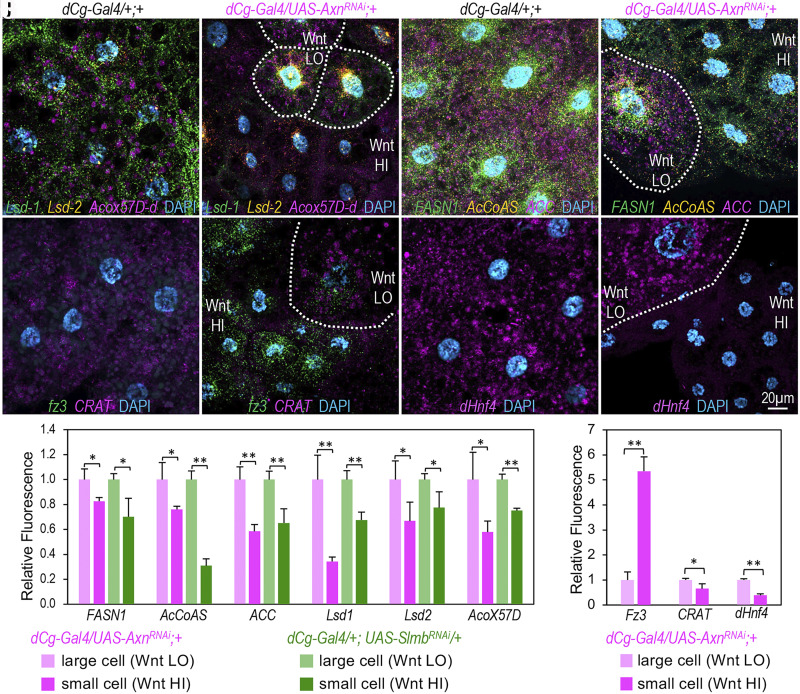
Wnt signaling-regulated gene transcription in regulating lipid homeostasis. (*A* and *B*) HCR RNA-FISH assay detects mRNA transcripts of *Lsd-1* (green), *Lsd-2* (orange), and *Acox57D-d* (magenta) in larval adipocytes. Large adipocytes with low Wnt/Wg activity are labeled “Wnt LO” (low Wnt signaling). Adjacent small adipocytes with active Wnt/Wg signaling are labeled “Wnt HI” (high Wnt signaling). (*C* and *D*) HCR RNA-FISH assay visualizes mRNA transcripts of *FASN1* (green), *AcCoAS* (orange), and *ACC* (magenta) in adipocytes, showing lower transcript levels in small adipocytes compared to large ones (*D*). (*E* and *F*) mRNA transcripts of *fz3* (green) and *CRAT* (magenta) detected by HCR assay in adipocytes. (*G* and *H*) HCR assay detects mRNA transcripts of *Hnf4* (magenta) in larval adipocytes. Probe sets: B1-Alexa Fluor 488 (green), B2-Alexa Fluor 594 (orange), and B3-Alexa Fluor 647 (magenta) amplifiers. Images are projections of 12 to 15 successive optical sections, spaced 1.0 μm apart. Genotypes: (*A*, *C*, *E*, and *G*) *dCg-Gal4/+; +*; and (*B*, *D*, *F*, and *H*) *dCg-Gal4/UAS-Axn^RNAi^; +*. (Scale bar in panel *H*: 20 μm.) (*I* and *J*) Quantification of mRNA transcripts (*P < 0.05; **P < 0.01, one-tailed unpaired *t* tests).

While it remains uncertain whether these inhibitory effects are conserved in other species, it is noteworthy that the inhibitory effects of Wnt signaling on *FAS* gene expression and lipogenesis have been documented in mouse adipocytes and the liver of juvenile turbot treated with the GSK3 inhibitor Lithium chloride (46, 47). Given that the role of Wnt signaling in regulating lipolysis remains largely unexplored, our subsequent analyses were focused on the involvement of Wnt/Wg signaling in lipolysis and lipid mobilization.

### The Physiological Role of Wnt Signaling in Modulating the Expression of Lipid Metabolism-Related Genes in Different Cell Types and Developmental Stages.

Because the downregulation of Wnt signaling in adipocytes through the depletion of dTCF or Arm increased TG levels (Fig. 1 *H* and *I* and *SI Appendix*, Figs. S2 *D* and *E* and S3 *A*–*D*), we investigated the effects of reducing Wnt signaling on the expression of these lipid metabolism-related genes.

Considering the known activation of endogenous Wnt signaling in the dorsal–ventral boundary of wing discs (48) (depicted in the diagram in Fig. 5*A*), we tested whether Wnt signaling represses the expression of target genes, such as *Lsd-1*, *Lsd-2*, and *Acox57D*, in wing discs. Consistent with a previous study (49), we observed a notable reduction in *Lsd-2* transcripts in cells along the dorsal–ventral boundary of wing discs (Fig. 5*A*), indicating normal repression of *Lsd-2* transcription by endogenous Wnt signaling. To further verify the causal relationship between Wnt signaling and reduced *Lsd-2* expression in wing disc cells, we depleted *Axn* in the posterior compartment of wing discs using *en-Gal4*, resulting in a significant reduction in the levels of *Lsd-2* transcripts in the posterior compartment (Fig. 5*B*; the images of separate channels are presented in *SI Appendix*, Fig. S6). The transcription of *Lsd-1* and *Acox57D* could not be detected in wing discs (*SI Appendix*, Fig. S6 *A”* and *A”’*), precluding an analysis of the effects of Wnt signaling on repressing their transcription in this context. These observations suggest that the inhibitory effect of active Wnt signaling on the transcription of certain target genes, such as *Lsd-2*, is not confined to larval adipocytes.

**Fig. 5.**
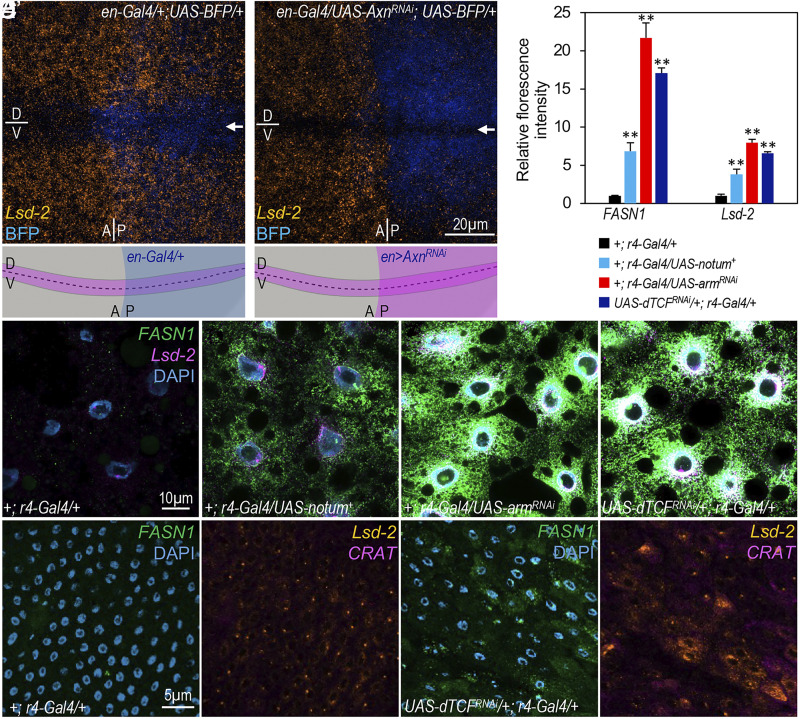
Physiological role of Wnt signaling in regulating lipid metabolism-related gene expression in different cell types. (*A* and *B*) Confocal images showing mRNA transcripts of *Lsd-2* (orange) in wing discs using the HCR assay, with BFP (blue fluorescent protein) shown in blue. Arrows indicate the dorsal/ventral (D/V) boundary with active and endogenous Wnt signaling. Diagrams below depict both the D/V and the anterior/posterior (A/P) boundaries of wing discs. (Scale bar in panel *B*: 20 μm.) Genotypes: (*A*) *en-Gal4/+; UAS-BFP/+*; and (*B*) *en-Gal4/UAS-Axn^RNAi^; UAS-BFP/+*. (*C*–*F*) Representative confocal images illustrating mRNA transcripts of *FASN1* (green) and *Lsd-2* (magenta) in larval adipocytes of indicated genotypes using the HCR assay. These images are single focal planes due to strong upregulation of *FASN1* and *Lsd-2*. Genotypes: (*C*) *+; r4-Gal4/+*; (*D*) *+; r4-Gal4/UAS-notum^+^*; (*E*) *+; r4-Gal4/UAS-arm^RNAi^*; and (*F*) *UAS-dTCF^RNAi^/+; r4-Gal4/+*. (*G*) Quantification of *FASN* and *Lsd-2* mRNA transcripts for the indicated genotypes (*C*–*F*). Scale bar in panel *C* corresponds to images (*C*–*F*): 10 μm. (*H* and *I*) Confocal images showing mRNA transcripts of *FASN1* (green), *Lsd-2* (orange), and *CRAT* (magenta) in the adult intestine of specific genotypes using the HCR assay. Genotypes: (*H* and *H’*) *+; r4-Gal4/+*; and (*I* and *I’*) *UAS-dTCF^RNAi^/+; r4-Gal4/+*. Scale bar in panel *H* corresponds to images (*H* and *H’* and *I* and *I’*): 5 μm.

Encouraged by this observation, we genetically down-regulated Wnt signaling in larval adipocytes and analyzed the effects on the expression of key lipid metabolism related genes. Overexpression of Notum, which inactivates Wnt signaling by deacylating extracellular Wnt/Wg ligands (50, 51), using the *r4-Gal4* line significantly increased mRNA levels of *FASN1* and *Lsd-2* (Fig. 5*D*) compared to the control (Fig. 5*C*; quantified in Fig. 5*G*). Another strategy involved the ablation of either *β-catenin/arm* or *dTCF.* A more pronounced upregulation of *FASN1* and *Lsd-2* was observed upon depletion of either *arm* (Fig. 5*E*) or *dTCF* (Fig. 5*F*; quantified in Fig. 5*G*; the images of separate channels are presented in *SI Appendix*, Fig. S7), consistent with the repressive role of Wnt signaling in the transcriptional regulation of *FASN1* and *Lsd-2* (Figs. 3 and 4).

Given the activity of the *r4-Gal4* line in adult gut tissues (52), we explored whether down-regulating Wnt signaling in the adult intestine could alter the expression of lipid metabolism-related genes. Compared to the control (Fig. 5 *H* and *H’* and *SI Appendix*, Fig. S8*A*), a significant increase in the expression of *FASN1*, *Lsd-2*, and *CRAT* was observed in adult midgut with *dTCF* depletion (Fig. 5 *I* and *I’* and *SI Appendix*, Fig. S8*B*). Overexpressing *Notum* using *r4-Gal4* resulted in pupal lethality; thus, we also tested the effects of Wnt signaling inhibition caused by the overexpression of a dominant-negative form of *dTCF* (*UAS-dTcf^DN^*). A substantial upregulation of *FASN1*, *Lsd-2*, and *CRAT* was also observed in the intestines of these adults (*SI Appendix*, Fig. S8 *C*–*C’”*), compared to the control (Fig. 5 *H* and *H’* and *SI Appendix*, Fig. S8*A*).

In summary, these observations suggest that inhibiting or reducing Wnt signaling up-regulates genes associated with lipid metabolism, consistent with the observed increase in TG levels (Fig. 1 *H* and *I* and *SI Appendix*, Fig. S2). These data collectively support the inhibitory role of Wnt signaling in regulating the expression of these genes.

### Wnt Signaling Stimulates Lipolysis through LDAPs.

The finding of Wnt signaling-induced repression of *Lsd-1* and *Lsd-2* prompted us to hypothesize that active Wnt signaling reduces the presence of LDAPs, including Lsd-1 and Lsd-2, on the surface of lipid droplets in adipocytes; this reduction may increase the access of lipases to TGs stored within lipid droplets, thereby stimulating lipid mobilization, converting TG, to diacylglycerides, monoacylglycerides, and eventually to FFAs (Fig. 6*I*). This model predicts that the overexpression of LDAPs should mitigate the effects of Wnt signaling on lipid mobilization.

**Fig. 6.**
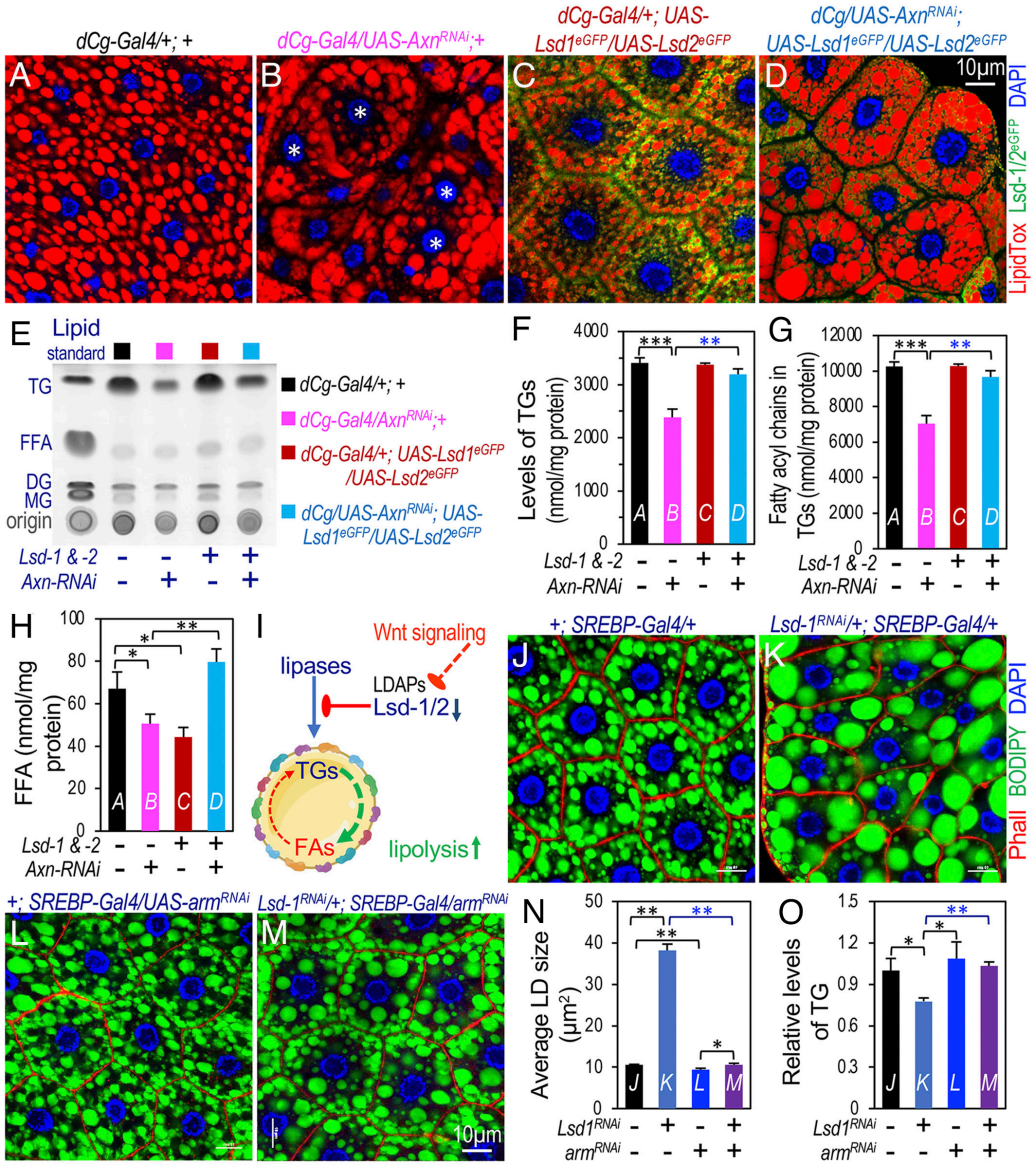
Interplay between LDAPs and Wnt signaling. (*A*–*D*) Representative confocal images of larval adipocytes stained with DAPI (blue), LipidTox (red), and GFP (green). Genotypes: (*A*) *dCg-Gal4/+; +*; (*B*) *dCg-Gal4/UAS-Axn^RNAi^;* (*C*) *dCg-Gal4/+; UAS-Lsd1^eGFP^/UAS-Lsd2^eGFP^*; and (*D*) *dCg-Gal4/UAS-Axn^RNAi^; UAS-Lsd1^eGFP^/UAS-Lsd2^eGFP^.* Additional controls and single-channel images are in *SI Appendix*, Fig. S9. (*E*) Chromatographic separation of lipids from indicated genotypes using TLC analysis. Lane 1: lipid standard mixture (MG, DG, TG, and stearic acid representing FFAs). (*F*–*H*) Quantitative lipidomics measurement of TGs (*F*), Fatty acyl chains in TGs (*G*), and FFAs (*H*) in fat bodies from third instar larvae of indicated genotypes, color-coded for clarity. (*I*) Schematic model illustrating how Wnt signaling stimulates lipolysis and lipid mobilization by inhibiting LDAP expression (e.g., *Lsd-1* and *Lsd-2*). (*J*–*M*) Confocal images of larval adipocytes, stained with DAPI (blue), Phall (red), and BODIPY (green). Genotypes: (*J*) *+; SREBP-Gal4/+*; (*K*) *UAS-Lsd1^RNAi^/+; SREBP-Gal4/+*; (*L*) *+; SREBP-Gal4/UAS-arm^RNAi^*; and (*M*) *UAS-Lsd1^RNAi^/+; SREBP-Gal4/UAS-arm^RNAi^*. (*N* and *O*) Quantification of average lipid droplet (LD) size (*N*) and TG levels (*O*) for indicated genotypes (n = 3 biological repeats). For TG quantification, samples were normalized based on total protein levels determined using the Bradford protein assay. Results were normalized to control (*+; SREBP-Gal4/+*). (Scale bar in panels *D* and *M*: 10 μm.)

Given that Lsd-1 and Lsd-2 exhibit partially redundant roles in lipid metabolism (53, 54), we tested whether overexpressing Lsd-1, Lsd-2, or both could rescue adipocyte defects resulting from active Wnt signaling. Compared to the larval fat body depleted of *Axn* (Fig. 6*B*; with the heterozygous control for *dCg-Gal4* shown in Fig. 6*A*), the overexpression of either *Lsd-1* or *Lsd-2* alone partially mitigated the adipocyte defects caused by active Wnt signaling (*SI Appendix*, Fig. S9 *B* and *D*, with controls shown in *SI Appendix*, Fig. S9 *A* and *C*). Remarkably, the simultaneous overexpression of both *Lsd-1* and *Lsd-2* strongly rescued the fat-body defects induced by Wnt signaling (Fig. 6*D* cf. Fig. 6*B*; single-channel images of these data are shown in *SI Appendix*, Fig. S9). Using TLC analysis to quantify these effects, we found that the overexpression of both *Lsd-1* and *Lsd-2* strongly rescued the effects of *Axn* depletion on TG levels (Fig. 6*E*).

To quantify these effects on different types of lipids precisely, we dissected larval fat bodies from these genotypes and conducted lipidomic analyses. As expected, the decreased TG levels in *Axn*-depleted adipocytes were effectively rescued by the overexpression of *Lsd-1* and *Lsd-2* (Fig. 6*F*). In addition, the fatty acyl chains in TGs, which represents the composition of each fatty acyl chain within the total TG pool, were reduced by active Wnt signaling, while the overexpression of *Lsd-1* and *Lsd-2* significantly rescued these defects (Fig. 6*G*). However, the level of FFAs in *Axn^RNAi^* adipocytes appeared to be reduced in this analysis (Fig. 6*H*). These results differed from analyses conducted using whole larvae (19); a likely explanation is that the majority of FFAs had been released from larval adipocytes into the larval body cavity, thereby not being accounted for in the lipidomic analyses using the dissected fat body. Changes in different types of TGs, fatty acyl chains in TGs, and FFAs are shown in *SI Appendix*, Fig. S10. These observations show that overexpressing Lsd1 and Lsd2 substantially rescues defects in fat accumulation caused by active Wnt signaling, indicating a key role of Lsd-1 and Lsd-2 in mediating Wnt signaling induced lipid mobilization (Fig. 6*I*).

Interestingly, Lsd-1 is enriched on the surface of larger lipid droplets, whereas Lsd-2 tends to bind to smaller lipid droplets and can also be found in the cytoplasm (54). Consistent with previous reports that reducing Lsd-1 leads to larger LDs (53, 54), depletion of *Lsd-1* resulted in significantly larger but fewer LDs per adipocyte (Fig. 6*K* cf. Fig. 6*J*; quantified in Fig. 6*N*), accompanied by reduced TG accumulation (Fig. 6*O*). These observations support the idea that LDs with reduced Lsd-1 are more prone to fusion, forming larger LDs and favoring lipolysis. In contrast, depleting *Lsd-2* alone, using two different transgenic RNAi lines, did not significantly alter the size of LDs (*SI Appendix*, Fig. S9 *G*–*I*). Given that Wnt signaling negatively regulates the expression of Lsd-1 (Figs. 3*J* and 4), we asked whether inhibiting Wnt signaling could rescue the enlarged LD phenotype caused by *Lsd1* depletion (Fig. 6*I*). Indeed, the concurrent depletion of *arm/β-catenin* and *Lsd-1* in the larval adipocytes significantly rescued the enlarged LD phenotype induced by *Lsd-1* depletion (Fig. 6*M* cf. Fig. 6*K*; quantified in Fig. 6*N*). Depletion of Lsd-1 reduced the TG levels, which were also rescued by codepletion of *arm* (Fig. 6*O*). These observations support the notion that Wnt signaling negatively regulates *Lsd-1* transcription.

While the data presented in Figs. 3–6 could be explained by various models, the most parsimonious explanation is that active Wnt signaling stimulates lipolysis and lipid mobilization by repressing the expression of LDAPs such as *Lsd-1* and *Lsd-2* (Fig. 6*I*). We note that depleting Arm/β-catenin alone did not significantly affect LD size and TG levels (Fig. 6 *L*, *N*, and *O*) in this experiment. Several factors may contribute to this weak effect: First, the levels of TG were quantified using a kit that measures the glycerol concentration after the conversion of TGs, diacylglycerides, and monoacylglycerides into FFAs and glycerol; thus, the sensitivity of this method might be insufficient for accurately gauging the effects in this experiment. Second, constraints within the experimental timeframe during the short larval stage. This notion is supported by the observation that depleted Arm/β-catenin in adult flies significantly increased the TG levels (*SI Appendix*, Fig. S2 *D* and *E*). It is also important to note that the size of LDs does not necessarily correlate with the TG levels, underscoring the need for multiple complementary approaches to analyze lipid metabolism due to the intrinsic strengths and limitations of each method.

### Wnt Signaling Directly Represses the Transcription of Key Lipid Metabolism-Related Genes.

To determine whether Wnt signaling directly or indirectly regulates the transcription of genes related to lipid metabolism, we aimed to investigate the binding of dTCF to their promoters. However, a substantial obstacle was the scarcity of ChIP-grade antibodies for crucial components of the Wnt signaling pathway, as previously noted (9). To surmount this limitation, we leveraged CRISPR-Cas9 gene editing to insert an EGFP tag at the endogenous *dTCF/pan* locus (*SI Appendix*, Fig. S11*A*). This strategy led to the creation of the *dTCF^EGFP^* line, which was validated through genomic DNA sequencing (*SI Appendix*, Fig. S11 *B* and *C*). Additionally, we confirmed the nuclear location of the dTCF^EGFP^ protein in different larval tissues (*SI Appendix*, Fig. S11 *D* and *E*). Notably, *dTCF^EGFP^* homozygotes are fully viable and fertile, confirming that the presence of the EGFP tag does not impair the normal function of dTCF.

To map genome-wide dTCF-binding sites, we dissected larval adipocytes from third-instar *dTCF^EGFP^* homozygous larvae and conducted the cleavage under targets & release using nuclease (CUT&RUN) assay. While this technique offers efficiency and reproducibility advantages over conventional ChIP-Seq analyses (55–57), we encountered difficulties due to the large size of larval adipocytes and the presence of numerous lipid droplets, impeding DNA fragment release for sequencing. To address this, we attempted to purify nuclei from larval adipocytes before the CUT&RUN assay, which was hindered by the low yield due to abundant lipid droplets and a limited number of larval adipocytes (17). Despite these challenges, we generated and sequenced DNA libraries, revealing dTCF binding peaks in genes such as *Hnf4*, *FASN1*, *AcCoAS*, *Mondo*, *Lsd1*, *Pex13, Sccpdh1,* and *Sccpdh2*, along with several known Wnt signaling-related genes such as *fz2*, *fz3*, *fz4*, and *nkd* (*SI Appendix*, Fig. S12). However, the signal-to-noise ratio was suboptimal (*SI Appendix*, Fig. S12).

To overcome technical difficulties, we performed the CUT&RUN assay using wing discs from third-instar *dTCF^EGFP^* homozygous larvae. This approach identified 16,726 dTCF-binding peaks across 4,220 specific genetic loci (Fig. 7*A*), yielding superior data quality than purified adipocyte nuclei (*SI Appendix*, Fig. S12). Further examination of this gene list, compared with the genes identified through RNA-seq analyses using the *Axn^RNAi^* or *slmb^RNAi^* adipocytes, revealed 749 up-regulated and 759 down-regulated genes with dTCF-binding sites (Fig. 7*A*). Consensus motif enrichment analyses of the called dTCF-binding peaks within up-regulated genes in both *Axn^RNAi^* or *slmb^RNAi^* adipocytes revealed the presence of the AATCAAATCAAT motif, with a reverse complement sequence of ATTGATTTGATT (*SI Appendix*, Fig. S13*A*). Further analyses using the Tomtom Motif Comparison Tool identified a dTCF-binding motif within this sequence (*SI Appendix*, Fig. S13*A*). Similarly, analysis of all called dTCF-binding peaks in genes altered in both *Axn^RNAi^* or *slmb^RNAi^* adipocytes led to the identification of an AAATCAAAT motif, with a reverse complement sequence containing a TTTGAT motif (*SI Appendix*, Fig. S13*B*). This TTTGAT motif resembles the reported TCF (*SI Appendix*, Fig. S13*C*) or LEF1 binding motifs (*SI Appendix*, Fig. S13*D*) (58, 59). Furthermore, pathway enrichment analyses of the altered genes with called dTCF-binding peaks in both *Axn^RNAi^* or *slmb^RNAi^* adipocytes revealed the Wnt signaling pathway and several lipid metabolism-related pathways (*SI Appendix*, Fig. S14). These findings support the specificity of our CUT&RUN assay.

**Fig. 7.**
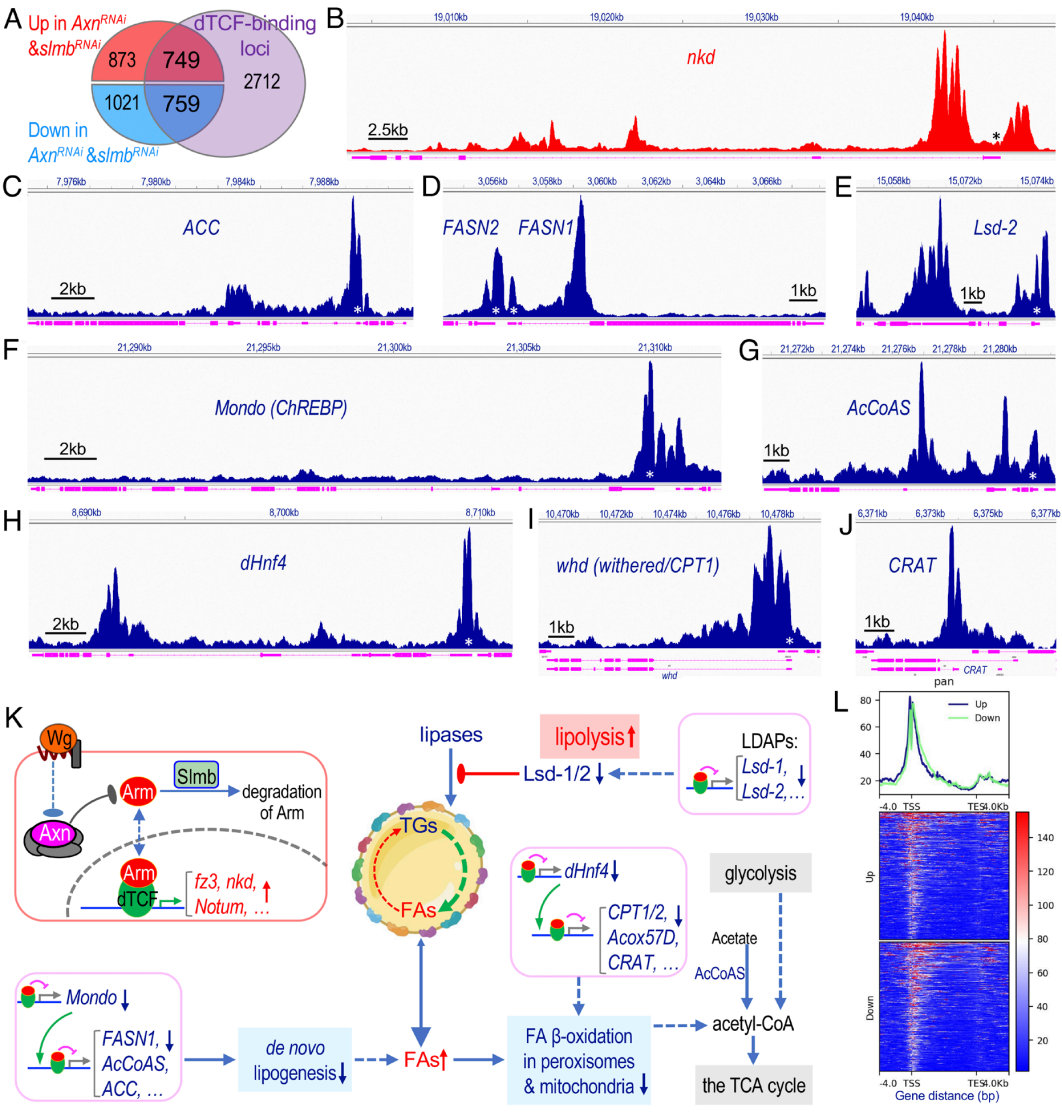
Direct repression of lipid-related genes by Wnt signaling. (*A*) Venn diagram showing genes altered in *Axn^RNAi^* or *slmb^RNAi^* fat body compared to loci bound by dTCF. (*B*–*H*) Genomic tracks displaying dTCF binding peaks at specific loci in wing discs: *nkd* (*B*), *ACC* (*C*), *FASN1* (*D*), *Lsd-2* (*E*), *Mondo* (*F*), *AcCoAS* (*G*), and *Hnf4* (*H*), *CPT1* (*withered*/*whd*; *I*), and *CRAT* (*J*). Visualized using the Integrative Genomics Viewer (IGV) browser with y-axis autoscaled, gene isoforms collapsed and shown in magenta. Genes activated by Wnt signaling are in red; down-regulated genes in blue. TSS are marked with an asterisk (*). (*K*) Schematic model showing Wnt signaling’s role in reducing TG accumulation and increasing FAs in adipocytes. Active Wnt signaling directly represses transcription of key lipogenesis (e.g., Mondo, FASN1, AcCoAS, and ACC), lipolysis (e.g., LDAPs including Lsd-1, Lsd-2, Sturkopf, and Spartin), and FAO (e.g., Hnf4, CPT1, CPT2, CRAT, and Acox57D) factors. LDAPs hinder lipase access to TGs inside lipid droplets. (*L*) Graph showing footprint and profile of dTCF binding motif among Wnt-activated and Wnt-repressed target genes. dTCF is enriched around the TSSs in both groups.

Notably, dTCF binding sites were found in established Wnt target genes such as *nkd* (Fig. 7*B*), *cycD*, *fz1*, *fz3*, *fz4*, *Notum*, and *Wnt4* (detailed in *SI Appendix*, Fig. S15*A*). Importantly, we observed multiple dTCF-binding peaks within genes encoding key lipogenic enzymes, including *ACC* (Fig. 7*C*) and *FASN1* (Fig. 7*D*), as well as other proteins involved in FA biosynthesis, such as *SREBP*, *Mondo* (Fig. 7*F*), *AcCoAS* (Fig. 7*G*), and others (*SI Appendix*, Fig. S15*B*). Given that the mRNA levels of these genes were reduced in the *Axn^RNAi^* and *slmb^RNAi^* adipocytes (Figs. 3 and 4), the identification of dTCF binding within the promoter regions of these key lipogenic genes suggests that Wnt signaling may directly repress their transcription.

The second class of genes displaying direct dTCF binding includes several LDAPs, such as *Lsd-2* (Fig. 7*E*), *Lsd-1*, *spartin*, *sturkopf*, and others (*SI Appendix*, Fig. S15*C*). Using a ChIP-qPCR assay, we observed significant enrichment of dTCF^EGFP^ on the promoters of *FASN1*, *Lsd-1*, and *nkd* (*SI Appendix*, Fig. S13 *E* and *F*), consistent with our CUT&RUN data. The third class of Wnt target genes includes *dHnf4* (Fig. 7*H*), *CPT1* (*withered*/*whd*; Fig. 7*I*), and *CRAT* (Fig. 7*J*), along with *CPT2*, *ScpX* (sterol carrier protein X-related thiolase), *Acox57D,* and other enzymes involved in FAO and electron transport chain (*SI Appendix*, Fig. S16*A*). CPT1, CPT2, and CRAT are crucial enzymes for transporting FAs into the mitochondria and peroxisomes (39–41). Furthermore, dTCF also binds to the promoters of several genes encoding peroxisomal proteins, such as *Pex1* (encoding Peroxin 1), *Pex6*, and *ACOX1* (encoding an acyl-CoA oxidase) (*SI Appendix*, Fig. S16*B*). Therefore, the collective increase in lipolysis, coupled with decreased lipogenesis and FAO, provides a straightforward explanation for the overall reduction of TGs and the concurrent rise in FFAs within adipocytes exhibiting active Wnt signaling (Fig. 7*K*).

To contrast the dTCF binding sites between Wnt-activated genes and Wnt-repressed genes, we aligned normalized counts from 82 up-regulated genes and 141 down-regulated genes, all of which had at least one enriched dTCF-binding peak within their gene span. Our analysis unveiled that dTCF is enriched around the transcription start sites (TSS), with no discernible difference observed between Wnt-activated versus Wnt-repressed target genes (Fig. 7*L*).

## Discussion

The mechanisms by which Wnt/Wg signaling modulates lipid homeostasis and represses the transcription of target genes have been poorly understood. This study elucidates how active Wnt signaling reduces TG levels by inhibiting de novo lipogenesis and promoting lipolysis. These coordinated actions result in decreased TG accumulation. Enhanced lipolysis, coupled with reduced FAO, leads to FFA accumulation in adipocytes. This interplay ultimately reduces fat accumulation in adipocytes with active Wnt signaling (Fig. 7*K*). Furthermore, this study suggests that active Wnt signaling directly represses the transcription of genes regulating lipogenesis, lipolysis, and FAO. These findings offer mechanistic insights into Wnt signaling-induced transcriptional repression in regulating lipid metabolism.

### Role of Wnt/Wg Signaling in Regulating Lipogenesis.

The inhibitory role of the canonical Wnt signaling pathway in mammalian adipogenesis is well established (12–14), but its regulation of lipogenesis, lipolysis, and FAO is less understood. In *Drosophila*, adipogenesis occurs late in embryogenesis, with adipocyte numbers remaining constant during the larval stage while their size increases due to lipid accumulation and nucleus endoreplication (15, 17, 18). This simplified process offers a unique opportunity to study Wnt signaling in lipogenesis and lipolysis in larval adipocytes. Due to the delayed effects of the Gal4-UAS system and transgenic RNAi approach in depleting *Axn* or *Slmb* in adipocytes, Wnt signaling activation likely occurs during the third instar larval stage, well after adipogenesis in the late embryonic stage. Additionally, our previous study revealed no obvious adipocyte defects in *Axin^127^* homozygous mutant larvae before mid-third instar (19). These observations suggest that Wnt signaling regulates lipid homeostasis independent of adipogenesis.

In adipocyte-specific β-catenin knockout mice and cultured mouse preadipocytes, lipogenic genes (*Srebf1*, *ACC1*, *FASN*, and *SCD1*) were reduced in β-cat deficient adipocytes (46). Overexpression of SREBP1c and ChREBP partially rescued *Scd1* and *Fasn* expression in β-Cat mutant adipocytes. ChIP-seq analysis showed Tcf7l2/TCF4 enrichment on lipogenic genes, suggesting Wnt signaling stimulates these lipogenic factors directly or indirectly through SREBP1c and ChREBP (46, 60). However, it is unclear whether Wnt signaling activation would similarly stimulate these genes. In juvenile turbot, GSK3 inhibitor LiCl treatment reduced *FASN1* expression in the liver and lowered plasma TG levels (47), aligning with Wnt signaling inhibiting *FASN1* transcription and lipogenesis. In a rat model, alcohol-induced fatty liver reduced nuclear β-Cat accumulation, both mitigated by a Wnt agonist (61), consistent with our findings.

A limitation in these studies, including ours, is the lack of precise quantification of Wnt signaling levels. While β-Cat loss disrupts basal Wnt signaling in mouse adipocytes (46), our study and others activate Wnt signaling by depleting *Axn* or *slmb* in *Drosophila*, using a GSK inhibitor in turbot, or a Wnt signaling agonist (47, 61). Varying Wnt signaling intensities may contribute to discrepancies in these studies regarding its role in lipogenesis. Future research with quantitative analyses and live imaging using sensitive Wnt activity reporters may clarify this issue.

### Wnt Signaling-Induced Lipid Mobilization in Different Cell Types.

This study primarily focused on larval adipocytes, raising questions about the generalizability of Wnt signaling’s effects on lipid mobilization and inhibition of lipogenesis in different cell types. We observed a significant reduction in fat accumulation in adult adipocytes with active Wnt signaling (*SI Appendix*, Fig. S2 *A*–*C*), while depleting either dTCF or Arm increased TG accumulation in adult adipocytes (*SI Appendix*, Fig. S2 *D* and *E*). This suggests that Wnt signaling affects lipid homeostasis beyond the larval stage. The regulatory mechanism of Wnt signaling on lipid metabolism may have cell-type-specific effects due to several factors.

First, the impact of Wnt signaling on lipid mobilization requires the presence of intracellular LDs, which vary in number, size, and lipid composition depending on cell types, physiological states, and pathological conditions (29). In *Drosophila*, LDs are mainly found in adipocytes, oenocytes, and parts of the gut (62). Cells like glia and larval salivary gland cells typically do not accumulate LDs (63–65), limiting their use in studying the effects of Wnt signaling on lipid mobilization. Wing disc cells contain small lipid droplets (66); Lsd-1 binds to larger lipid droplets and Lsd-2 binds to smaller lipid droplets (54). We observed low *Lsd-1* expression and Wnt signaling-mediated repression of *Lsd-2* in wing discs (Fig. 5*B* and *SI Appendix*, Fig. S6). The wing imaginal disc could be an interesting system to explore Lsd-2’s role in lipid metabolism.

Second, downregulation of Wnt signaling in the adult gut shows heterogeneous effects on lipid metabolism-related gene transcription (Fig. 5 *H* and *I* and *SI Appendix*, Fig. S8). Different cell types in the *Drosophila* gut exhibit distinct markers for stem cell renewal (67, 68). Our analyses (Fig. 5 *H* and *I*) focused on the anterior part of the R2 region within the adult midgut (69). Detailed characterization of specific cell types affected by Wnt signaling is needed to understand its role in regulating lipid metabolism-related genes.

Third, the effects of Wnt signaling on lipid metabolism-related gene transcription may vary across different tissues. For instance, unlike in adipocytes, the expression of *Lsd-1* and *Acox57D* in wing discs was very low (*SI Appendix*, Fig. S6). This discrepancy could be due to additional regulatory elements on the promoters of these genes, which integrate various developmental cues, including Wnt signaling. However, for genes expressed in both tissues, such as *Lsd-2* in wing discs, Wnt signaling represses their expression similarly to adipocytes (Figs. 4*B* and 5 *A* and *B*). Therefore, further investigation is necessary to understand how the mechanisms identified in this study intersect with other regulatory pathways in diverse developmental and physiological contexts.

### Physiological Relevance of Wnt Signaling-Regulated Lipid Metabolism.

While our primary focus was on investigating the impact of Wnt activation on lipid homeostasis, we also analyzed the effects of downregulation of Wnt signaling by depleting either Arm or dTCF/Pan on lipid metabolism in both larvae and adult flies, as well as the consequences of reducing Wnt signaling on the expression of lipid metabolism-related genes. We also observed that the expression level of *Lsd-2* is substantially lower along the D/V boundary (Fig. 5*A*), where endogenous Wnt/Wg signaling is active. Overall, the effects of Wnt signaling downregulation are consistent with our proposed model, where active Wnt signaling negatively regulates fat accumulation and represses the transcription of lipid metabolism-related genes. These findings underscore the physiological significance of Wnt signaling in regulating lipid homeostasis in larval and adult adipocytes.

However, the source of Wnt signal that regulates lipid homeostasis in adipocytes, and the environmental or internal cues to which it responds, remain unknown. Two possibilities merit consideration: First, Wnt ligands may originate from other tissues within the larval milieu. *Drosophila* has seven Wnt ligands, and it is unclear which one(s) play a physiological role in regulating lipid metabolism in larval adipocytes. According to Flybase, Wg is expressed in various tissues, including imaginal tissues, the nervous system, digestive system, reproductive system, muscle system, and several others during both larval and adult stages. Similarly, other Wnt ligands like Wnt2, Wnt4, Wnt5, Wnt6, Wnt10, and WntD exhibit either similar or more restricted expression patterns. It is conceivable that certain Wnt ligands diffuse into the body cavity, functioning as signaling molecules for interorgan communication. This hypothesis warrants future investigations.

Second, we cannot entirely exclude the potential crosstalk with other signaling pathways that regulate lipid homeostasis. Wnt signaling interacts with various other signaling pathways such as TGFβ (Decapentaplegic or Dpp in *Drosophila*), BMP (bone morphogenetic protein), Hedgehog, NF-κB, Notch, RTK (receptor tyrosine kinase), and Hippo signaling in different developmental contexts (70–72). While dTCF is considered the sole transcription factor downstream of the canonical Wnt signaling (8), it is plausible that other signaling pathways indirectly regulate Arm/dTCF activity, thereby modulating lipid homeostasis. This possibility also requires further exploration.

### Mechanism of Wnt Signaling-Induced Transcriptional Repression.

While much of the research on Wnt/Wg signaling focuses on gene activation, our study reveals an unexpected facet: Active Wnt/Wg signaling may directly repress the transcription of key lipid homeostasis regulators. Unlike the well-studied mechanisms of signaling-driven transactivation—activator insufficiency, cooperative activation, and default repression—signal-induced repression in major signaling pathways, including Wnt signaling, remains poorly understood in metazoans (11, 73). Fewer than 20 target genes repressed by active Wnt/Wg signaling have been characterized, including *dpp* in *Drosophila* leg discs (74), *CDH1* (E-cadherin) in mouse keratinocytes (75), and *stripe* in *Drosophila* embryos (76). Studies using *Drosophila* Kc cells identified additional repressed genes (8, 77). However, our study on larval adipocytes did not find these among dTCF targets, suggesting context-dependent transcriptional repression by Wnt/Wg signaling.

The exact mechanism of Wnt signaling-induced transcriptional repression remains unclear (9, 11, 78). Analysis of dTCF binding sequences in the *Ugt36Bc* locus has revealed that Wnt-repressed targets share the AGAWAW (W = A/T) consensus sequence, while Wnt-activated targets typically contain the SCTTTGWW (S = G/C) motif, potentially determining whether the Arm–dTCF complex acts as an activator or repressor (77). However, the prevalence of the AGAWAW motif throughout the *Drosophila* genome complicates the understanding of its role in repression (77). It is also unclear how dTCF alone discerns between activating and repressing genes. We postulate that dTCF combines with other DNA-bound transcription factors, likely repressors, to define Wnt-repressed targets, whereas Wnt-activated genes may lack binding sites for these repressors. Further research is needed to identify such repressors and elucidate how Wnt signaling triggers transcriptional repression, providing insights into the broader landscape of signaling-induced transcriptional repression.

### Implications of Wnt Signaling in Stimulating Lipolysis in Adipocytes.

This study revealed that Wnt signaling promotes lipolysis while inhibiting the β-oxidation of FAs in peroxisome and mitochondria, resulting in reduced TG levels and increased FFA levels (Fig. 7*K*). Our genetic and cell biological analyses on LDAPs, such as Lsd-1 and Lsd-2, support the notion that LDAPs on the surface of LDs regulate lipolysis by influencing the accessibility of lipases to TGs within LDs. Additionally, active Wnt signaling directly represses the transcription of genes encoding key LDAPs via dTCF, providing an explanation for its role in stimulating lipolysis and lipid mobilization. Consequently, active Wnt signaling leads to decreased TG accumulation and increased FFAs. These FFAs can be converted into phospholipids to form cellular membranes in proliferating cells for sustained cell division or released from adipocytes for use by other cells or tissues.

Aberrant Wnt signaling is prevalent in various human cancers, including colorectal, breast, and liver cancers (2, 6, 79, 80). We speculate that active Wnt signaling may also stimulate lipid mobilization in mammalian cells, promoting FFA and phospholipid production and providing growth advantages to cancer cells with hyperactive Wnt signaling. Interestingly, a recent study revealed mammary tumor cells can stimulate neighboring adipocytes to convert TGs into FFAs, likely by secreting yet unidentified factors (81). This potentially fuels the production of phospholipids and other membrane components necessary for cancer cell proliferation. In breast cancer, 12 out of 19 Wnt ligands are amplified, highly expressed, or activated by *TP53* mutation or TGF-β signaling (79). Thus, we speculate that breast cancer cells may exploit adjacent adipocytes for lipid mobilization, releasing FFAs through a Wnt signaling-dependent mechanism. If so, targeting enzymes involved in lipid catabolism, coupled with therapies like chemotherapy and immunotherapy, could offer synergistic advantages in cancer treatment.

### Limitations of the Study.

Despite the discussed limitations, there are opportunities for further enhancement in future research. While our model posits that Wnt signaling directly represses the transcription of key lipid-metabolism-related genes, supported by RNA-seq, CUT&RUN, HCR RNA-FISH, and developmental genetic analyses, a more detailed exploration of the molecular events underlying Wnt signaling-induced transcriptional repression is warranted. Additional validation of the CUT&RUN assay results and biochemical analyses are needed to confirm the effect of Wnt signaling on FAO in future studies.

## Materials and Methods

A detailed description of the *Materials and Methods* used in this study, including *Drosophila* stocks and maintenance, cell biological analyses, immunoblotting, the HCR RNA-FISH assay, cell culture and dual isotope radiolabeling experiments, RNA-seq sample preparation, library preparation, sequencing, differential gene expression analysis, gene ontology enrichment analysis, quantitative proteomics analysis, lipid sample preparation and shotgun lipidomics analysis, CRISPR Cas9 mediated tagging of dTCF with EGFP, CUT&RUN sequencing to identify the genome-wide dTCF-binding sites, the ChIP-qPCR assay, and statistical analyses, is provided in *SI Appendix*.

## Supplementary Material

Appendix 01

## Data Availability

The RNA-seq data and sequencing results from the CUT&RUN assay conducted in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE264356 (82).

# Supplementary material for: Wnt/Wingless signaling promotes lipid mobilization through signal-induced transcriptional repression
**Source:** Proc Natl Acad Sci U S A. 2024 Jul 5;121(28):e2322066121. doi: 10.1073/pnas.2322066121
**Supplement:** Supplementary file 1 — Appendix 01

Supplementary Information for

**Wnt/Wingless signaling promotes lipid mobilization through signal-induced transcriptional repression**

**Mengmeng Liu<sup>1†</sup>, Rajitha-Udakara-Sampath Hemba-Waduge<sup>1†</sup>, Xiao Li<sup>2</sup>, Xiahe Huang<sup>3</sup>, Tzu-Hao Liu<sup>1</sup>, Xianlin Han<sup>4</sup>, Yingchun Wang<sup>3</sup>, and Jun-Yuan Ji<sup>1\*</sup>**

† These authors contributed equally to this work.

**This PDF file includes:**

Supplementary Materials and Methods

SI References

Figure legends for Supplementary Figures S1 to S16

Figures S1 to S16

Tables S1 to S3

## Supplementary Materials and Methods:

***Drosophila* stocks and maintenance:** The flies were maintained at 25°C and fed with a standard diet comprising cornmeal, molasses, and yeast medium. Our analyses in this study focused exclusively on female larvae in the third instar wandering stage. Details about the specific strains and their genotypes are provided in Table S1. *Arm*<sup>EGFP</sup> and *Nkd*<sup>EGFP</sup> are intronic insertion lines with EGFP tags, generated using the MiMIC (Minos Mediated Integration Cassette) gene trap vector (1). The specific genotypes are ‘*Mi{PT-GFSTF.1}arm*<sup>MI08675-GFSTF.1</sup>’ and ‘*Mi{PT-GFSTF.1}nkd*<sup>MI00209-GFSTF.1/TM3, Sb<sup>l</sup> Ser<sup>l</sup></sup>’, respectively.

**Cell biological analyses:** The methods for generating somatic clones in the larval fat body, dissection, and fixation of the larval fat body, as well as the protocols for immunostaining or staining with BODIPY, LipidTox, DAPI, and phalloidin, have been previously described (2, 3). Quantification of TG levels involved thin layer chromatography (TLC) and a TG quantification colorimetric kit, following established procedures as described earlier (2, 3). Additionally, for both S2R+ cell pellets or whole larvae, total lipids were extracted and applied to the TLC lanes. Lipid levels were normalized with respect to the total protein levels in each corresponding sample.

**Immunoblotting:** Cultured S2R+ cells were rinsed and suspended in ice-cold 1×PBS, followed by cell lysis in Tropix Lysis Solution (Applied Biosystems #2005117) containing a protease inhibitor cocktail (Roche #11836170001). This lysate was incubated on ice for 15 minutes, then subjected to centrifugation at 16,000×g for 30 min at 4°C. Protein concentrations were determined using Quick Start™ Bradford 1x Dye Reagent (Bio-Rad #5000205). For each sample, 20 µg of total protein was loaded into 10% Mini-PROTEAN TGX Gels (Bio-Rad #4561034) in SDS running buffer. The proteins were transferred onto nitrocellulose membranes using the Trans-Blot Turbo RTA Mini 0.2 µm Nitrocellulose Transfer Kit (Bio-Rad #1704270). The membranes were then incubated with a 1:1000 dilution of the anti-Arm primary antibody from the Developmental Studies Hybridoma Bank (DSHB Hybridoma Product N2 7A1 Armadillo, deposited by Eric Wieschaus), and a 1:2000 dilution of anti-Actin (Invitrogen #MA5-11869). A secondary antibody, anti-mouse-HRP-conjugated (Jackson ImmunoResearch), was used at a 1:5000 dilution. Visualization of the results was performed using the Western Lightning Plus-ECL (Perkin Elmer LLC #NEL105001EA).

**The HCR RNA-FISH assay:** The multiplexed in situ HCR RNA-FISH assay was performed as described previously (3), using specific probe sets and amplifiers obtained from Molecular Instruments. For probe sets targeting specific genes and their respective amplifiers, the following combinations were used : B1-Alexa Fluor 488 amplifiers with probe sets for *FASN1* (lot number PRQ415), *fz3* (RTD102), and *Lsd-1* (PRQ418); B2-Alexa Fluor 594 amplifiers with the probe sets for *AcCoAS* (lot number PRQ416) and *Lsd-2* (PRQ419); and B3-Alexa Fluor 647 amplifiers with probe sets for *ACC* (lot number PRQ417), *Acox57D-d* (PRQ420), *CRAT* (RTD104), and *Hnf4* (PRR571). Confocal images were captured using a Zeiss LSM900 confocal microscope system. Subsequently, the obtained images were processed using Adobe Photoshop 2021.

**The cell culture and dual isotope radiolabeling experiments:** *Drosophila* S2R+ cells (DGRC stock #150; <https://dgrc.bio.indiana.edu//stock/150>; RRID:CVCL\_Z831) and S2-Tub-wg (DGRC stock #165; <https://dgrc.bio.indiana.edu//stock/165>; RRID:CVCL\_1B57) were obtained from the *Drosophila* Genomics Resource Center (DGRC). The cells were cultured in Schneider's *Drosophila* Medium (Gibco #21720-024) supplemented with 10% FBS (ATCC #30-2020) and were maintained at 25°C. Wg-conditioned medium (WCM) and Control media (CM) were collected from S2-Tub-wg and S2R+ cells, respectively. Cells were seeded 24 h before collecting the supernatant. Supernatants were collected by centrifuging the cells at 500×g for 5 minutes and then filtered using 0.45 µm sterile syringe filters (Millex-HV #SLGV033RS).

For dual isotope radiolabeling experiments, S2R+ cells were seeded in six-well plates (2 ml/well;  $3.5 \times 10^6$  cells/ml) for 24h. Radioactively labeled [ $^{14}\text{C}(\text{U})$ ]D-glucose (5 µl/well;  $6.0 \times 10^8$  dpm/µmol) and [9,10- $^3\text{H}(\text{N})$ ] Palmitic acid (2 µl/well;  $1.05 \times 10^{11}$  dpm/µmol) were added to the cells. Next, cells were treated with either WCM or CM. For WCM preparation, S2-Tub-wg cells were seeded 24 h before collecting the supernatant ( $5 \times 10^6$  cells/ml) by centrifuging. Control medium (CM) was prepared using S2R+ cells. S2R+ cells were collected from CM and WCM-treated wells at 0hr, 12hr, and 24hr. Cell pellets were washed with 1x PBS and TLC was performed as previously described (2, 4), with the following minor modifications. Specific regions corresponding to FFAs and TGs were scraped from the TLC plates and collected into scintillation vials. Counts per minute (cpm) values for  $^3\text{H}$  and  $^{14}\text{C}$  were determined by counting in 4 ml of CytoScint™ Liquid Scintillation Cocktail (Catalog number: 882453) in a Hidex 300 SL™ automatic liquid scintillation counter. Dpm (disintegrations per minute) values for  $^3\text{H}$  and  $^{14}\text{C}$  were computed using NIST (National Institute of Standards and Technology) traceable

standards. Efficiencies of  $^3\text{H}$  and  $^{14}\text{C}$  counting were 33.06% and 87.23% respectively for an optimized period of 100 seconds measuring time. Dpm values for  $^{14}\text{C}$  and  $^3\text{H}$  within TG and FFA were calculated using the respective efficiency figures.  $^{14}\text{C}/^3\text{H}$  ratios were calculated, and normalized ratios were plotted. This protocol was used to perform dual isotope radiolabeling experiments to quantify TGs and FFAs in the cells over time to WCM treatment compared to the control.

**RNA-seq sample preparation, library preparation, sequencing, differential gene expression analysis, and gene ontology enrichment analysis:** Total RNA was extracted from dissected fat bodies of 20 third-instar larvae for each biological replicate. TRIzol Reagent (Invitrogen) and the *Quick-RNA* MiniPrep kit (Zymo Research, R1055) were used for the RNA extraction and purification following the manufacturer's instructions. Ribosome-depleted stranded RNA libraries were prepared using the TruSeq Stranded Total RNA Library Prep kit (Illumina, 20020596) following to the manufacturer's manual. The prepared RNA libraries were sequenced by the BGI Americas Corporation. Sequencing reads were aligned to the Dm6 reference genome using the RNASSTAR aligner (5). A count table was generated using featureCounts from Subread (6). Differential gene analysis within each group of experiments was performed by DESeq2 (7). Genes with adjusted p-value < 0.05 were considered differentially expressed. Gene ontology enrichment analysis was carried out using ClusterProfiler and DAVID GO (8, 9). The results of the gene ontology enrichment analysis were visualized using ggplot2 (10). Heatmaps were generated for visualization using the complexHeatmap package (11).

**Quantitative proteomics analysis:** Total proteins extracted from third instar whole larvae with the following genotypes: *Axn*<sup>127</sup> homozygous mutant and *w*<sup>118</sup> (used as the control) were treated with 2.0  $\mu\text{M}$  of BTZ mixed in fly food or DMSO (used as the control) (2). The samples were then analyzed using quantitative proteomics. Protein digestion was conducted using the filter-aided proteome preparation (FASP) with slight modifications (12). Briefly, proteins were reduced with 100 mM DTT at 37 °C for 1 h, and the lysates were transferred to the Microcon YM-30 centrifugal filter units (EMD Millipore Corporation, Billerica, MA). The lysis buffer was replaced twice with 200ul UA (8M Urea, 100mM Tris.Cl pH8.5). Alkylation was performed using 55 mM iodoacetamide (IAA, Sigma-Aldrich, Saint Louis, MO), the denaturing buffer was replaced with a buffer containing 0.1 M triethylammonium bicarbonate (TEAB, Sigma-Aldrich). Proteins were then digested using sequencing grade trypsin (Promega, Madison, WI) at 37 °C

overnight. The resulting tryptic peptides were labeled with acetonitrile-dissolved TMT reagents (Thermo Scientific, Rockford, IL). Equal amounts of labeled samples were mixed, and prefractionation was carried out using reversed-phase (RP)-high-performance liquid chromatography (HPLC). Peptides were fractionated on a phenomenex gemini-NX 5u C18 column (250 x 3.0 mm, 110 Å) (Torrance, CA, USA) employing a Waters e2695 separations HPLC system. The separated samples were collected and combined into 10 fractions. All fractions were dried using a Speed-Vac concentrator and subsequently desalted by StageTip (13). LC-MS/MS analysis was performed using an LTQ Orbitrap Elite mass spectrometer (Thermo Scientific) coupled online to an Easy-nLC 1000 in the data-dependent mode. Peptides were separated on a capillary analytic column (length: 25 cm, inner diameter: 75 µm) packed with C18 particles (diameter: 5 µm). The analysis was conducted in positive ion mode, and spectra were acquired within the mass range of 300-1800 m/z. Higher-energy collisional dissociation (HCD) was used to fragment the fifteen most intense ions from each MS scan. The raw MS files were processed through a database search using MaxQuant software (version 1.5). For this search, the *Drosophila melanogaster* proteome sequence database downloaded from uniprot (<https://www.uniprot.org/>) was used. The search parameters were configured as follows: type of search: MS2; protease used for protein digestion: trypsin; type of isobaric labels: 6-plex TMT; minimum score for unmodified peptides: 15; default values were applied for all other parameters.

**Lipid sample preparation and shotgun lipidomics analysis:** Larval fat bodies were dissected and promptly frozen using liquid nitrogen. Whole larvae samples were briefly rinsed in PBS and then frozen in liquid nitrogen. The frozen tissues were pulverized using a mortar and pestle pre-cooled with liquid nitrogen. The powdered samples were further homogenized by suspending them in a 10-fold diluted PBS using a Precellys Evolution® Homogenizer, running at 6000 rpm for 20 seconds, followed by 10-second pause. This homogenization cycle was repeated three times consecutively at 4 °C. Individual homogenates were subject to a protein assay to determine their protein content. An aliquot of each homogenate was then transferred to disposable glass test tubes. To enable quantification of various lipid classes, a mixture of lipid internal standards was added to each test tube, the quantities adjusted based on the tissue's protein content. Lipid extraction was performed by a modified Bligh and Dyer method, as previously described (14). Following extraction, all lipid extracts were flushed with N<sub>2</sub>, capped, and stored at -20 °C for future analysis.

For the ESI-MS analysis conducted after direct infusion, individual lipid extracts were further diluted to reach a final concentration of approximately 500 fmol/ $\mu$ L. The mass spectrometric analysis for lipids was conducted using a QqQ mass spectrometer (Thermo TSQ Altis, San Jose, CA). This instrument was equipped with an automated nanospray device (TriVersa NanoMate, Advion Bioscience Ltd., Ithaca, NY), which facilitated the ionization of lipid species through nano-ESI. This instrument was operated using Xcalibur software as previously described (15). To identify and quantify all lipid molecular species of interest, an in-house automated software program was used, adhering to the principles for quantification by mass spectrometry as elaborated previously (15). The fatty acyl chains of lipids were identified and quantified through neutral loss scans or precursor ion scans of corresponding acyl chains. These calculations were also performed using the same in-house software program (15). To ensure accurate quantification and comparisons, all lipid measurements were normalized to the protein content of the respective samples.

**CRISPR Cas9 mediated tagging of dTCF/Pan with EGFP:** *dTCF* gene structure information was retrieved from FlyBase (FBgn0085432) and primary amino acid sequence was retrieved from Uniprot (Q8IMA8). We analyzed the domain structure of the protein (<https://www.ebi.ac.uk/interpro/result/InterProScan/iprscan5-R20220926-005559-0039-31654548-p1m/>). Based on these analyses, we decided to introduce the EGFP tag at the C-terminus of the dTCF protein. Using the CRISPR Optimal target finder tool (<http://targetfinder.flycrispr.neuro.brown.edu>), two suitable sgRNAs target sites were strategically located within the last intron and 3'-UTR regions of the *dTCF* gene. The selected sgRNAs were then cloned into the pCFD3 vector, as described by Port et al. (<http://www.crisprflydesign.org/plasmids/>) (16). Primer design for subsequent steps was accomplished using NEB Builder (<https://nebbuilder.neb.com/#!/>), and primer sequences are provided in Table S2. For actual gene editing and tagging, we employed the NEBuilder HiFi DNA Assembly Cloning Kit (NEB #E5520). This kit facilitated the introduction of both upstream and downstream homology arms, each spanning 1000bp each, as well as the last intron-exon regions and the EGFP coding region into a donor vector. The BAC clone 'BACR21B19', obtained from the BACPAC Resources Center, was used as the template for PCR to generate necessary DNA fragments. The donor vector and two sgRNA constructs in PCDF3 were injected into embryos, and the screening of the transgenic flies carrying endogenous EGFP tag was

carried out using classical fly genetic techniques. Additionally, PCR validation using genomic DNA extraction and sequencing was conducted to verify the successful integration of the EGFP tag.

**CUT&RUN sequencing to identify the genome-wide dTCF-binding sites:** For each sample, 20 wing discs from third-instar wandering larvae were dissected in Schneider medium. The wing discs were then transferred into Eppendorf tubes containing 100  $\mu$ L 1x Wash buffer (from the CUT&RUN assay kit #86652, CST). We added 10  $\mu$ L of activated Concanavalin A Magnetic bead suspension and allowed the tube to rotate at room temperature for 10 min. The Eppendorf tubes were placed on a Magnetic rack, the wash buffer was removed, and the beads were resuspended by adding 100  $\mu$ L DBE buffer (provided in the kit). This resuspension step was conducted for 10 min at room temperature. We added 100  $\mu$ L Antibody binding buffer containing the appropriate amount of primary antibody (anti-GFP, ab290) or negative control (rabbit mAb IgG from the kit). These tubes were placed on a nutator and incubated overnight at 4 °C. The subsequent steps were carried out by following the manufacturer's instructions as provided in the kit. The extracted DNA was purified by using DNA purification buffers and spin columns (#14209S, CST). DNA libraries were constructed using the TruSeq ChIP SMP Prep kit (IP-202-1012, 15034288, Illumina), following the sample preparation guide.

The sequencing data underwent processing using nf-core/cutandrun v2.0, an integrated pipeline designed for the CUT&RUN assay (17). The alignments from the pipeline underwent additional processing for peak calling with a significance threshold of  $-q$  0.0001 and subsequent normalization using MACS3, which can be accessed at <https://macs3-project.github.io/MACS/>. For anti-GFP samples, the alignments were provided through the “-t” option, while control (IgG) samples utilized the “-c” option. To visualize the results in IGV (Integrative Genomics Viewer) with the *Drosophila* genome (assembly Release dm6) as the reference, we transformed the averaged and normalized pileup bedgraph file, which was generated alongside the peak calling step through MACS3 “-B” option, into a bigwig file. This conversion was accomplished using the bedGraphicToBigWig tool from the UCSC toolkit. The analysis of dTCF binding profiles was conducted using deepTools. To identify motifs within dTCF-binding sites, we utilized the narrow peaks identified from above MACS3 output. These peaks were then intersected with the regions  $\pm 2000$ bp around genes showing alterations in both *Axn*<sup>RNAi</sup> and *slmb*<sup>RNAi</sup> RNA-seq data, by the intersect function from bedtools (18). The intersected peaks sequences were obtained by

getfasta function from bedtools. For *de novo* motif discovery, we input these sequences to the xstreme function from the MEME-Suite package with default settings (19).

**Chromatin immunoprecipitation quantitative PCR (ChIP-qPCR) analyses:** ChIP analyses were performed using dTCF/Pan<sup>EGFP</sup> or *w<sup>1118</sup>* (control) embryos collected over 24 hours, following a published protocol (20) with minor adjustments. After fixation and quenching of cross-linking, chromatin was fragmented to sizes ranging from 100 to 300 bp using a Covaris S220 Focused Ultrasonicator. The fragmented chromatin was then incubated overnight at 4°C with GFP-Trap coupled to magnetic agarose beads (Bulldog, GTMA-020), while binding control magnetic agarose (Bulldog, BMAB-020) was used as a negative control. After washing, the chromatin was eluted from the beads, and the DNA was decrosslinked from protein. Finally, qPCR was performed using the purified DNA as the template, with specific primers listed in Table S3.

**Statistical analyses:** P-values in this study were computed using one-tailed unpaired *t*-tests, and error bars displayed represent the standard deviation. Each experiment in this work was subjected to analysis with a minimum of three independent biological replicates. \*/# for  $p < 0.05$ , \*\*/## for  $p < 0.01$ , and \*\*\*/### for  $p < 0.001$ , all determined through one-tailed unpaired *t*-tests.

## SI References:

1. S. Nagarkar-Jaiswal *et al.*, A library of MiMICs allows tagging of genes and reversible, spatial and temporal knockdown of proteins in *Drosophila*. *Elife* **4** (2015).
2. T. Zhang *et al.*, Reversal of hyperactive Wnt signaling-dependent adipocyte defects by peptide boronic acids. *Proceedings of the National Academy of Sciences* **114**, E7469-E7478 (2017).
3. X. Li *et al.*, Cdk8 attenuates lipogenesis by inhibiting SREBP-dependent transcription in *Drosophila*. *Dis Model Mech* **15** (2022).
4. A. Hildebrandt, I. Bickmeyer, R. P. Kuhnlein, Reliable *Drosophila* body fat quantification by a coupled colorimetric assay. *PLoS One* **6**, e23796 (2011).
5. J. Widmann *et al.*, RNASTAR: an RNA STructural Alignment Repository that provides insight into the evolution of natural and artificial RNAs. *RNA* **18**, 1319-1327 (2012).

6. Y. Liao, G. K. Smyth, W. Shi, featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923-930 (2014).
7. M. I. Love, W. Huber, S. Anders, Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol* **15**, 550 (2014).
8. T. Wu *et al.*, clusterProfiler 4.0: A universal enrichment tool for interpreting omics data. *Innovation (Camb)* **2**, 100141 (2021).
9. B. T. Sherman *et al.*, DAVID: a web server for functional enrichment analysis and functional annotation of gene lists (2021 update). *Nucleic Acids Res* **50**, W216-221 (2022).
10. H. Wickham (2016) ggplot2 : Elegant Graphics for Data Analysis. in *Use R!*, (Springer International Publishing : Imprint: Springer,, Cham), pp 1 online resource (XVI, 260 pages 232 illustrations, 140 illustrations in color).
11. Z. Gu, Complex heatmap visualization. *iMeta* **1**, e43 (2022).
12. J. R. Wisniewski, A. Zougman, M. Mann, Combination of FASP and StageTip-based fractionation allows in-depth analysis of the hippocampal membrane proteome. *J Proteome Res* **8**, 5674-5678 (2009).
13. J. Rappsilber, M. Mann, Y. Ishihama, Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. *Nat Protoc* **2**, 1896-1906 (2007).
14. M. Wang, X. Han, Multidimensional mass spectrometry-based shotgun lipidomics. *Methods Mol. Biol.* **1198**, 203-220 (2014).
15. K. Yang, H. Cheng, R. W. Gross, X. Han, Automated lipid identification and quantification by multi-dimensional mass spectrometry-based shotgun lipidomics. *Anal. Chem.* **81**, 4356-4368 (2009).
16. F. Port, H. M. Chen, T. Lee, S. L. Bullock, Optimized CRISPR/Cas tools for efficient germline and somatic genome engineering in *Drosophila*. *Proceedings of the National Academy of Sciences of the United States of America* **111**, E2967-2976 (2014).
17. C. Cheshire, C. West (Analysis pipeline for CUT&RUN and CUT&TAG experiments that includes QC, support for spike-ins, IgG controls, peak calling and downstream analysis. (<https://nf-co.re/cutandrun/2.0>).

18. A. R. Quinlan, BEDTools: The Swiss-Army Tool for Genome Feature Analysis. *Curr Protoc Bioinformatics* **47**, 11 12 11-34 (2014).
19. C. E. Grant, Bailey, T.L., XSTREME: Comprehensive motif analysis of biological sequence datasets. *bioRxiv* (2021).
20. V. Loubiere, A. Delest, B. Schuettengruber, A. M. Martinez, G. Cavalli, Chromatin Immunoprecipitation Experiments from Whole Drosophila Embryos or Larval Imaginal Discs. *Bio Protoc* **7**, e2327 (2017).

## Figure legends for Supplementary Figures S1 to S16:

**Fig. S1. Effects of Wnt signaling on larval adipocytes.** (A-C) Representative confocal images of larval adipocytes from indicated genotypes, stained with DAPI (blue), and EGFP-tagged Arm shown in green. Genotypes: (A) *arm<sup>EGFP</sup>/+; SREBP-Gal4/+; +*; (B) *arm<sup>EGFP</sup>/+; SREBP-Gal4/UAS-Axn<sup>RNAi</sup>; +*; and (C) *arm<sup>EGFP</sup>/+; SREBP-Gal4/+; UAS-slmb<sup>RNAi</sup>/+*. (D/E) Stimulation of Wnt target gene *nkd* expression by depleting Axn in larval adipocytes. Larval adipocytes were stained with Phall (red) and DAPI (blue). Genotypes: (D/D') *+; r4-Gal4/nkd<sup>EGFP</sup>*; (E/E') *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/nkd<sup>EGFP</sup>*. Elevated Nkd<sup>EGFP</sup> in small adipocytes compared to large adipocytes (indicated by asterisks \*). (F-K) Depleting *Axn* using various Gal4 lines active in adipocytes resulted in similar lipid accumulation defects. Genotypes: (F) *+; SREBP-Gal4/+*; (G) *UAS-Axn<sup>RNAi</sup>/+; SREBP-Gal4/+*; (H) *FB-Gal4/+; +*; (I) *FB-Gal4/UAS-Axn<sup>RNAi</sup>; +*; (J) *+; r4-Gal4/+*; and (K) *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/+*. (L) Quantification of TG levels in *Axn*-depleted larvae using multiple Gal4 drivers active in adipocytes, including *dCg-Gal4*, *SREBP-Gal4*, and *r4-Gal4* (n = 3 biological repeats). Results were normalized to control (*dCg-Gal4/+; +*). (M/N) Rescue of lipid accumulation defects by depleting dTCF in *Axn*-depleted larval adipocytes. Genotypes: (M) *UAS-dTCF<sup>RNAi</sup>/+; r4-Gal4/+*; and (N) *UAS-dTCF<sup>RNAi</sup>/UAS-Axn<sup>RNAi</sup>; r4-Gal4/+*. The scale bars in panels C and G apply to all images in this figure: 20  $\mu$ m.

**Fig. S2. Effects of Wnt signaling on adult adipocytes.** (A, B) Representative confocal images of adult adipocytes, stained with DAPI, Phall, and BODIPY. Genotypes: (A) *+; r4-Gal4/+*; and (B) *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/+*. The scale bar in panel B corresponds to images A and B: 40  $\mu$ m. (C) Quantification of the TG levels in female adults of indicated genotypes (n > 3 biological repeats). Results in (C) were normalized to control (*+; r4-Gal4/+*). (D/E) Quantification of the TG levels in 5-day-old (D) or 30-day-old (E) female adults of indicated genotypes (n > 3 biological repeats). Results were normalized to control (*+; dCg-Gal4/+*). Additional genotypes include: *dCg-Gal4/UAS-dTCF<sup>RNAi</sup>; +* and *dCg-Gal4/UAS-dTCF<sup>RNAi</sup>; +*.

**Fig. S3. Quantitative lipidomics analyses of different types of TGs and FFAs.** Whole larvae at the third instar wandering stage were used in this analysis. (A-D) Levels of different types of TGs; (E-F) Levels of different types of FFAs. Specific genotypes shown in (A) are color-coded. Asterisks (\*) represent comparisons between '*dCg-Gal4/+*' and '*dCg-Gal4/UAS-Axn<sup>RNAi</sup>*', while pound signs (#) indicate comparisons between '*dCg-Gal4/+*' and '*dCg/UAS-dTCF<sup>RNAi</sup>*'. \*/#:

p<0.05; \*\*/###: p<0.01; and \*\*\*/####: p<0.001, all based on one-tailed *t*-tests.

**Fig. S4 Bioinformatic analyses of RNA-seq data for genes altered in *Axn<sup>RNAi</sup>* or *slmb<sup>RNAi</sup>* fat bodies.** (A) Heatmap illustrating gene expression changes in fat bodies related to the ‘Wnt signaling’ pathway. (B, C) Pathway enrichment bubble plots displaying major pathways significantly altered in larval fat body upon depletion of either *Axn* (B) or *slmb* (C). Genotypes: (B) *SREBP-Gal4/UAS-Axn<sup>RNAi</sup>*; +; and (C) *SREBP-Gal4/+; UAS-slmb<sup>RNAi</sup>/+*. (D) Heatmap displaying downregulation of gene expression in the ‘Biosynthesis of unsaturated fatty acids’ pathway in *Axn<sup>RNAi</sup>* or *slmb<sup>RNAi</sup>* fat body. (E) Heatmap illustrating changes in gene expression for genes related to the ‘Peroxisome’ pathway.

**Fig. S5. Detection of mRNA transcripts in larval adipocytes using the HCR assay.** mRNA transcripts of key genes visualized within larval adipocytes: *Lsd-1/FASN1* (green), *Lsd-2/AcCoAS* (orange), and *Acox57D/ACC* (magenta). Large adipocytes, identified as “Wnt LO” (indicating low Wnt/Wg signaling), outlined with dotted lines. In contrast, adjacent smaller adipocytes are labeled as “Wnt HI” (representing high Wnt/Wg signaling). Genotypes: (A/D) *dCg-Gal4/+; +*; (B/E) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>*; +; and (C/F) *dCg-Gal4/+; UAS-slmb<sup>RNAi</sup>/+*. Scale bars in panels C and F: 20  $\mu$ m.

**Fig. S6 Detection of mRNA transcripts in wing discs using the HCR assay.** Confocal images displaying mRNA transcripts of *Lsd-2* (orange; A’-D’), *Lsd-1* (green; A’’-D’’), and *Acox57D* (red; A’’’-D’’’) in the same discs as shown in Fig. 5A and Fig. 5B, respectively. (A-A’’’/C-C’’’) Single focal plane; (B-B’’’/D-D’’’) Z-stack projection; (a-d) BFP; merged images are shown in A-D. The dorsal/ventral (D/V) boundary and the anterior/posterior (A/P) boundaries are shown in C. Genotypes: (A/B) *en-Gal4/+; UAS-BFP/+*; and (C/D) *en-Gal4/UAS-Axn<sup>RNAi</sup>*; *UAS-BFP/+*. Scale bar in panel (d): 20  $\mu$ m.

**Fig. S7 Physiological role of Wnt signaling in regulating lipid metabolism-related gene expression in larval adipocytes.** (A-D) Merged confocal images showing mRNA transcripts of *FASN1* (green) and *Lsd-2* (magenta) in larval adipocytes of indicated genotypes using the HCR assay. Single-channel images: (A’-D’): *FASN1*; (A’’-D’’) *Lsd-2*; and (A’’’-D’’’) DAPI. Genotypes: (A) +; *r4-Gal4/+*; (B) +; *r4-Gal4/UAS-notum<sup>+</sup>*; (C) +; *r4-Gal4/UAS-arm<sup>RNAi</sup>*; and (D) *UAS-dTCF<sup>RNAi</sup>/+*; *r4-Gal4/+*. Scale bar in panel D’’’: 10  $\mu$ m.

**Fig. S8 Detection of mRNA transcripts in adult midgut using the HCR assay.** (A-C) Merged confocal images presenting mRNA transcripts of *FASN1* (green), *Lsd-2* (orange), and *CRAT*

(magenta) using the HCR assay in the R2 region of adult midgut of the following genotypes: (A) +; *r4-Gal4/+*; (B) *UAS-dTCF<sup>RNAi</sup>/+*; *r4-Gal4/+*; (C) *UAS-dTCF<sup>DN</sup>/+*; *r4-Gal4/+*. Nuclei are stained with DAPI (blue). The scale bar in panel C”: 5  $\mu$ m.

**Fig. S9 Confocal images of larval adipocytes from the indicated genotypes.** (A-D) Larval fat bodies stained with DAPI (blue) and LipidTox (red). Genotypes: (A/A’) *dCg-Gal4/+*; *UAS-Lsd1<sup>eGFP</sup>/+*; (B/B’) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>*; *UAS-Lsd1<sup>eGFP</sup>/+*; (C/C’) *dCg-Gal4/+*; *UAS-Lsd2<sup>eGFP</sup>/+*; (D/D’) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>*; *UAS-Lsd2<sup>eGFP</sup>/+*; (E/E’) *dCg-Gal4/+*; *UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*; and (F/F’) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>*; *UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*. The scale bar in panel F’ applies to images A-F: 20  $\mu$ m. (G-I) Larval fat bodies stained with DAPI (blue), BODIPY (green), and Phall (red). Genotypes: (G) +; *SREBP-Gal4/+*; (H) +; *SREBP-Gal4/UAS-Lsd2<sup>RNAi</sup>* (BL-34617); and (I) +; *SREBP-Gal4/UAS-Lsd2<sup>RNAi</sup>* (BL-32846). The scale bar in panel G applies to images G-I: 10  $\mu$ m.

**Fig. S10. Quantitative lipidomics measurement in fat body from third instar larvae.** These figures present additional results from quantitative lipidomics analysis, focusing on various types of lipids in fat body dissected from third instar larvae. (A/B) Triglyceride (TG) levels, (C) Amount of fatty acyl chains within the total TG pool, and (D) FFAs contents. Specific genotypes are color coded and shown in panel A. Asterisks (\*) represent comparisons between ‘*dCg-Gal4/+*; +’ and ‘*dCg-Gal4/UAS-Axn<sup>RNAi</sup>*; +’, while pound signs (#) indicate comparisons between ‘*dCg-Gal4/+*; *UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*’ and ‘*dCg/UAS-Axn<sup>RNAi</sup>*; *UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*’. Statistical significance: \* or #:  $p < 0.05$ ; \*\* or ##:  $p < 0.01$ ; \*\*\* or ###:  $p < 0.001$ ; these significance values are based on one-tailed unpaired *t*-tests.

**Fig. S11. Generation and validation of the *dTCF<sup>EGFP</sup>* *Drosophila* strain.** This figure outlines the process of creating and validating the *dTCF<sup>EGFP</sup>* *Drosophila* strain. (A) The design of the donor template using the *pGEM-T-dTCF<sup>EGFP</sup>* vector. (B) The validation of the *dTCF<sup>EGFP</sup>* line by PCR using genomic DNA from *dTCF<sup>EGFP</sup>* homozygous larvae. (C) Sequencing results confirming the presence and accuracy of the *dTCF<sup>EGFP</sup>* in the genomic DNA. (D/D’) Localization of dTCF in the nuclei of larval adipocytes. (E/E’) Localization of dTCF in the nuclei of wing imaginal disc cells. (D’/E’) Merged images with DAPI staining of nuclei (blue). The scale bar in panel D’ applies to images D/D’ and E/E’: 10  $\mu$ m.

**Fig. S12. Visualization of dTCF binding at genomic loci in CUT&RUN assay data from wing discs and purified adipocyte nuclei samples.** To facilitate comparison, the tracks are

color-coded as follows: blue tracks represent genes downregulated by Wnt signaling in the wing disc sample, red tracks indicate genes stimulated by Wnt signaling in the wing disc sample, and orange tracks depict data from the purified adipocyte nuclei sample. Arrows highlight overlapping peaks observed in both sample sources, with a noticeable increase in background noise peaks in the purified adipocyte nuclei sample. The y-axis is autoscaled, while multiple transcript isoforms are collapsed and presented in magenta beneath each respective track. Specific genes included are *Hnf4* (A), *FASN1* (B), *AcoCoAS* (C), *Mondo* (D), *Lsd-1* (E), *Pex13* (F), *Sccpdh1* (G), *Sccpdh2* (H), *fz2* (I), *fz3* (J), *fz4* (K), and *nkd* (L).

**Fig. S13. Motif enrichment analyses of genes with called dTCF/Pan binding peaks.** (A, B)

Identification of a dTCF/Pan motif based on motif enrichment analysis of upregulated genes in both *Axn<sup>RNAi</sup>* and *slmb<sup>RNAi</sup>* adipocytes (A), and all called peaks in genes altered in both *Axn<sup>RNAi</sup>* and *slmb<sup>RNAi</sup>* adipocytes (B). For comparison, screenshots of motif bound by TCF HMG domain (C; from PMID 24516405) and LEF2 motif (D; from PMID 20696899) are included. (E, F) Validation of the CUT&RUN results using the ChIP-qPCR assay. (E) Relative enrichment of dTCF<sup>EGFP</sup> was assessed on the promoters of Wnt target gene *nkd*, and lipid metabolism-related genes, *FASN1* and *Lsd-1*. Samples were from *dTCF<sup>EGFP</sup>* homozygous embryos, with the IgG control shown in black. The primer pair ‘*nkd-1C*’ was positioned away from the dTCF<sup>EGFP</sup>-binding peaks (‘*nkd-2C*’) in the *nkd* promoter region. (F) Negative controls used *w<sup>1118</sup>* embryos.

**Fig. S14. Pathway enrichment analyses of genes altered in both *Axn<sup>RNAi</sup>* and *slmb<sup>RNAi</sup>* adipocytes with called dTCF/Pan binding peaks.**

This analysis identified the Wnt signaling pathway and several pathways related to lipid metabolism, which are highlighted.

**Fig. S15. dTCF/Pan binding at diverse genomic loci.**

This figure provides a visual representation of dTCF binding at various genomic loci, organized by their functional pathways. Genes activated by Wnt signaling are shown in red tracks, while genes downregulated by Wnt signaling are displayed in blue tracks. (A) Genes related to the Wnt signaling pathway. (B) Genes related to fatty acid biosynthesis pathway. (C) Genes related to LDAPs and lipid droplets. The asterisk (\*) indicates the transcription start site (TSS). The y-axis is autoscaled, while different transcript isoforms are consolidated and displayed in magenta beneath each respective track.

**Fig. S16. dTCF/Pan binding at diverse genomic loci.** (A) Genes related to FAO and the electron transport chain. (B) Genes related to peroxisome. Genes downregulated by Wnt

signaling are displayed in blue tracks. The y-axis is autoscaled, while different transcript isoforms are consolidated and displayed in magenta beneath each respective track.

**Supplementary Tables S1 to S3:**

**Table S1** List of the *Drosophila* stocks used in this study.

**Table S2** Primers used to generate the *dTCF<sup>EGFP</sup>* strain via CRISPR-Cas9.

**Table S3** Primers used for the ChIP-qPCR assay.

## Figures S1-S16

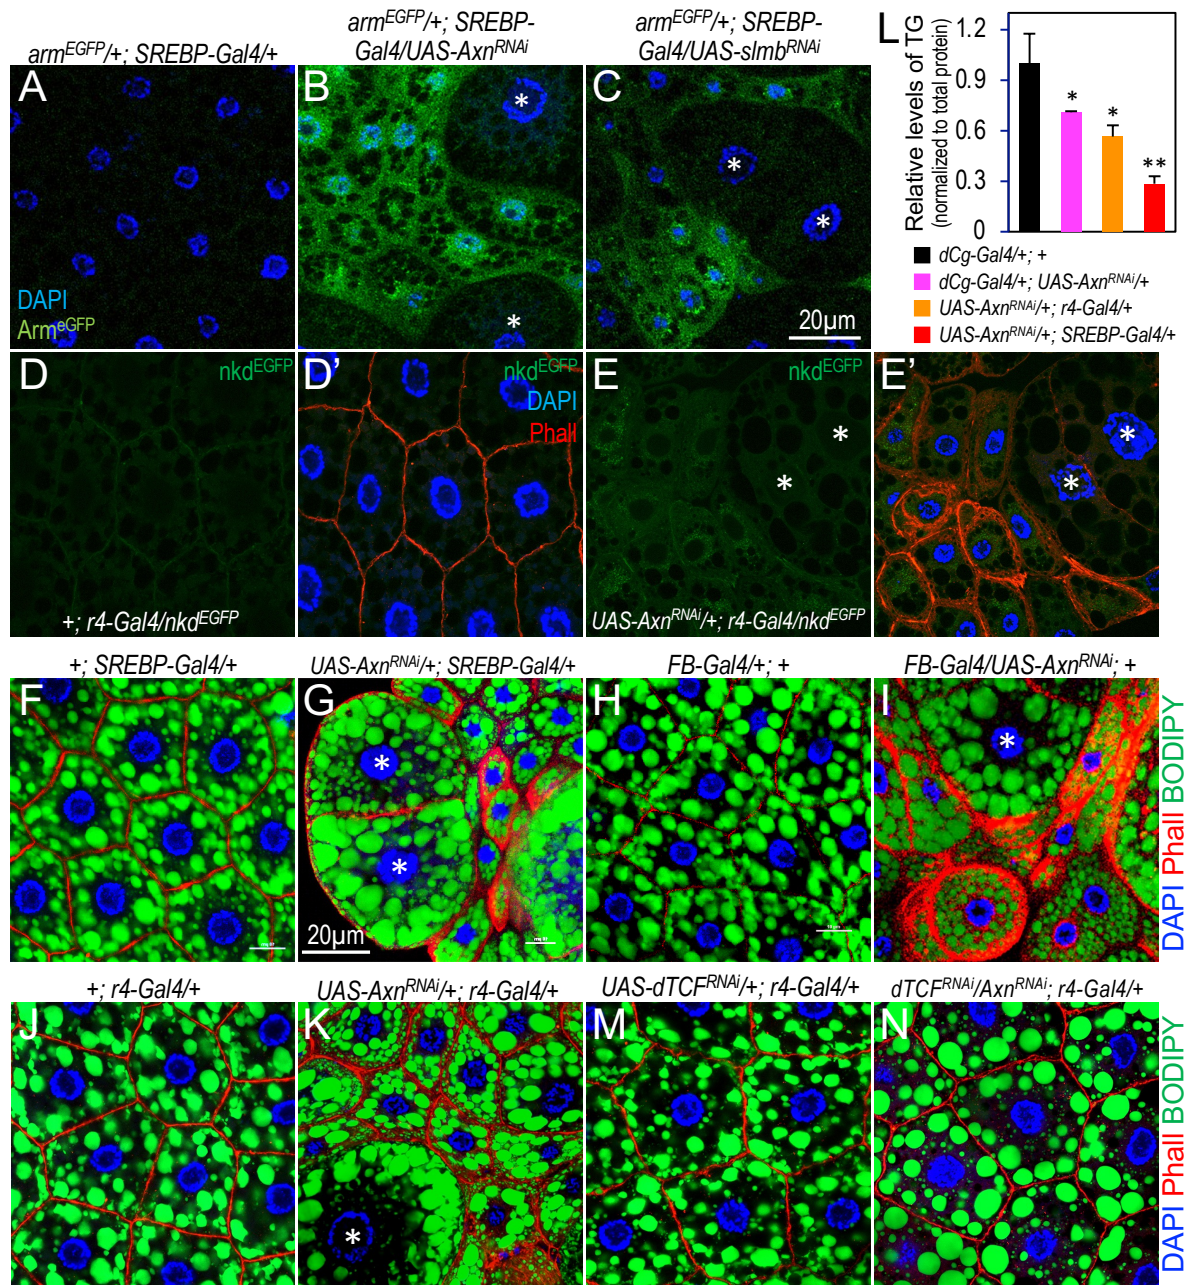

**Fig. S1. Effects of Wnt signaling on larval adipocytes.** (A-C) Representative confocal images of larval adipocytes from indicated genotypes, stained with DAPI (blue), and EGFP-tagged Arm shown in green. Genotypes: (A) *arm<sup>EGFP</sup>/+; SREBP-Gal4/+; +*; (B) *arm<sup>EGFP</sup>/+; SREBP-Gal4/UAS-Axn<sup>RNAi</sup>/+; +*; and (C) *arm<sup>EGFP</sup>/+; SREBP-Gal4/+; UAS-slmb<sup>RNAi</sup>/+*. (D/E) Stimulation of Wnt target gene *nkd* expression by depleting Axn in larval adipocytes. Larval adipocytes were stained with Phall (red) and DAPI (blue). Genotypes: (D/D') *+; r4-Gal4/nkd<sup>EGFP</sup>*; (E/E') *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/nkd<sup>EGFP</sup>*. Elevated Nkd<sup>EGFP</sup> in small adipocytes compared to large adipocytes (indicated by asterisks \*). (F-K) Depleting *Axn* using various Gal4 lines active in adipocytes resulted in similar lipid accumulation defects. Genotypes: (F) *+; SREBP-Gal4/+*; (G) *UAS-Axn<sup>RNAi</sup>/+; SREBP-Gal4/+*; (H) *FB-Gal4/+; +*; (I) *FB-Gal4/UAS-Axn<sup>RNAi</sup>/+; +*; (J) *+; r4-Gal4/+*; and (K) *UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/+*. (L) Quantification of TG levels in *Axn*-depleted larvae using multiple Gal4 drivers active in adipocytes, including *dCg-Gal4*, *SREBP-Gal4*, and *r4-Gal4* (n = 3 biological repeats). Results were normalized to control (*dCg-Gal4/+; +*). (M/N) Rescue of lipid accumulation defects by depleting dTCF in *Axn*-depleted larval adipocytes. Genotypes: (M) *UAS-dTCF<sup>RNAi</sup>/+; r4-Gal4/+*; and (N) *UAS-dTCF<sup>RNAi</sup>/UAS-Axn<sup>RNAi</sup>/+; r4-Gal4/+*. The scale bars in panels C and G apply to all images in this figure: 20  $\mu$ m.

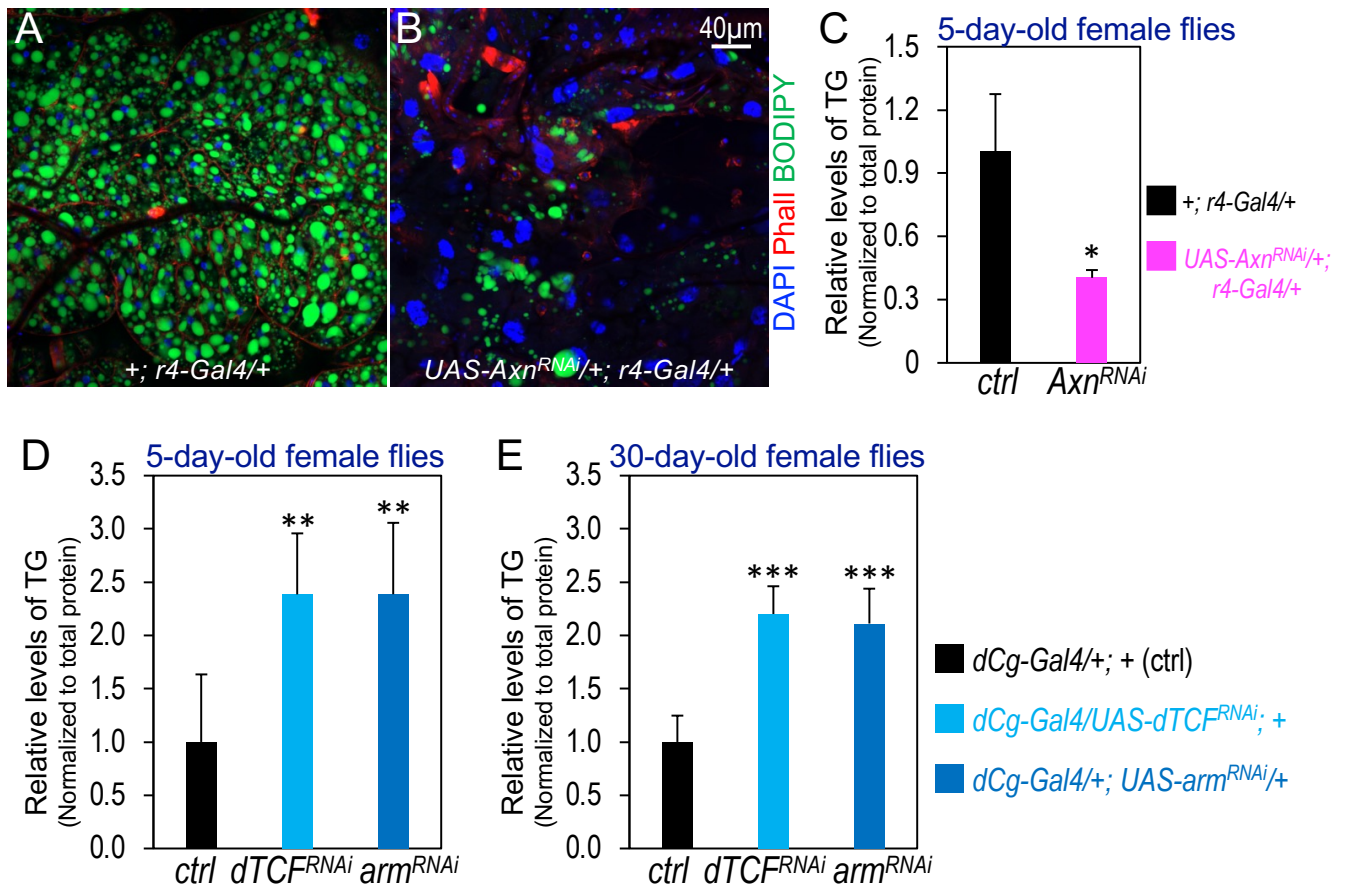

**Fig. S2. Effects of Wnt signaling on adult adipocytes.** (A, B) Representative confocal images of adult adipocytes, stained with DAPI, Phalloidin, and BODIPY. Genotypes: (A)  $+$ ;  $r4\text{-Gal4}/+$ ; and (B)  $UAS\text{-}Axn^{RNAi}/+$ ;  $r4\text{-Gal4}/+$ . The scale bar in panel B corresponds to images A and B: 40  $\mu\text{m}$ . (C) Quantification of the TG levels in female adults of indicated genotypes ( $n > 3$  biological repeats). Results in (C) were normalized to control ( $+$ ;  $r4\text{-Gal4}/+$ ). (D/E) Quantification of the TG levels in 5-day-old (D) or 30-day-old (E) female adults of indicated genotypes ( $n > 3$  biological repeats). Results were normalized to control ( $+$ ;  $dCg\text{-Gal4}/+$ ). Additional genotypes include:  $dCg\text{-Gal4}/UAS\text{-}dTCF^{RNAi}$ ;  $+$  and  $dCg\text{-Gal4}/UAS\text{-}dTCF^{RNAi}$ ;  $+$ .

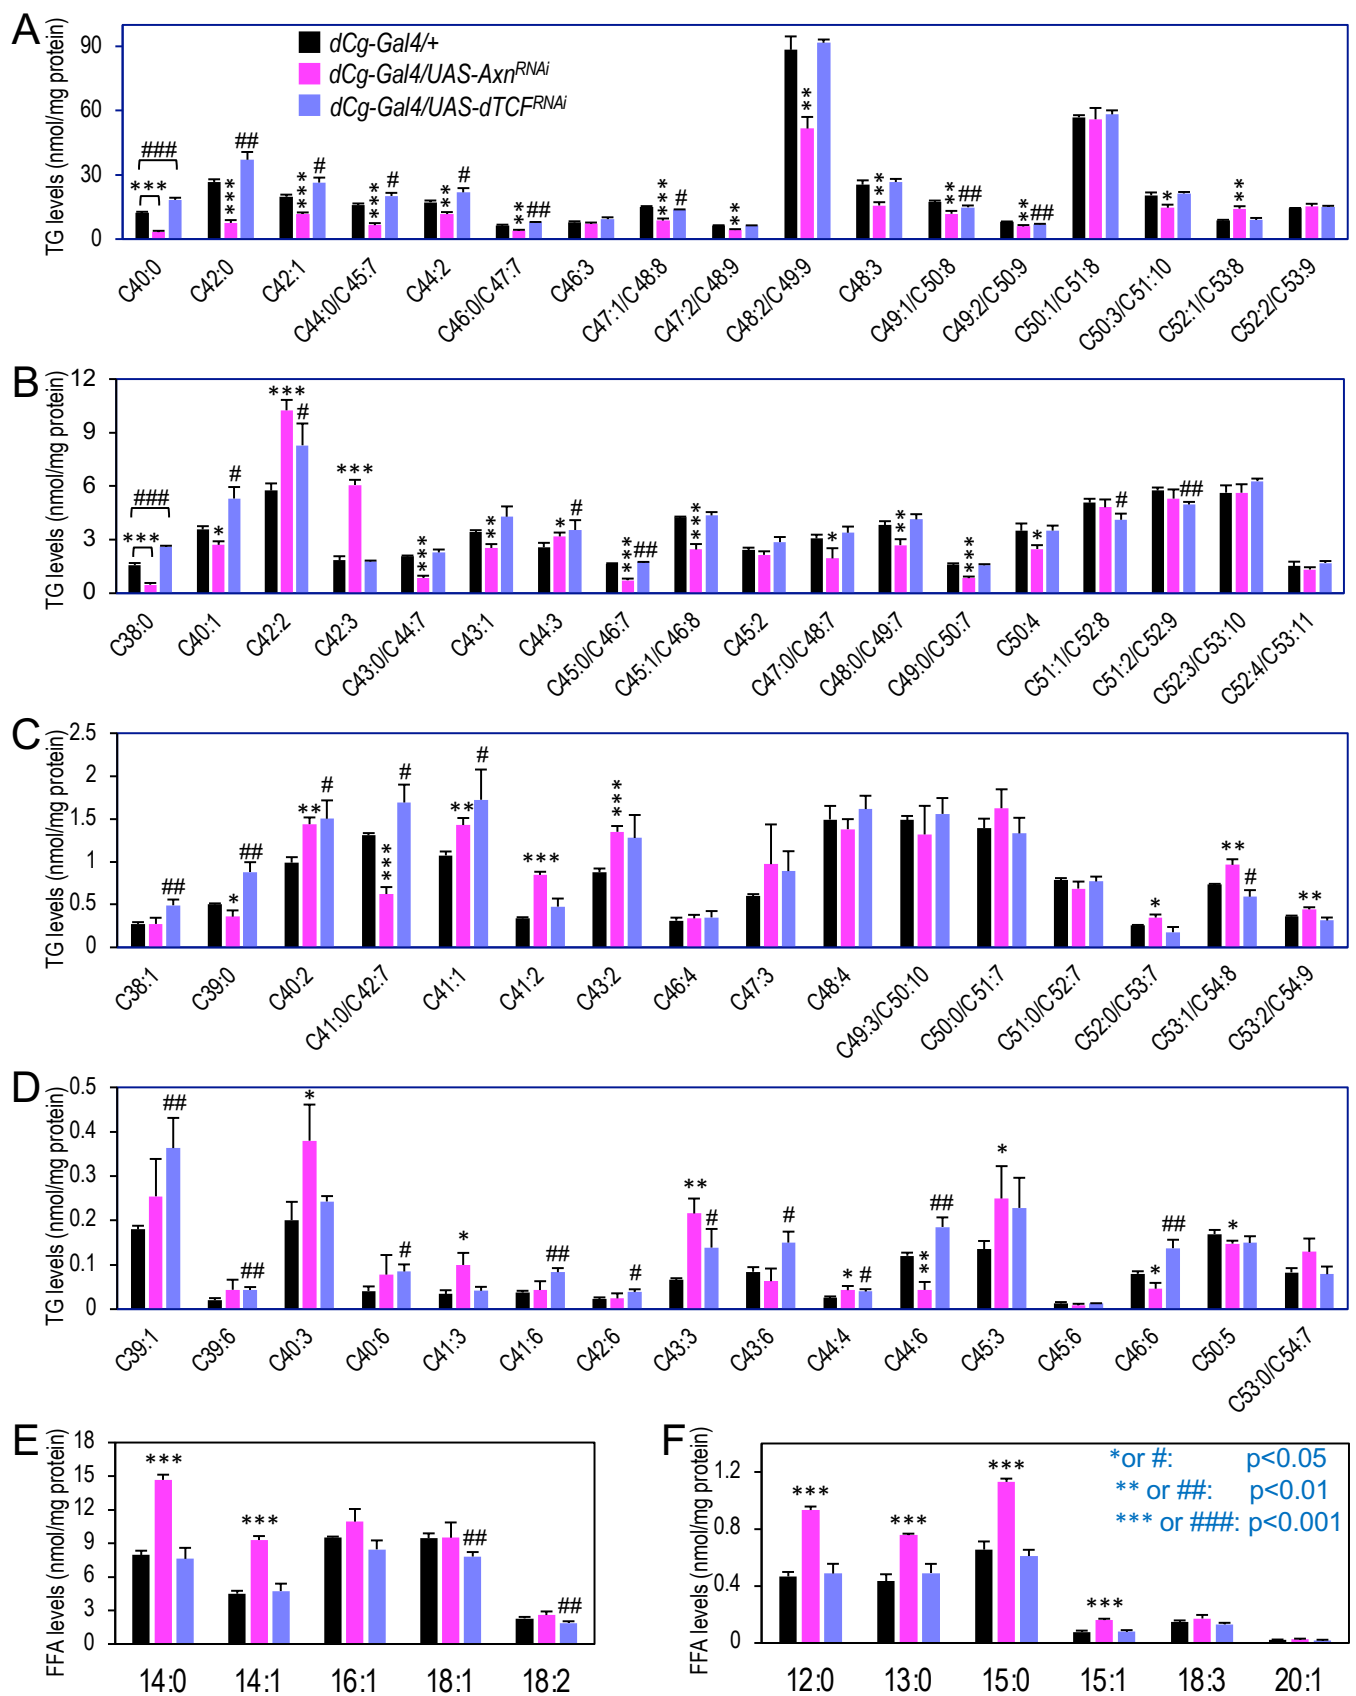

**Fig. S3. Quantitative lipidomics analyses of different types of TGs and FFAs.** Whole larvae at the third instar wandering stage were used in this analysis. (A-D) Levels of different types of TGs; (E-F) Levels of different types of FFAs. Specific genotypes shown in (A) are color-coded. Asterisks (\*) represent comparisons between '*dCg-Gal4/+*' and '*dCg-Gal4/UAS-Axn<sup>RNAi</sup>*', while pound signs (#) indicate comparisons between '*dCg-Gal4/+*' and '*dCg/UAS-dTCF<sup>RNAi</sup>*'. \*/#:  $p < 0.05$ ; \*\*/##:  $p < 0.01$ ; and \*\*\*/###:  $p < 0.001$ , all based on one-tailed *t*-tests.

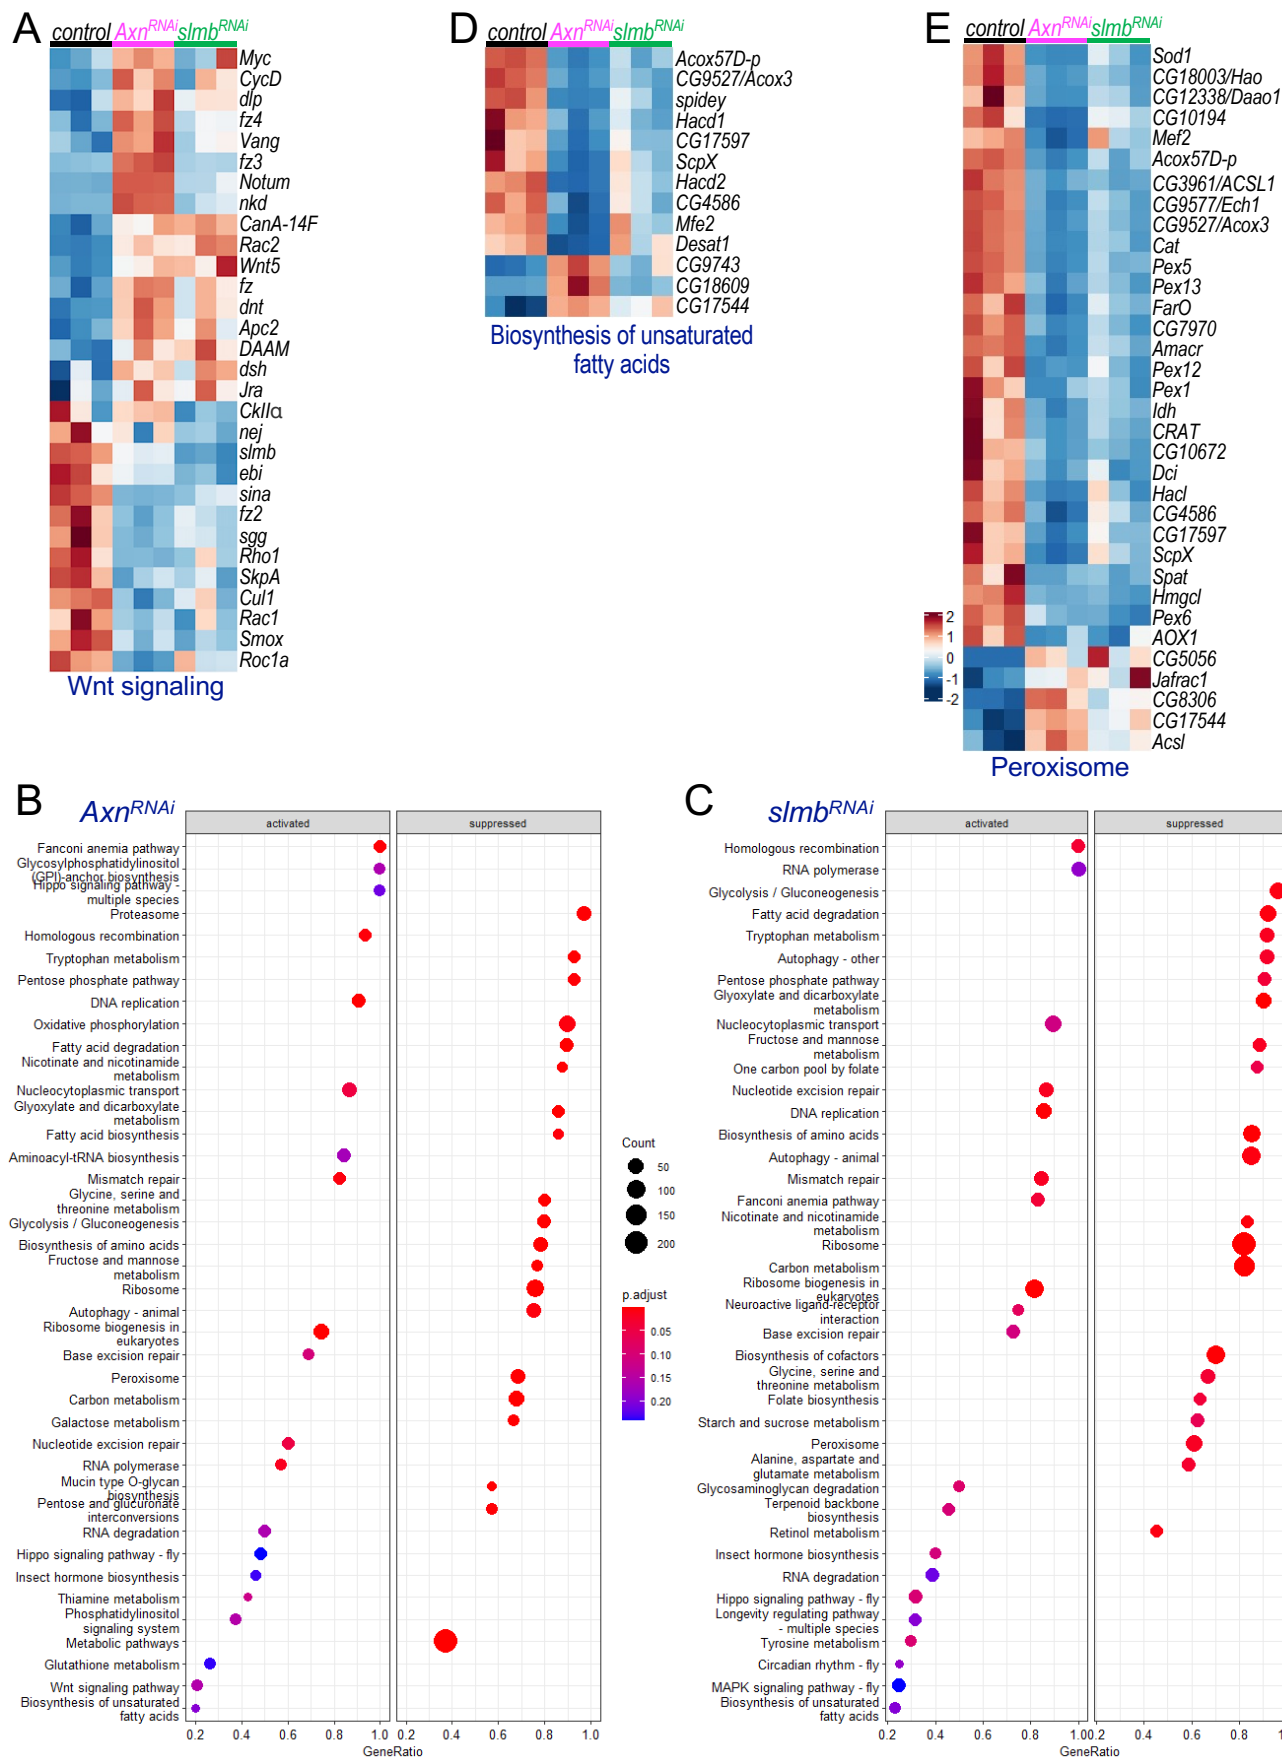

**Fig. S4 Bioinformatic analyses of RNA-seq data for genes altered in *Axn<sup>RNAi</sup>* or *slmb<sup>RNAi</sup>* fat bodies.**

(A) Heatmap illustrating gene expression changes in fat bodies related to the ‘Wnt signaling’ pathway. (B, C) Pathway enrichment bubble plots displaying major pathways significantly altered in larval fat body upon depletion of either *Axn* (B) or *slmb* (C). Genotypes: (B) *SREBP-Gal4/UAS-Axn<sup>RNAi</sup>*; +; and (C) *SREBP-Gal4/+; UAS-slmb<sup>RNAi</sup>*/. (D) Heatmap displaying downregulation of gene expression in the ‘Biosynthesis of unsaturated fatty acids’ pathway in *Axn<sup>RNAi</sup>* or *slmb<sup>RNAi</sup>* fat body. (E) Heatmap illustrating changes in gene expression for genes related to the ‘Peroxisome’ pathway.

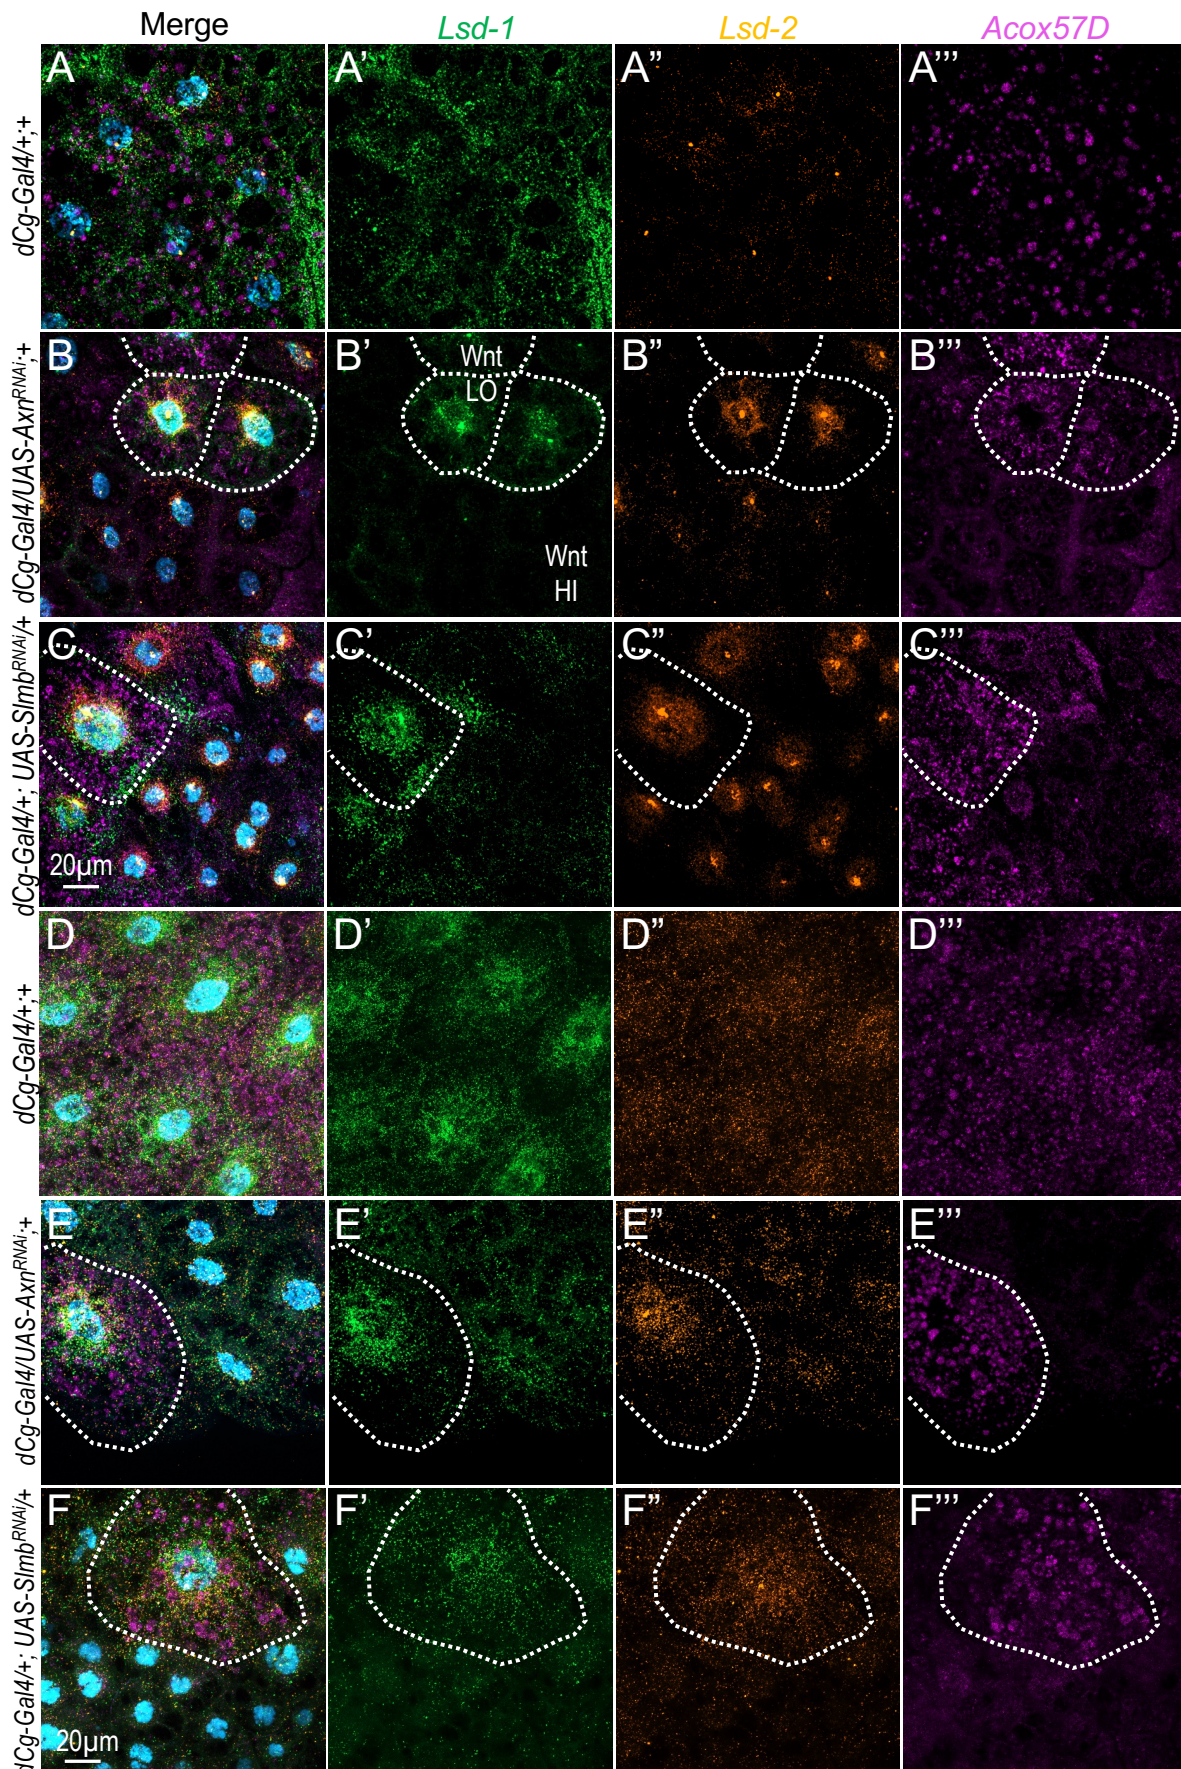

**Fig. S5. Detection of mRNA transcripts in larval adipocytes using the HCR assay.** mRNA transcripts of key genes visualized within larval adipocytes: *Lsd-1/FASN1* (green), *Lsd-2/AcCoAS* (orange), and *Acox57D/ACC* (magenta). Large adipocytes, identified as “Wnt LO” (indicating low Wnt/Wg signaling), outlined with dotted lines. In contrast, adjacent smaller adipocytes are labeled as “Wnt HI” (representing high Wnt/Wg signaling). Genotypes: (A/D) *dCg-Gal4/+; +*; (B/E) *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; +*; and (C/F) *dCg-Gal4/+; UAS-slmb<sup>RNAi</sup>/+*. Scale bars in panels C and F: 20  $\mu$ m.

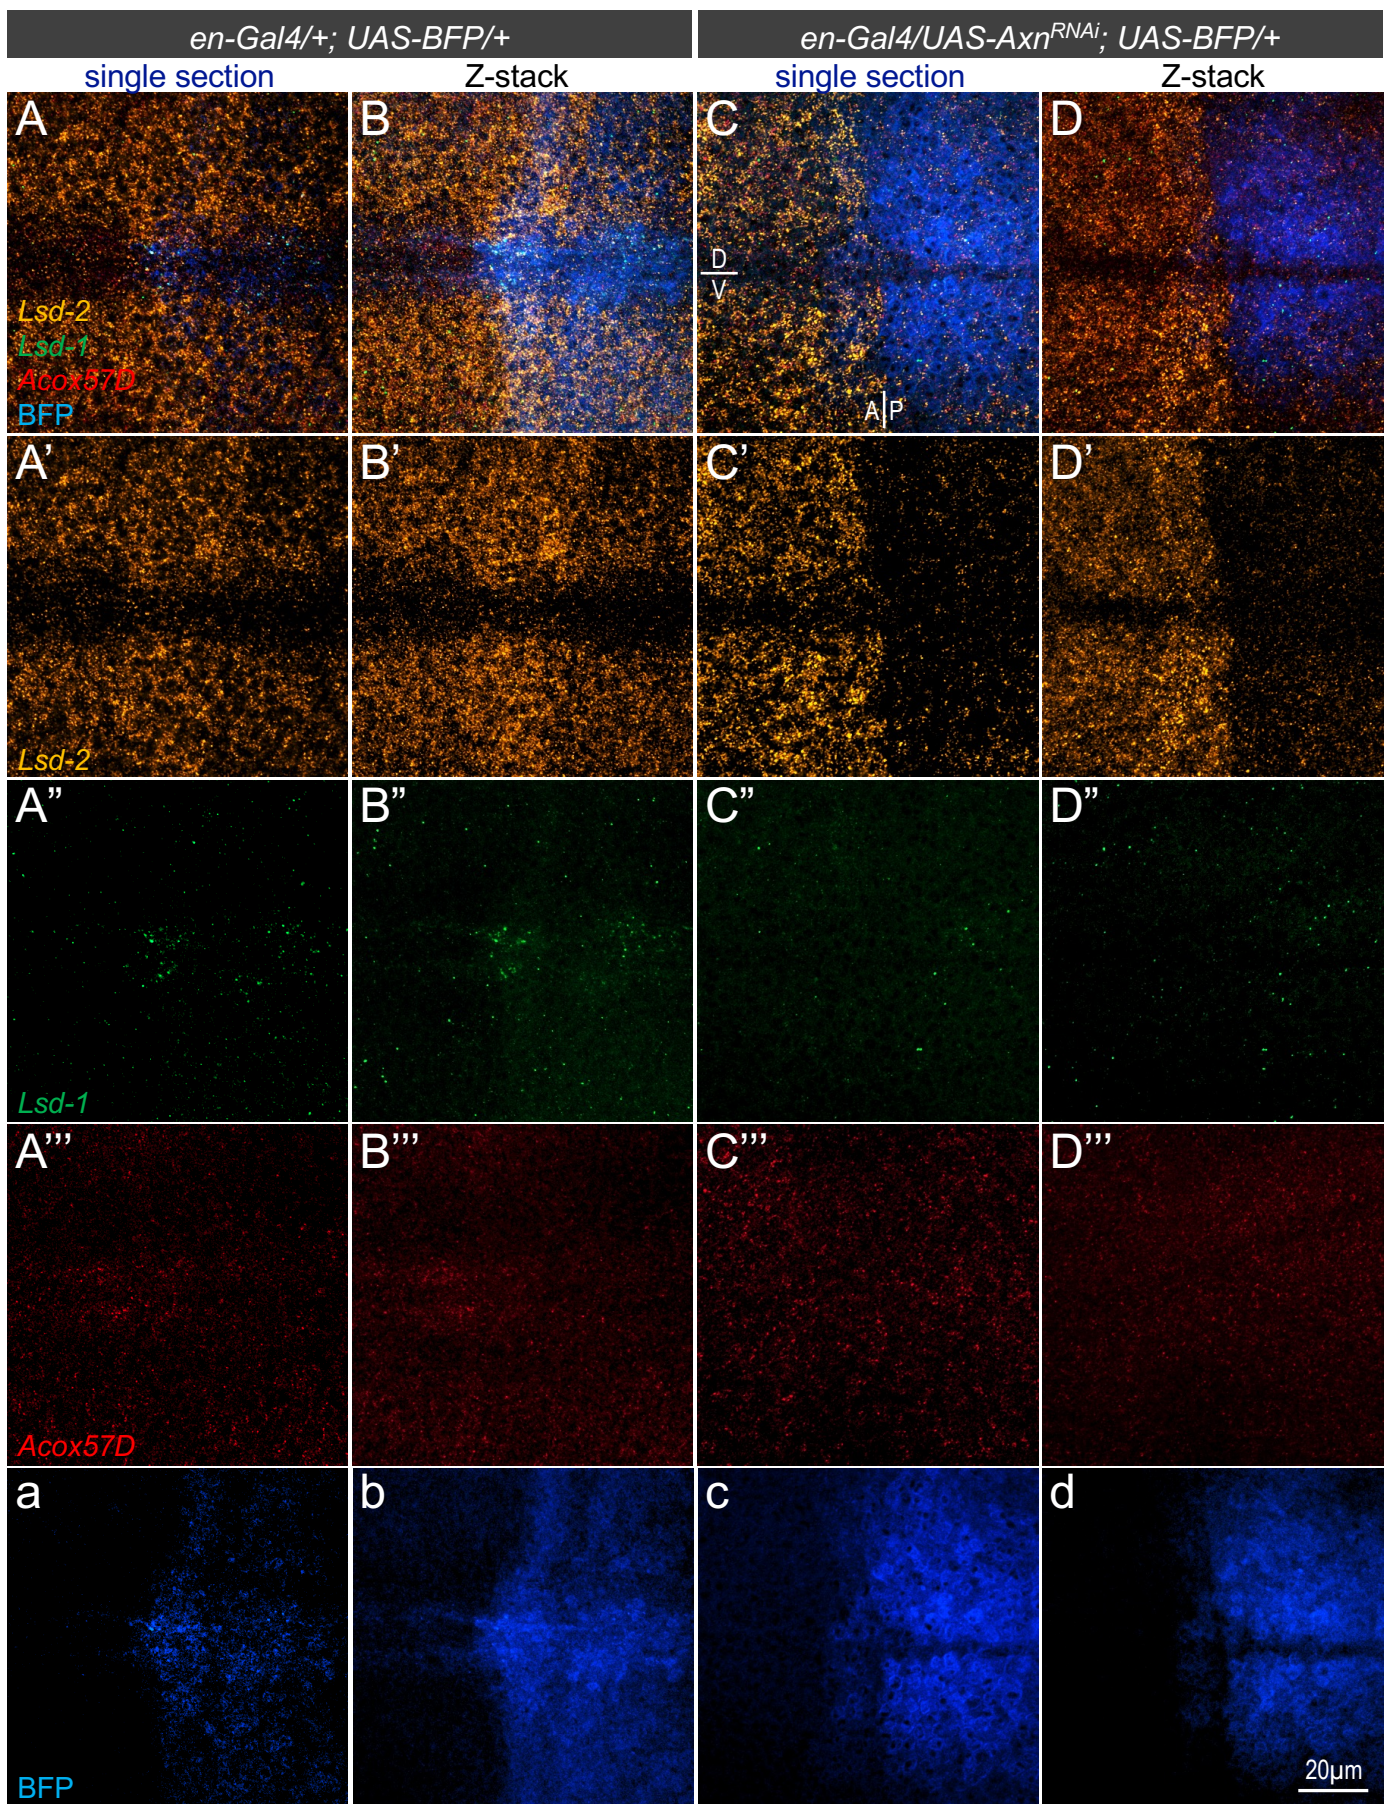

**Fig. S6 Detection of mRNA transcripts in wing discs using the HCR assay.** Confocal images displaying mRNA transcripts of *Lsd-2* (orange; A'-D'), *Lsd-1* (green; A''-D''), and *Acox57D* (red; A'''-D''') in the same discs as shown in Fig. 5A and Fig. 5B, respectively. (A-A'''/C-C''') Single focal plane; (B-B'''/D-D''') Z-stack projection; (a-d) BFP; merged images are shown in A-D. The dorsal/ventral (D/V) boundary and the anterior/posterior (A/P) boundaries are shown in C. Genotypes: (A/B) *en-Gal4/+; UAS-BFP/+*; and (C/D) *en-Gal4/UAS-Axn<sup>RNAi</sup>; UAS-BFP/+*. Scale bar in panel (d): 20 µm.

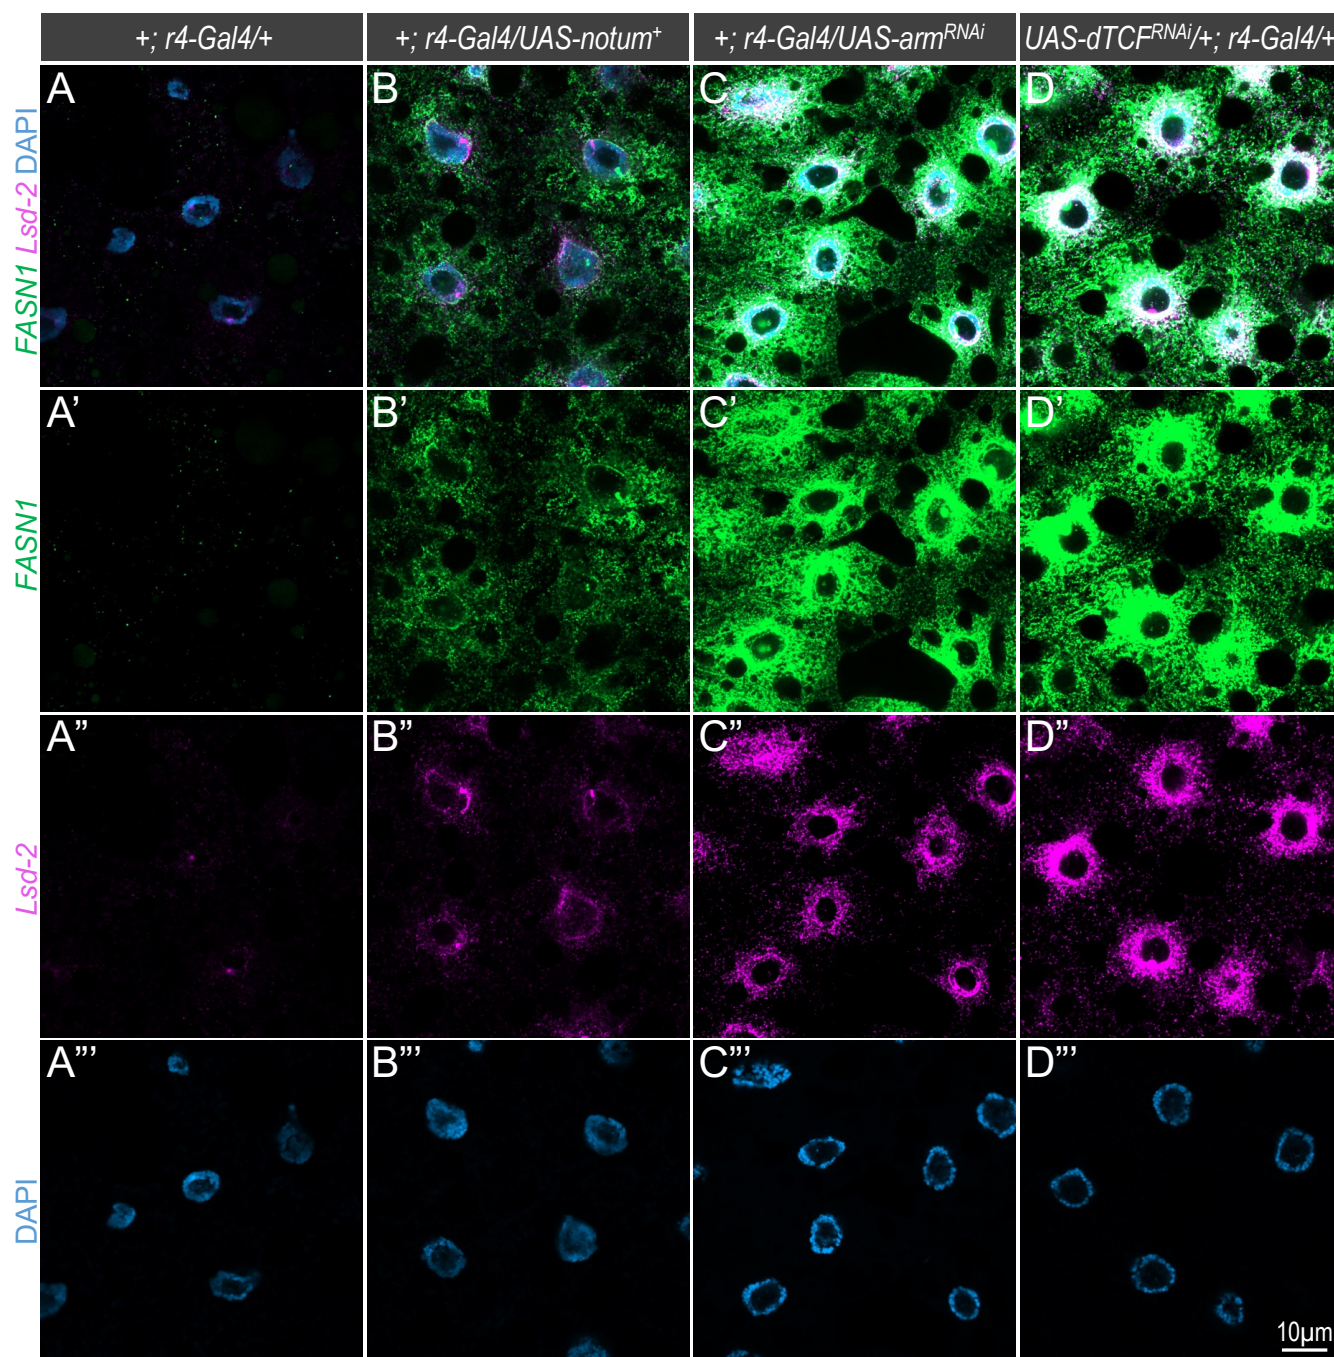

**Fig. S7 Physiological role of Wnt signaling in regulating lipid metabolism-related gene expression in larval adipocytes.** (A-D) Merged confocal images showing mRNA transcripts of *FASN1* (green) and *Lsd-2* (magenta) in larval adipocytes of indicated genotypes using the HCR assay. Single-channel images: (A'-D') *FASN1*; (A''-D'') *Lsd-2*; and (A'''-D''') DAPI. Genotypes: (A) +; *r4-Gal4*/+; (B) +; *r4-Gal4/UAS-notum*<sup>+</sup>; (C) +; *r4-Gal4/UAS-arm*<sup>RNAi</sup>; and (D) *UAS-dTCF*<sup>RNAi</sup>/+; *r4-Gal4*/+. Scale bar in panel D''': 10 μm.

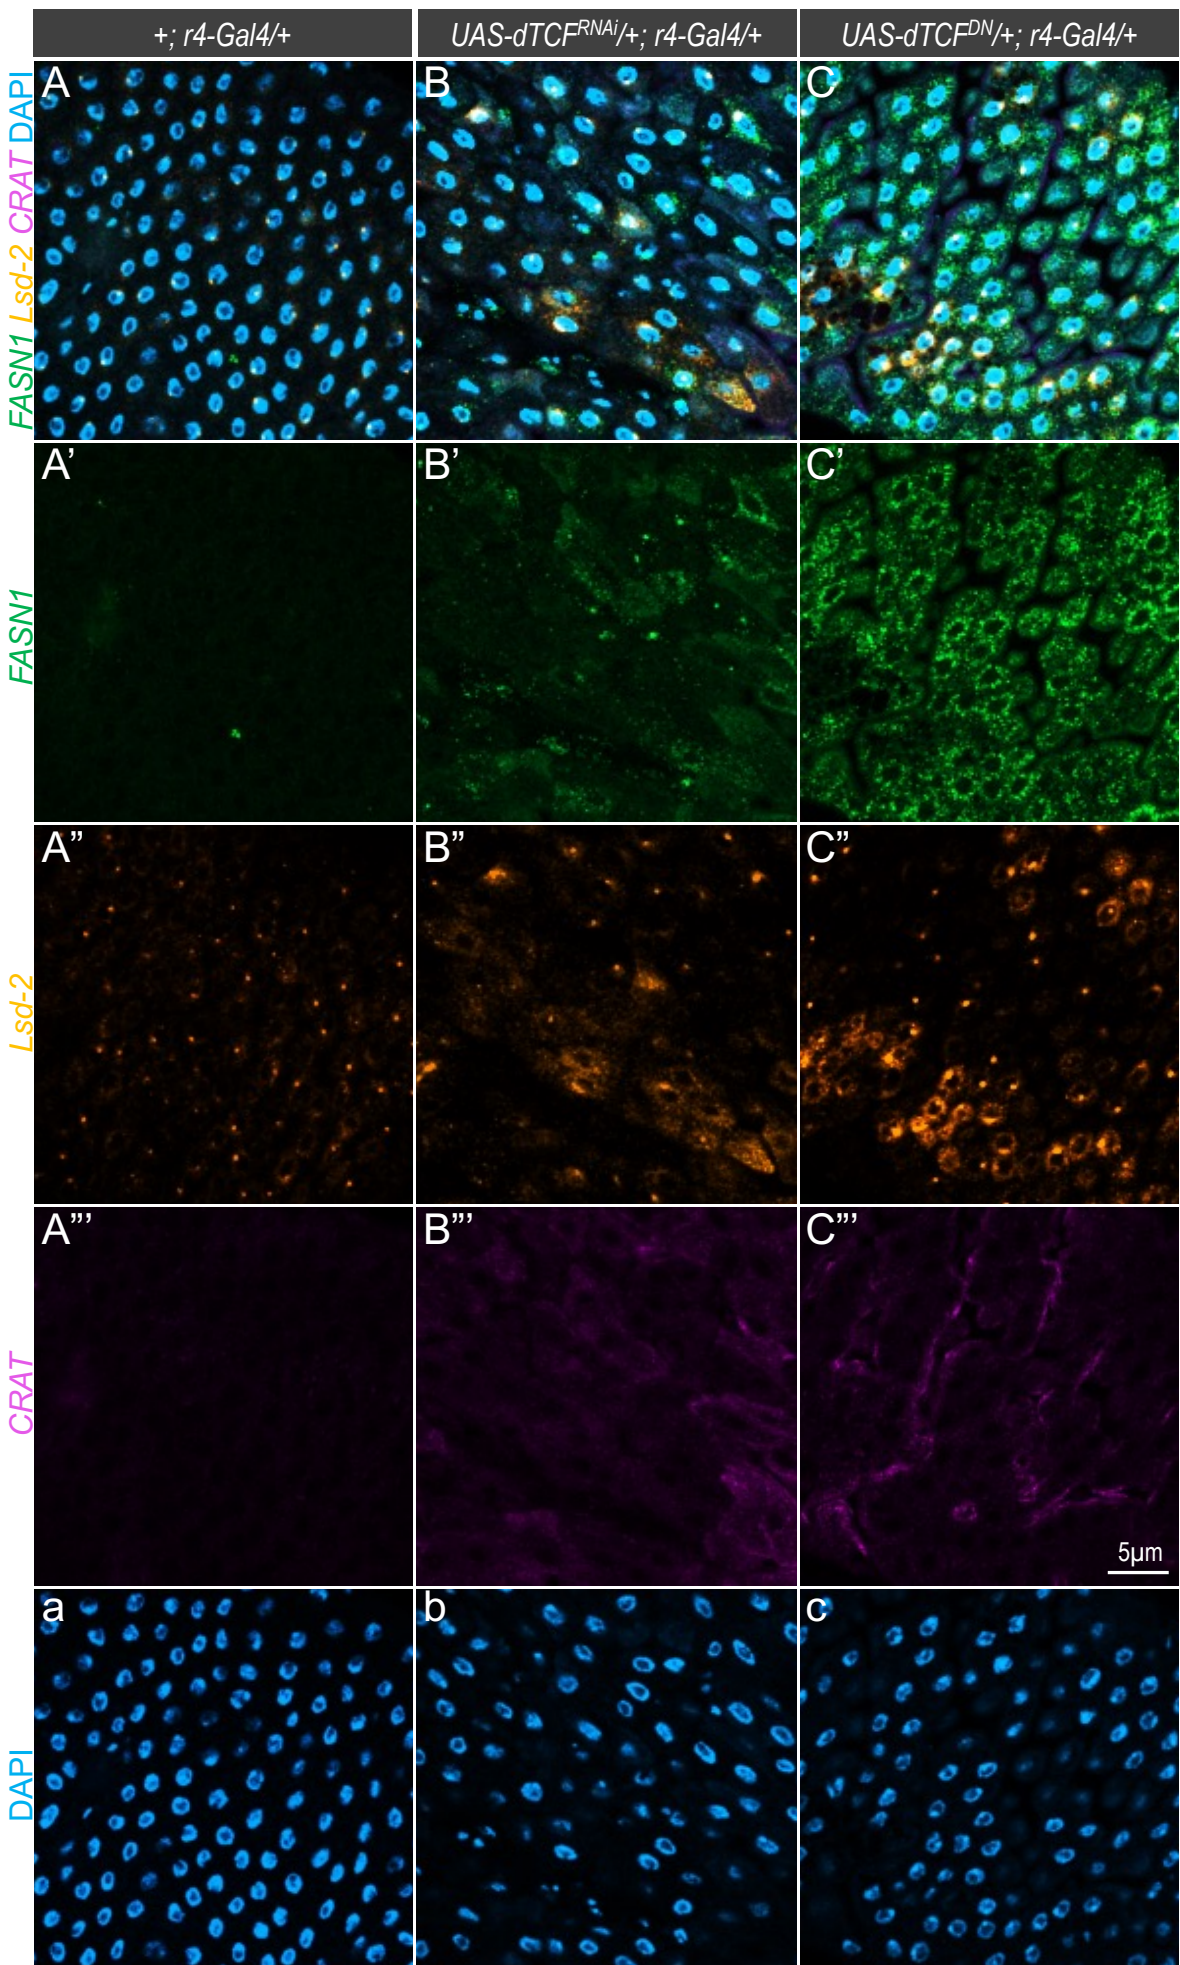

**Fig. S8 Detection of mRNA transcripts in adult midgut using the HCR assay.** (A-C) Merged confocal images presenting mRNA transcripts of *FASN1* (green), *Lsd-2* (orange), and *CRAT* (magenta) using the HCR assay in the R2 region of adult midgut of the following genotypes: (A) +; *r4-Gal4/+*; (B) *UAS-dTCF<sup>RNAi</sup>/+*; *r4-Gal4/+*; (C) *UAS-dTCF<sup>DN</sup>/+*; *r4-Gal4/+*. Nuclei are stained with DAPI (blue). The scale bar in panel C”: 5  $\mu$ m.

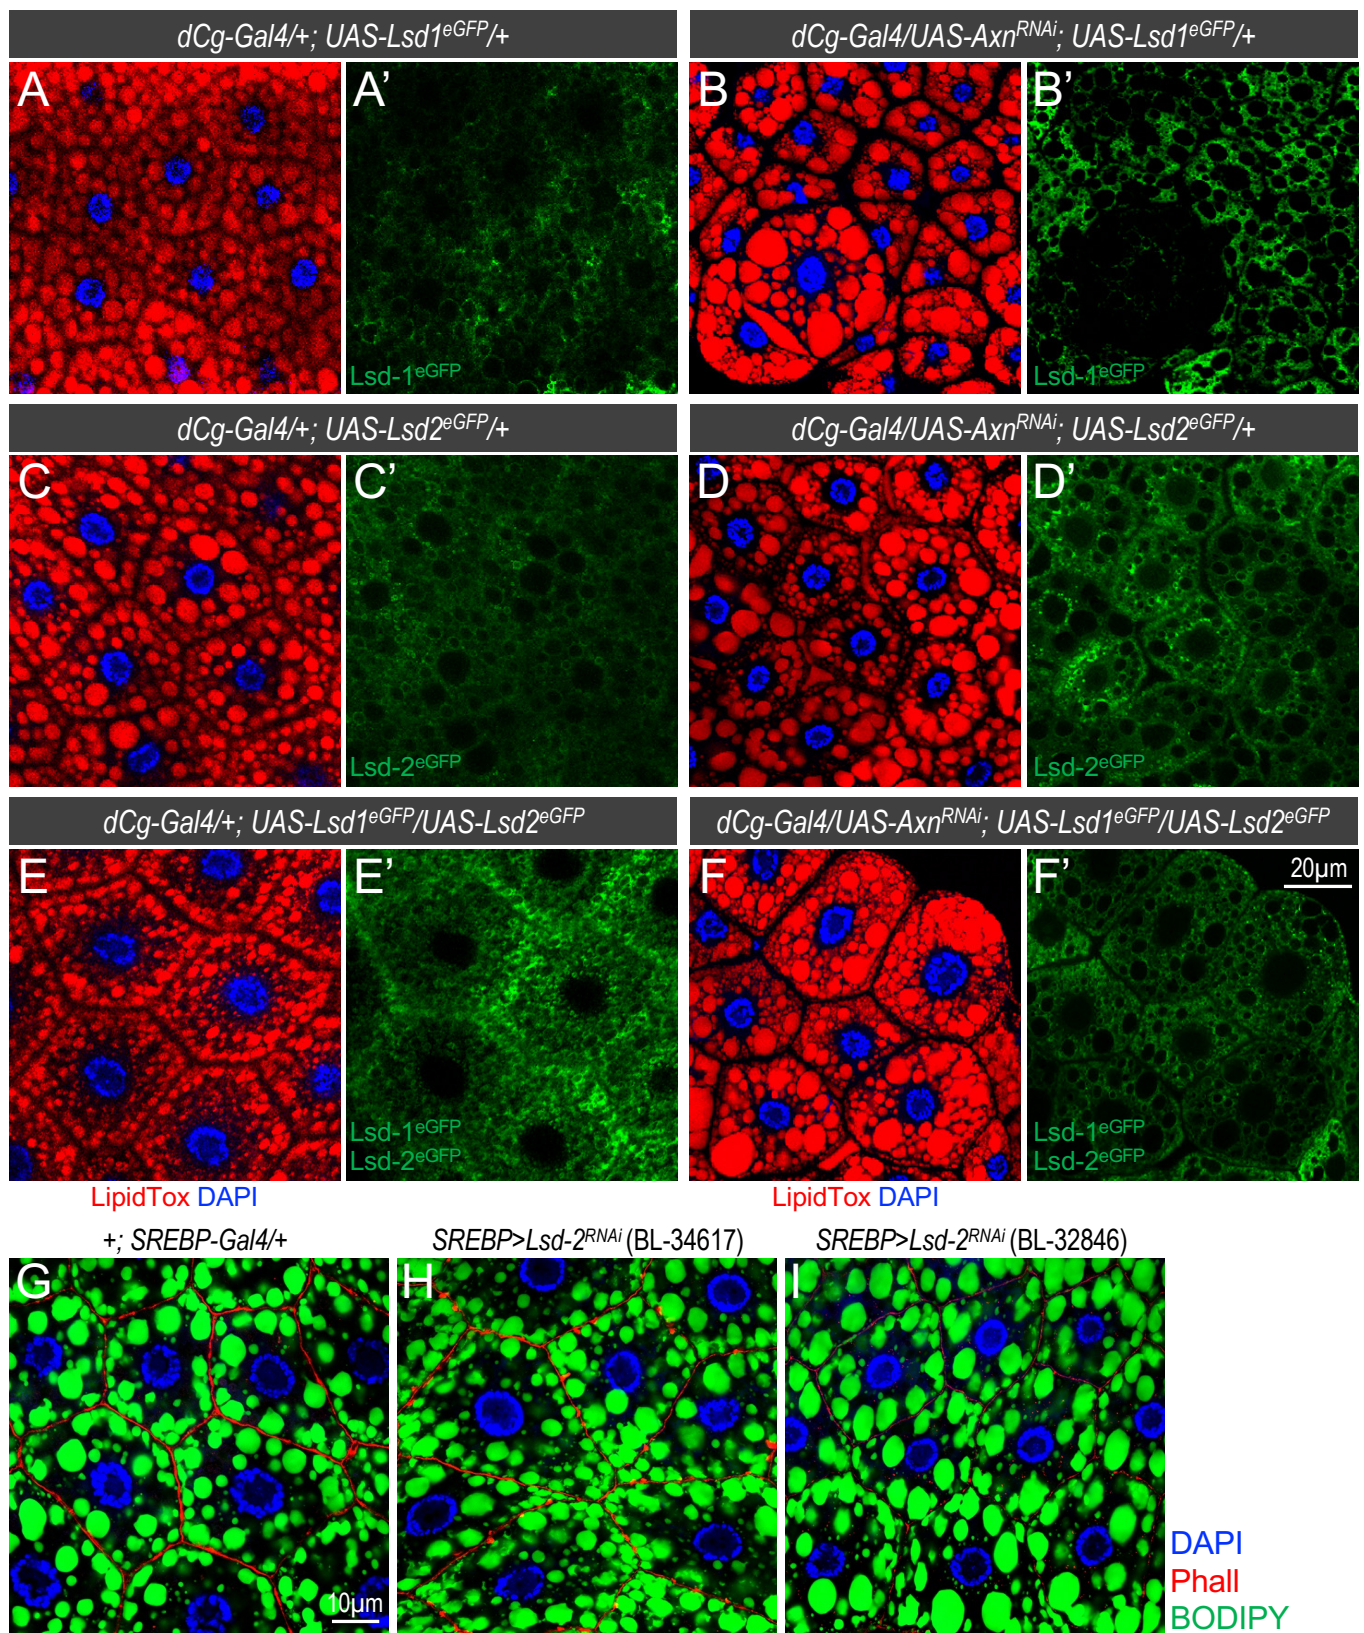

**Fig. S9 Confocal images of larval adipocytes from the indicated genotypes.** (A-D) Larval fat bodies stained with DAPI (blue) and LipidTox (red). Genotypes: (A/A') *dCg-Gal4/+; UAS-Lsd1<sup>eGFP</sup>/+*; (B/B') *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; UAS-Lsd1<sup>eGFP</sup>/+*; (C/C') *dCg-Gal4/+; UAS-Lsd2<sup>eGFP</sup>/+*; (D/D') *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; UAS-Lsd2<sup>eGFP</sup>/+*; (E/E') *dCg-Gal4/+; UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*; and (F/F') *dCg-Gal4/UAS-Axn<sup>RNAi</sup>; UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*. The scale bar in panel F' applies to images A-F: 20 μm. (G-I) Larval fat bodies stained with DAPI (blue), BODIPY (green), and Phall (red). Genotypes: (G) *+*; *SREBP-Gal4/+*; (H) *+*; *SREBP-Gal4/UAS-Lsd2<sup>RNAi</sup>* (BL-34617); and (I) *+*; *SREBP-Gal4/UAS-Lsd2<sup>RNAi</sup>* (BL-32846). The scale bar in panel G applies to images G-I: 10 μm.

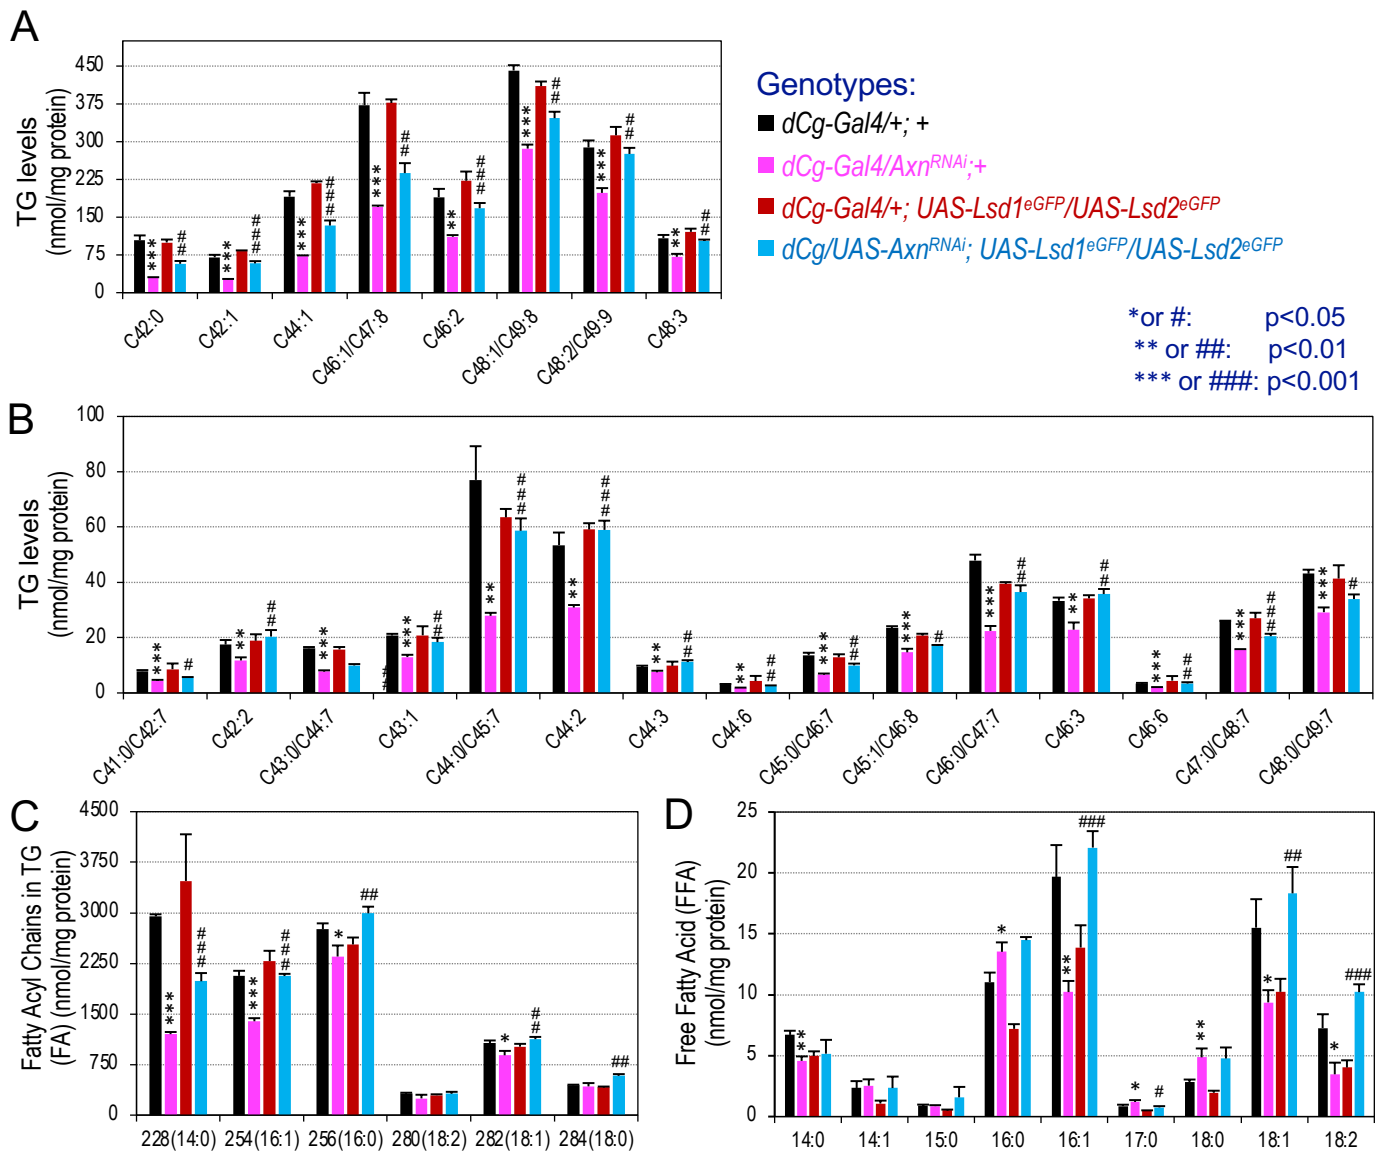

**Fig. S10. Quantitative lipidomics measurement in fat body from third instar larvae.** These figures present additional results from quantitative lipidomics analysis, focusing on various types of lipids in fat body dissected from third instar larvae. (A/B) Triglyceride (TG) levels, (C) Amount of fatty acyl chains within the total TG pool, and (D) FFAs contents. Specific genotypes are color coded and shown in panel A. Asterisks (\*) represent comparisons between '*dCg-Gal4/+; +*' and '*dCg-Gal4/UAS-Axn<sup>RNAi</sup>/+*', while pound signs (#) indicate comparisons between '*dCg-Gal4/+; UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*' and '*dCg/UAS-Axn<sup>RNAi</sup>; UAS-Lsd1<sup>eGFP</sup>/UAS-Lsd2<sup>eGFP</sup>*'. Statistical significance: \* or #:  $p < 0.05$ ; \*\* or ##:  $p < 0.01$ ; \*\*\* or ###:  $p < 0.001$ ; these significance values are based on one-tailed unpaired *t*-tests.

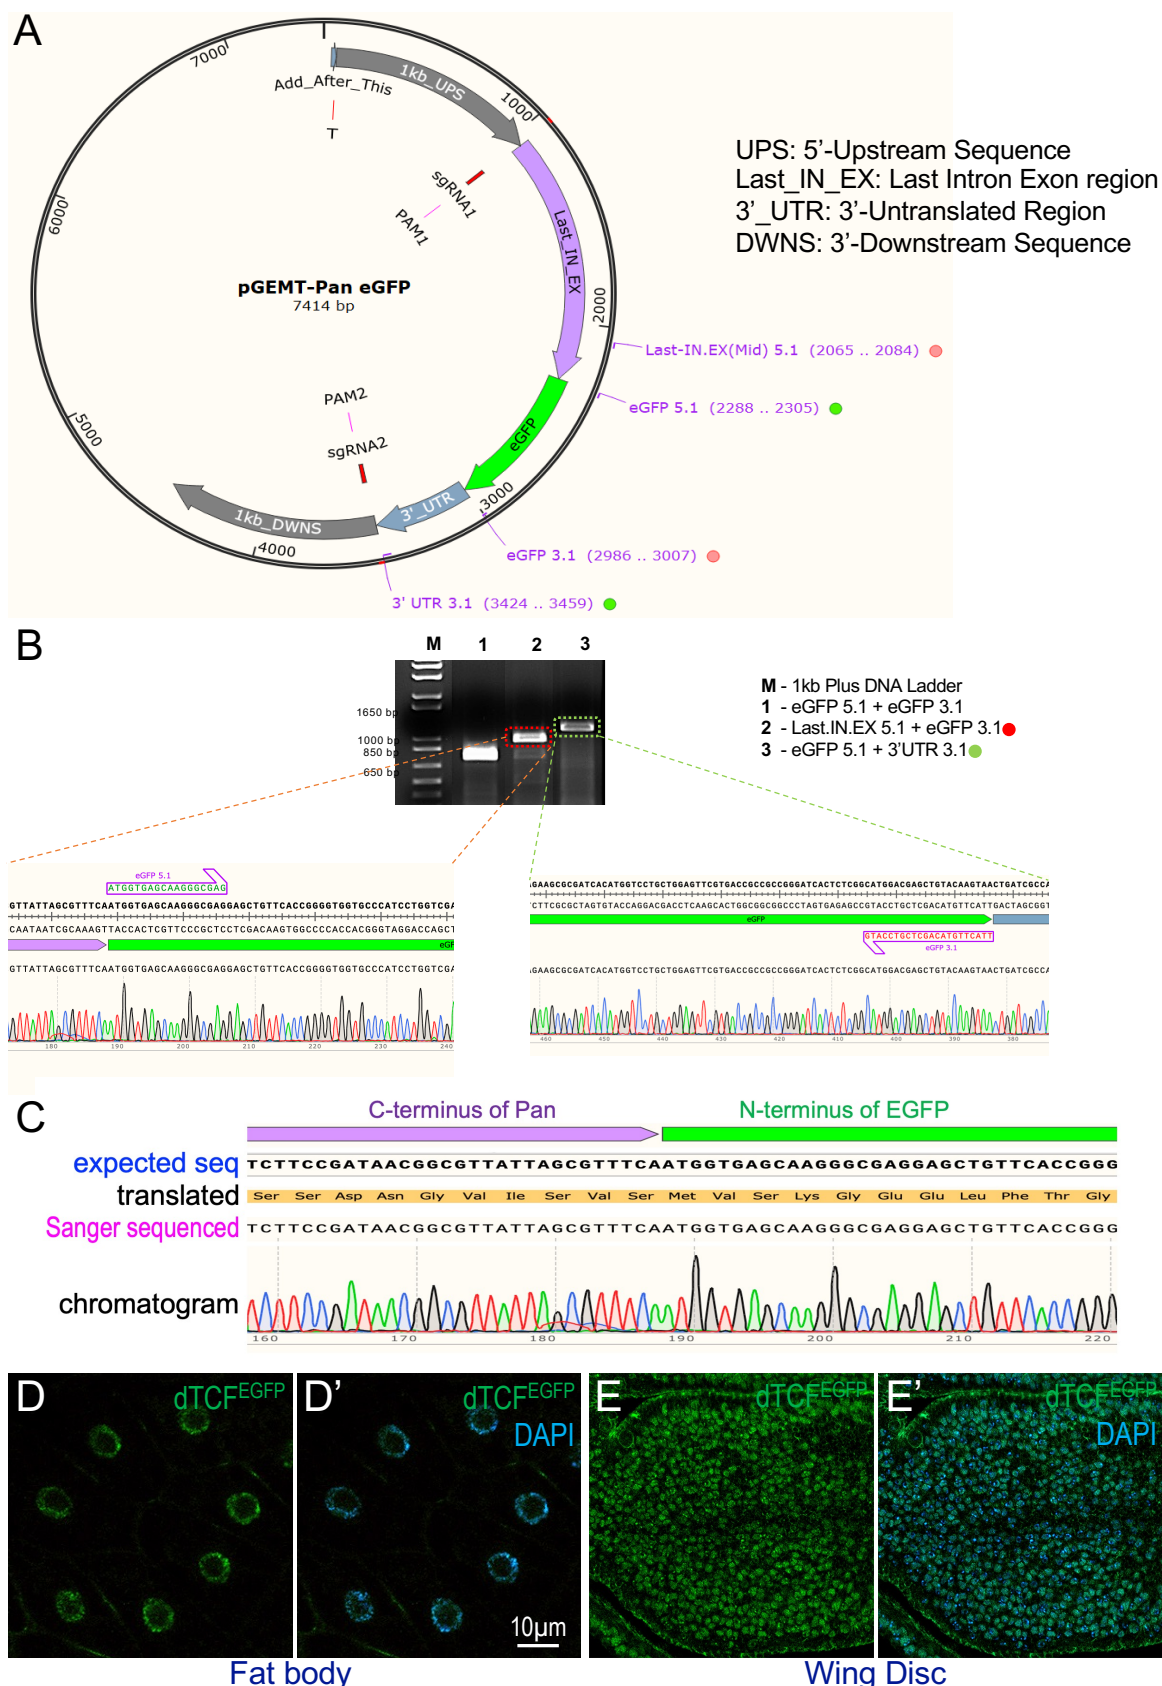

**Fig. S11. Generation and validation of the *dTCF<sup>EGFP</sup>* *Drosophila* strain.** This figure outlines the process of creating and validating the *dTCF<sup>EGFP</sup>* *Drosophila* strain. (A) The design of the donor template using the *pGEM-T-dTCF<sup>EGFP</sup>* vector. (B) The validation of the *dTCF<sup>EGFP</sup>* line by PCR using genomic DNA from *dTCF<sup>EGFP</sup>* homozygous larvae. (C) Sequencing results confirming the presence and accuracy of the *dTCF<sup>EGFP</sup>* in the genomic DNA. (D/D') Localization of dTCF in the nuclei of larval adipocytes. (E/E') Localization of dTCF in the nuclei of wing imaginal disc cells. (D'/E') Merged images with DAPI staining of nuclei (blue). The scale bar in panel D' applies to images D/D' and E/E': 10 µm.

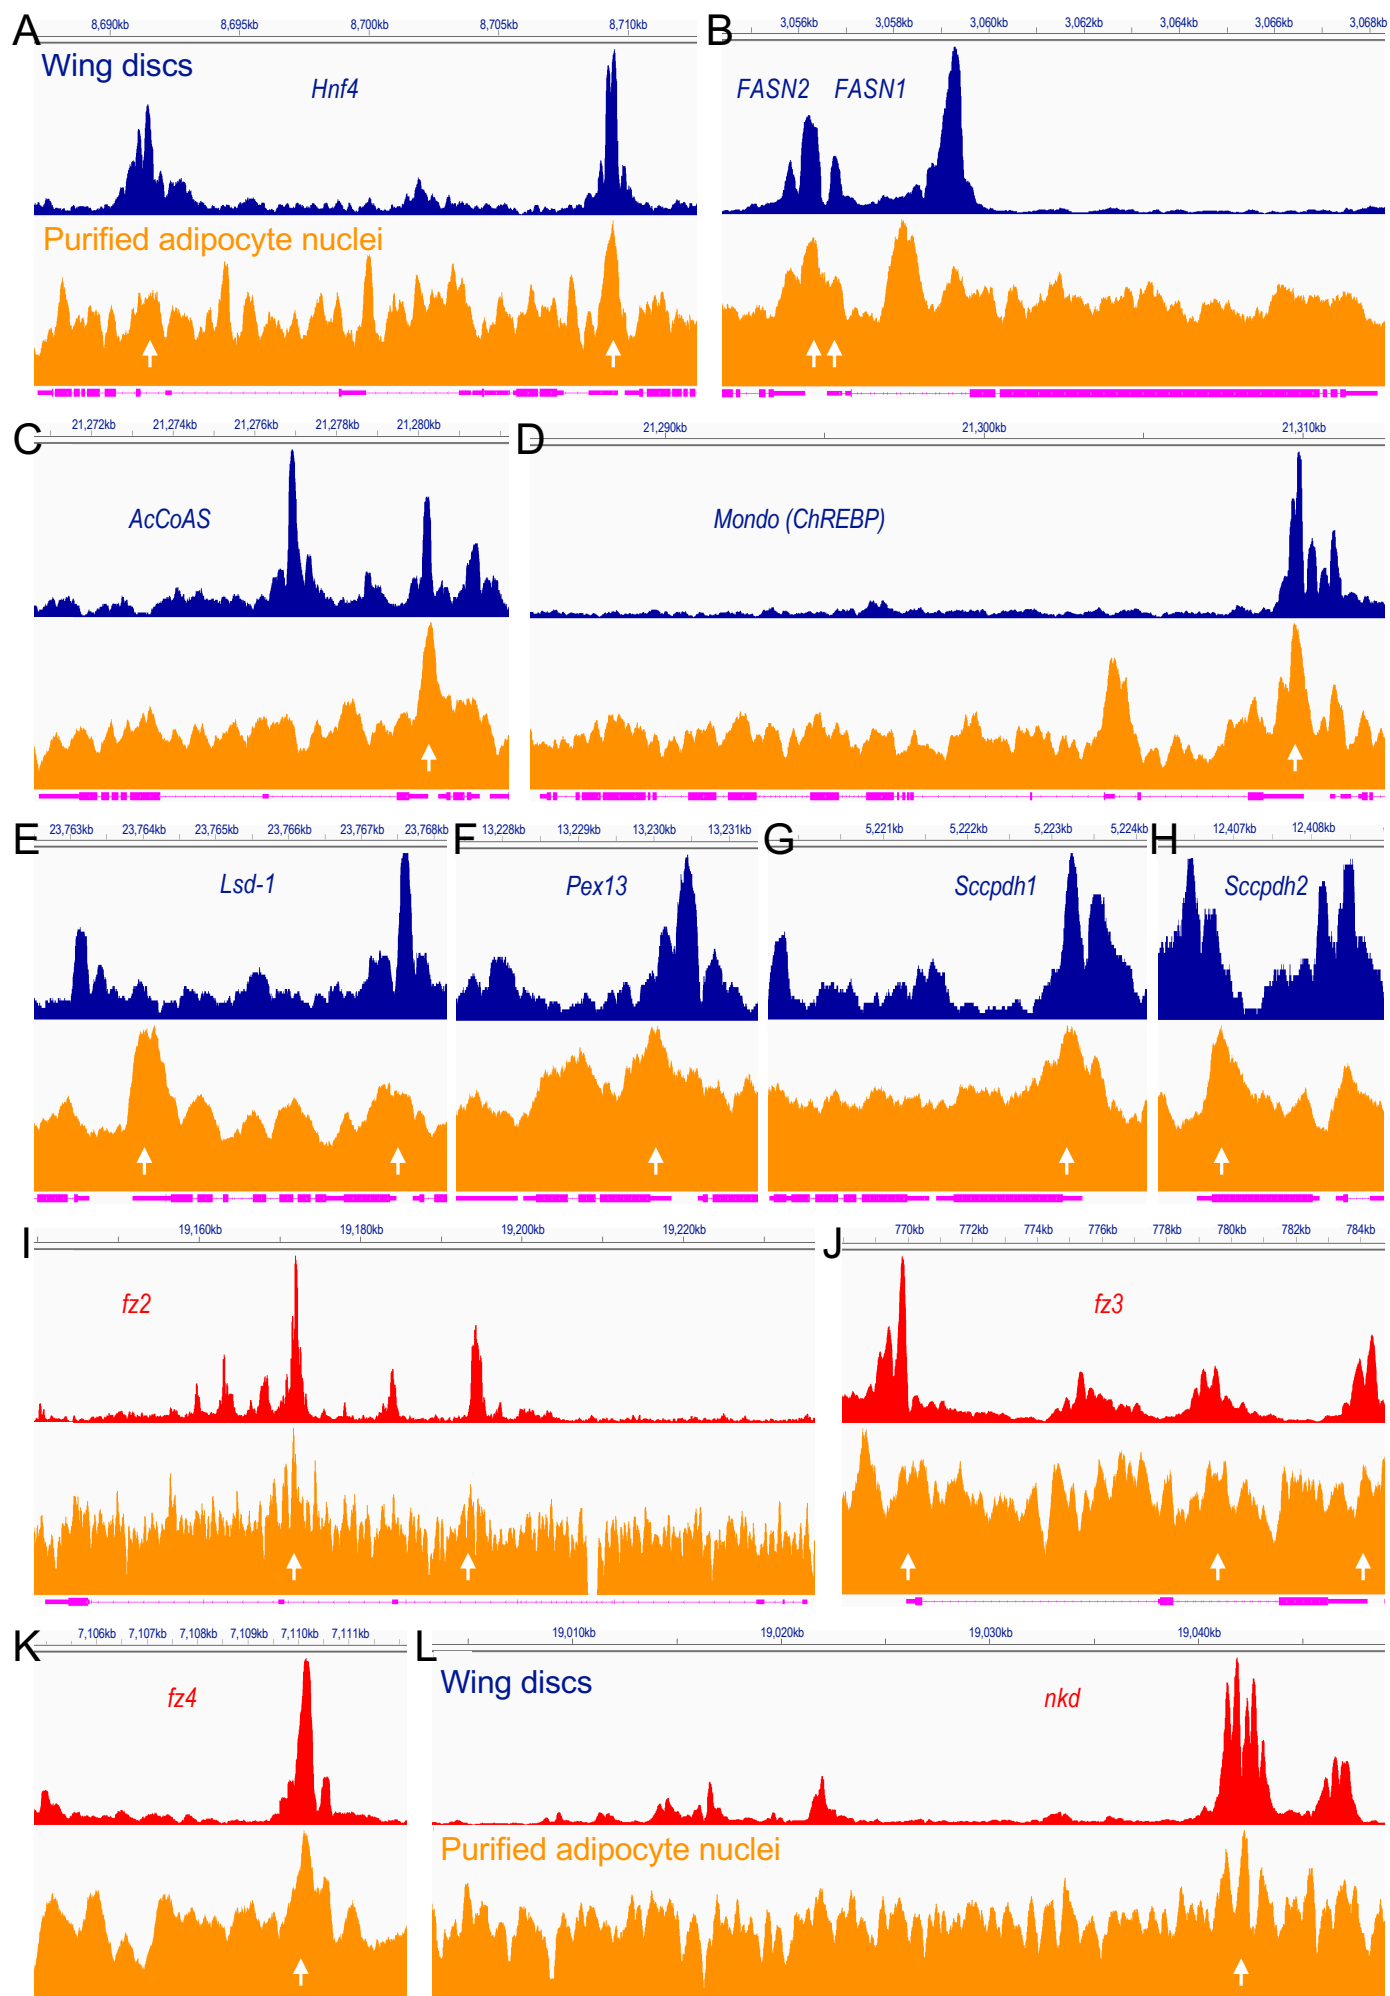

Fig. S12

**Fig. S12. Visualization of dTCF binding at genomic loci in CUT&RUN assay data from wing discs and purified adipocyte nuclei samples.** To facilitate comparison, the tracks are color-coded as follows: blue tracks represent genes downregulated by Wnt signaling in the wing disc sample, red tracks indicate genes stimulated by Wnt signaling in the wing disc sample, and orange tracks depict data from the purified adipocyte nuclei sample. Arrows highlight overlapping peaks observed in both sample sources, with a noticeable increase in background noise peaks in the purified adipocyte nuclei sample. The y-axis is autoscaled, while multiple transcript isoforms are collapsed and presented in magenta beneath each respective track. Specific genes included are *Hnf4* (A), *FASN1* (B), *AcoCoAS* (C), *Mondo* (D), *Lsd-1* (E), *Pex13* (F), *Sccpdh1* (G), *Sccpdh2* (H), *fz2* (I), *fz3* (J), *fz4* (K), and *nkd* (L).

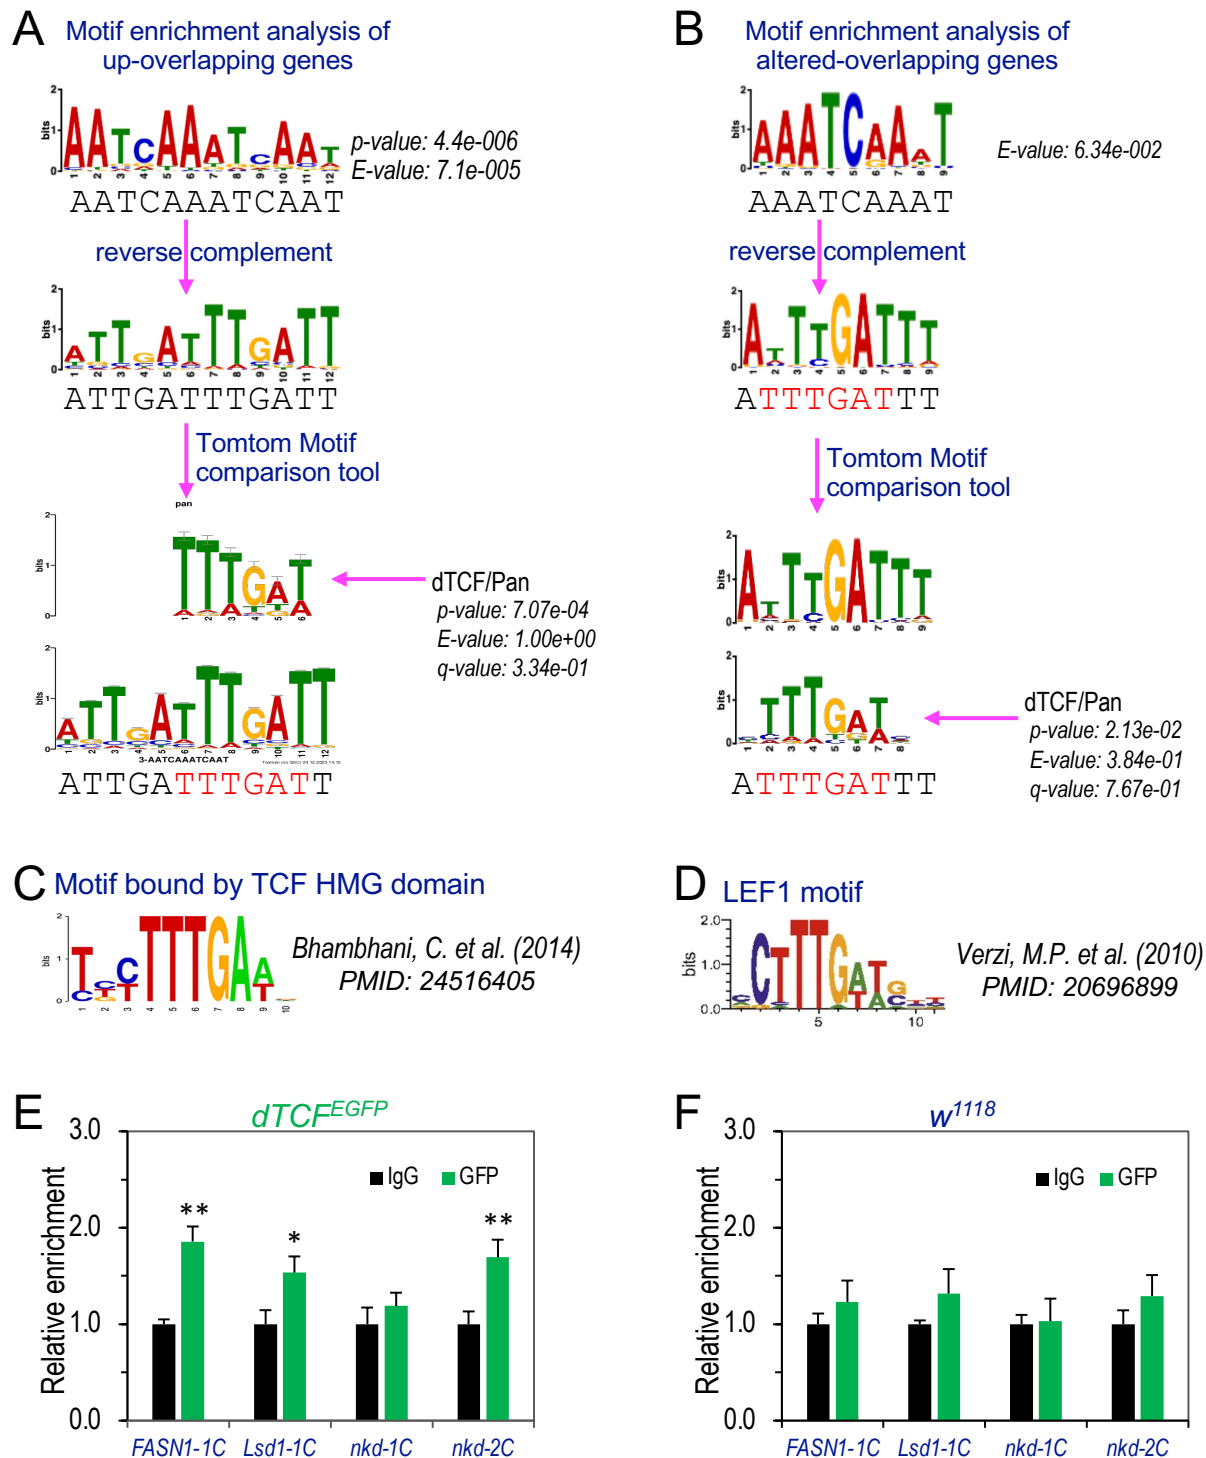

**Fig. S13. Motif enrichment analyses of genes with called dTCF/Pan binding peaks.** (A, B) Identification of a dTCF/Pan motif based on motif enrichment analysis of upregulated genes in both *Axn<sup>RNAi</sup>* and *slmb<sup>RNAi</sup>* adipocytes (A), and all called peaks in genes altered in both *Axn<sup>RNAi</sup>* and *slmb<sup>RNAi</sup>* adipocytes (B). For comparison, screenshots of motif bound by TCF HMG domain (C; from PMID 24516405) and LEF2 motif (D; from PMID 20696899) are included. (E, F) Validation of the CUT&RUN results using the ChIP-qPCR assay. (E) Relative enrichment of dTCF<sup>EGFP</sup> was assessed on the promoters of Wnt target gene *nkd*, and lipid metabolism-related genes, *FASN1* and *Lsd-1*. Samples were from dTCF<sup>EGFP</sup> homozygous embryos, with the IgG control shown in black. The primer pair ‘*nkd-1C*’ was positioned away from the dTCF<sup>EGFP</sup>-binding peaks (‘*nkd-2C*’) in the *nkd* promoter region. (F) Negative controls used *w<sup>1118</sup>* embryos.

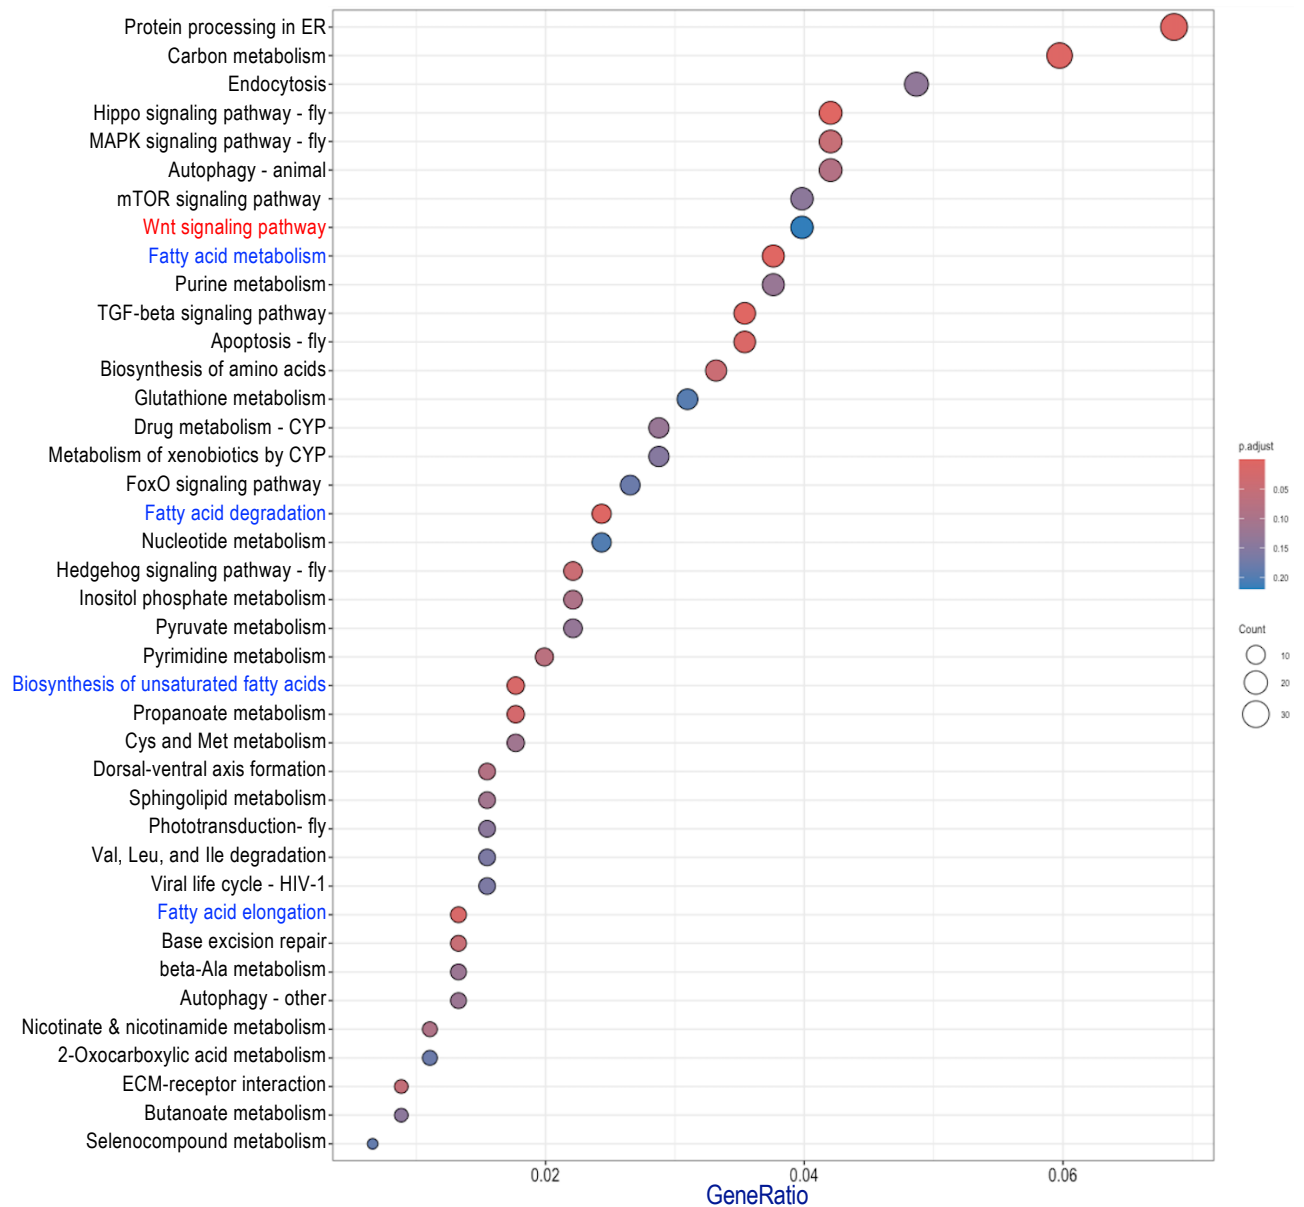

**Fig. S14. Pathway enrichment analyses of genes altered in both *Axn<sup>RNAi</sup>* and *slmb<sup>RNAi</sup>* adipocytes with called dTCF/Pan binding peaks.** This analysis identified the Wnt signaling pathway and several pathways related to lipid metabolism, which are highlighted.

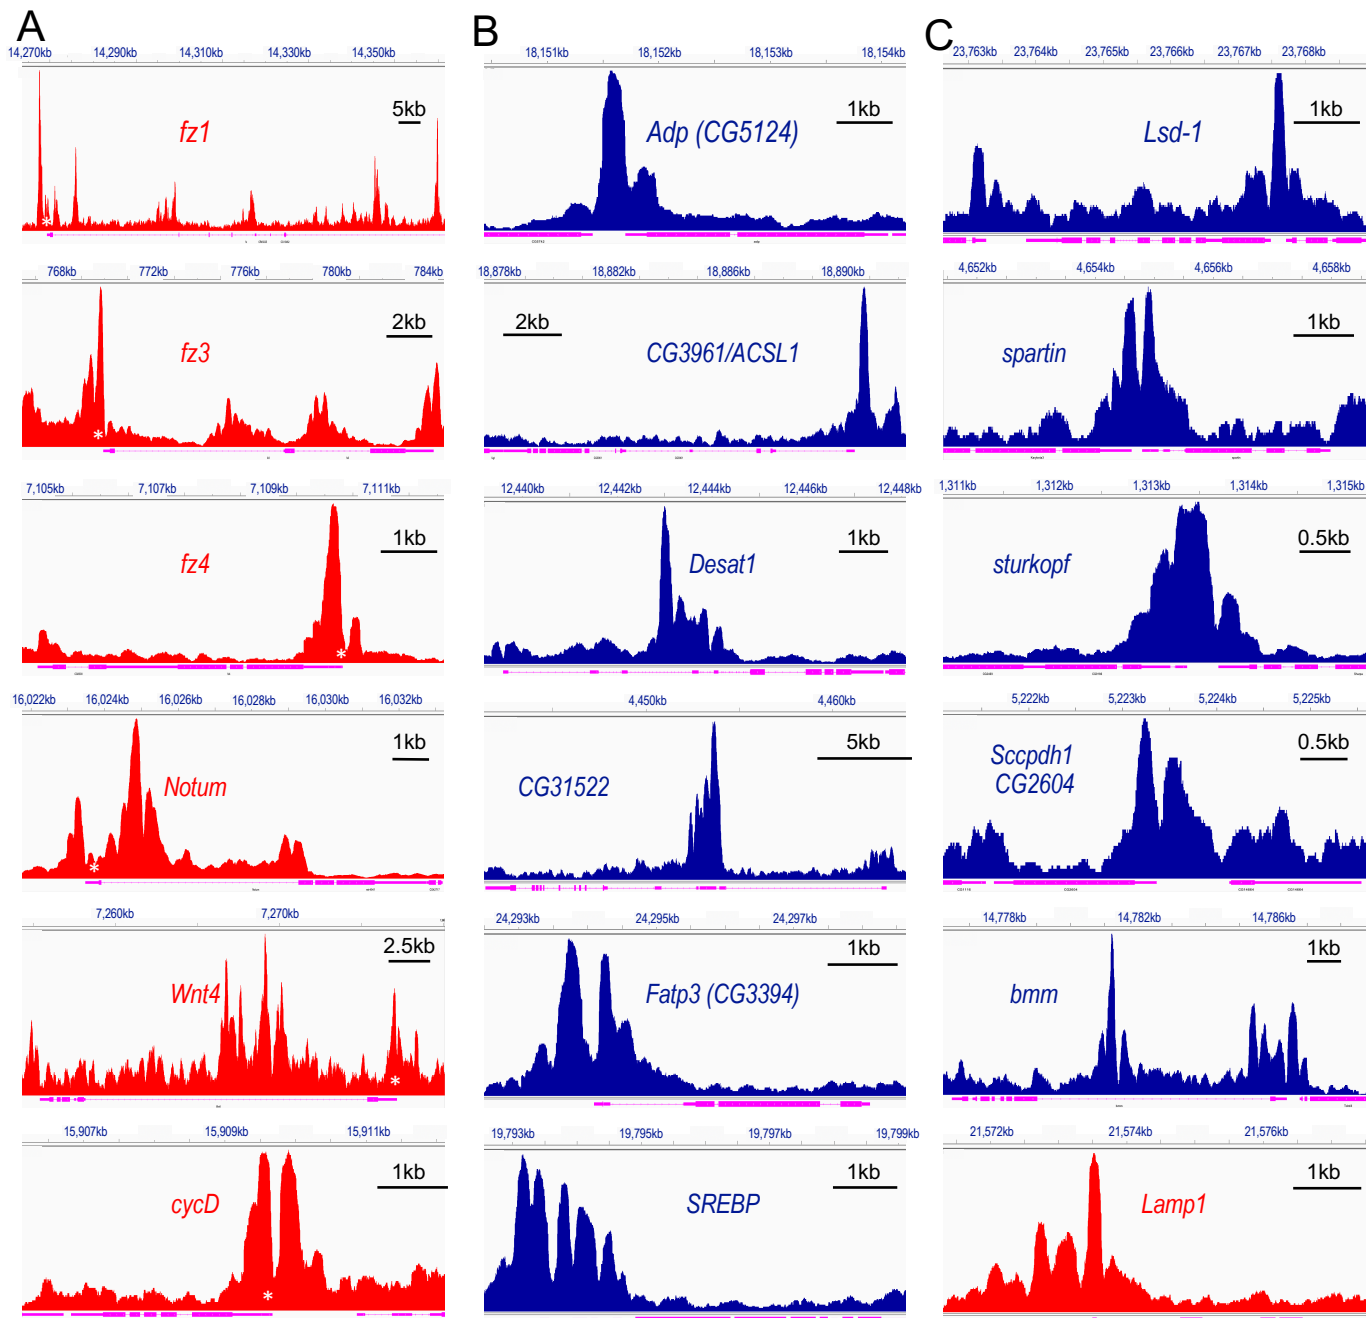

**Fig. S15. dTCF/Pan binding at diverse genomic loci.** This figure provides a visual representation of dTCF binding at various genomic loci, organized by their functional pathways. Genes activated by Wnt signaling are shown in red tracks, while genes downregulated by Wnt signaling are displayed in blue tracks. (A) Genes related to the Wnt signaling pathway. (B) Genes related to fatty acid biosynthesis pathway. (C) Genes related to LDAPs and lipid droplets. The asterisk (\*) indicates the transcription start site (TSS). The y-axis is autoscaled, while different transcript isoforms are consolidated and displayed in magenta beneath each respective track.

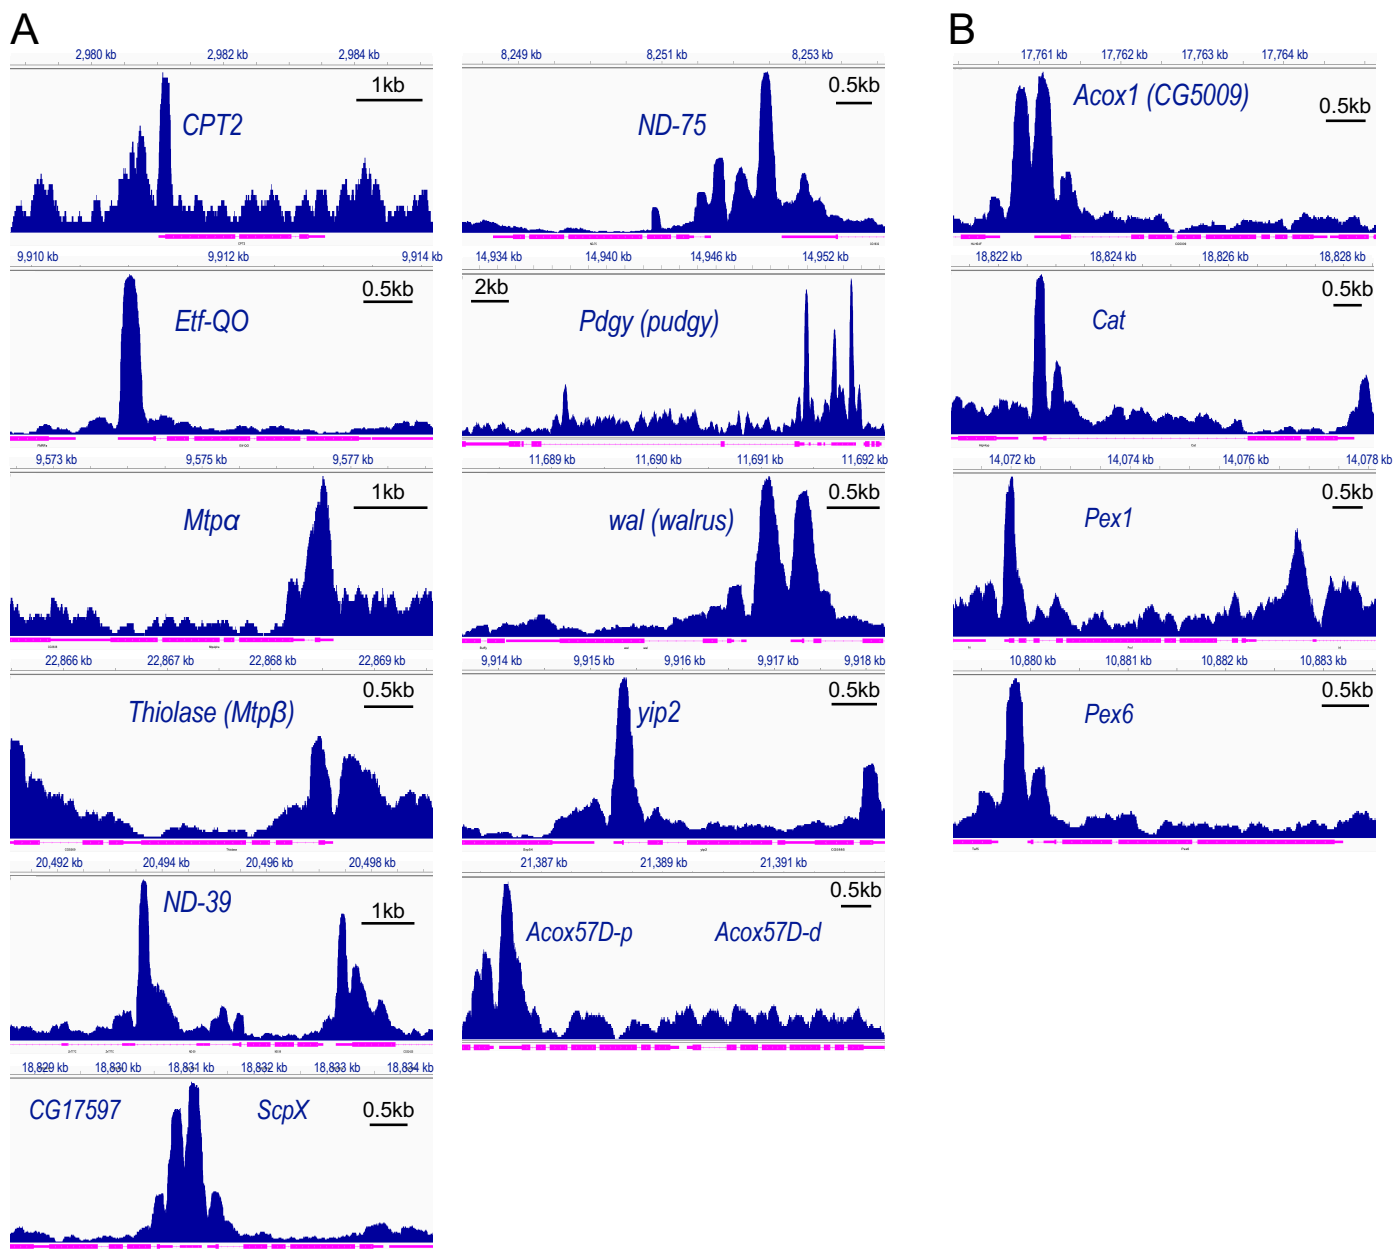

**Fig. S16. dTCF/Pan binding at diverse genomic loci.** (A) Genes related to FAO and the electron transport chain. (B) Genes related to peroxisome. Genes downregulated by Wnt signaling are displayed in blue tracks. The y-axis is autoscaled, while different transcript isoforms are consolidated and displayed in magenta beneath each respective track.

**Table S1 List of the *Drosophila* stocks used in this study**

| Stock # | Genotype                                                                | Comments                                                             |
|---------|-------------------------------------------------------------------------|----------------------------------------------------------------------|
| 7011    | <i>w[1118]; P{w[+mC]=Cg-GAL4.A}2</i>                                    | <i>dCg-Gal4</i>                                                      |
| 31705   | <i>y[1] v[1]; P{TRiP.HM04012}attP2</i>                                  | <i>UAS-Axn[RNAi]</i>                                                 |
| 32846   | <i>y[[1] sc* v[1] sev[21]; P{TRiP.HMS00629}attP2</i>                    | <i>UAS-Lsd-2[RNAi]</i>                                               |
| 33832   | <i>y[1] w*; P{w[+mC]=r4-GAL4}3</i>                                      | <i>r4-Gal4 (III)</i>                                                 |
| 33986   | <i>y[1] sc* v[1] sev[21]; P{TRiP.HMS00946}attP2</i>                     | <i>UAS-slmb[RNAi]</i>                                                |
| 34617   | <i>y[[1] sc* v[1] sev[21]; P{TRiP.HMS01292}attP2</i>                    | <i>UAS-Lsd-2[RNAi]</i>                                               |
| 35004   | <i>y1 sc* v[1] sev[21]; P{TRiP.HMS01414}attP2</i>                       | <i>UAS-arm[RNAi]</i>                                                 |
| 38394   | <i>y[1] w[*]; wg[Sp-1]/CyO; P{w[+mC]=GAL4-dSREBPg.K}A45/TM6B, Tb[+]</i> | <i>SREBP-Gal4 (III)</i> , Used with classical genetic recombinations |
| 38395   | <i>y[1] w[*]; P{w[+mC]=GAL4-dSREBPg.K}A39; SREBP[189]/TM6B, Tb[1]</i>   | <i>SREBP-Gal4 (II)</i> , Used with classical genetic recombinations  |
| 40848   | <i>y[1] v[1]; P{TRiP.HMS02015}attP40/CyO</i>                            | <i>UAS-dTCF[RNAi]</i> , Homozygous animals were used                 |
| 59759   | <i>y[1] w*; Mi{PT-GFSTF.1}nkdMI00209-GFSTF.1/TM3, Sb1Ser1</i>           | <i>nkd[EGFP]</i>                                                     |
| 60561   | <i>y[1] w* Mi{PT-GFSTF.1}armMI08675-GFSTF.1</i>                         | <i>arm[EGFP]</i>                                                     |
| 62434   | <i>y[1] v[1]; P{TRiP.HMJ23888}attP40/CyO</i>                            | <i>UAS-Axn[RNAi]</i> , Balancer changed to CyO,Tb                    |
| 65020   | <i>y[1] sc* v[1] sev[21]; P{TRiP.HMC05894}attP40</i>                    | <i>UAS-Lsd-1[RNAi]</i>                                               |
|         | <i>Sp/Cyo; fz3-RFP/TM6B</i>                                             |                                                                      |
|         | <i>UAS-notum-V5/Cyo</i>                                                 | a kind gift from Dr. Yashi Ahmed                                     |
|         | <i>UAS-dTCF[DN](II)</i>                                                 |                                                                      |
|         | <i>UAS-Lsd1[EGFP]/TM3,Sb</i>                                            |                                                                      |
|         | <i>UAS-Lsd2[EGFP]/TM3,Sb</i>                                            | a kind gift from Dr. Mathias Beller                                  |

**Table S2 Primers used to generate the dTCF[EGFP] strain using the CRISPR-Cas9 technique**

| Primer name                  | Primer Sequence (5' to 3' )                   |
|------------------------------|-----------------------------------------------|
| 1kb_UPS_Pan 5.1              | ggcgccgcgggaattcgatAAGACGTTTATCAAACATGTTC     |
| 1kb_UPS_Pan 3.1              | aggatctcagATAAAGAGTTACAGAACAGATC              |
| Last_IN_EX_Pan 5.1           | actcttatCTGAGATCCTTGCTGCATG                   |
| Last_IN_EX_Pan 3.1           | tgctcacatTGAAACGCTAATAACGCC                   |
| eGFP_Pan 5.1                 | tagcgtttcaATGGTGAGCAAGGGCGAG                  |
| eGFP_Pan 3.1                 | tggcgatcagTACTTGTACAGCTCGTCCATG               |
| 3(pr)_UTR_Pan 5.1            | gtacaagtaaCTGATCGCCATGGATTTG                  |
| 3(pr)_UTR_Pan 3.1            | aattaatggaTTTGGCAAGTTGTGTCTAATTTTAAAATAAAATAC |
| 1kb_DWNS_Pan 5.1             | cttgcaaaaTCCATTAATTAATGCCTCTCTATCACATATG      |
| 1kb_DWNS_Pan 3.1             | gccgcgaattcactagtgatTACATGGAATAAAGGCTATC      |
| SgRNA1_Pan 5.1               | gtcGATCTGTTCTGTAACTCTTA                       |
| SgRNA1_Pan 3.1               | aaacTAAGAGTTACAGAACAGATC                      |
| SgRNA2_Pan 5.1               | gtcGTCCATTAATTAATGCCTCTC                      |
| SgRNA2_Pan 3.1               | aaacGAGAGGCATTAATTAATGGA                      |
| 1kb_UPS_Pan(Seq) 5.1         | AAGACGTTTATCAAACATGTTC                        |
| 1kb_UPS_Pan(Seq) 3.1         | ATATAAGAGTTACAGAACAGATC                       |
| Last_IN_EX_Pan(Seq) 5.1      | CTGAGATCCTTGCTGCATG                           |
| Last_IN_EX_Pan(Seq) 3.1      | TGAAACGCTAATAACGCC                            |
| eGFP_Pan(Seq) 5.1            | ATGGTGAGCAAGGGCGAG                            |
| eGFP_Pan(Seq) 3.1            | TACTTGTACAGCTCGTCCATG                         |
| 3(pr)_UTR_Pan(Seq) 5.1       | CTGATCGCCATGGATTTG                            |
| 3(pr)_UTR_Pan(Seq) 3.1       | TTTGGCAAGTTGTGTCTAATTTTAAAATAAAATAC           |
| 1kb_DWNS_Pan(Seq) 5.1        | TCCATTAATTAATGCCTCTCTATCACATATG               |
| 1kb_DWNS_Pan(Seq) 3.1        | TACATGGAATAAAGGCTATC                          |
| 1kb_UPS(Mid)_Pan(Seq) 5.1    | GTATGTGTGCGGCAGAGCG                           |
| Last_IN_EX(Mid)_Pan(Seq) 5.1 | CTATCATGCTAATCACTCGC                          |

\*Mutated PAM sites

**Table S3 Primers used for the ChIP-qPCR assay**

| <b>Primer name</b> | <b>Primer Sequence (5' to 3' )</b> |
|--------------------|------------------------------------|
| <i>Rp49-5.1C</i>   | TACAGGCCCAAGATCGTGAA               |
| <i>Rp49-3.1C</i>   | TCTCCTTGCGCTTCTTGGA                |
| <i>dFASN1-5.1C</i> | GCTCTCTTTGGCACCCACCTCC             |
| <i>dFASN1-3.1C</i> | CGTG TAGCCACTACAAATTGCC            |
| <i>Lsd1-5.1C</i>   | AACGGACTGCAGTTTGAACC               |
| <i>Lsd1-3.1C</i>   | ATCGCACCATATATGACCCG               |
| <i>nkd-5.1C</i>    | CTTTGAAGCCCCAGAGAGAGATTTC          |
| <i>nkd-3.1C</i>    | GCATCTGCCAGCAATTAGTGTAC            |
| <i>nkd-5.2C</i>    | GACTTTCAGACAAACGGACGCAC            |
| <i>nkd-3.2C</i>    | CGCAAAGCGCAGCTTGGCAG               |

How the deposited data were processed for this re-analysis (not part of the article)

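Dissected fat body and whole larvae of the third instar were studied by RNA sequencing. The fat-body libraries are 3 each of the *SREBP-Gal4/+* control and of larvae with an RNAi transgene against *Axn* or *slmb* under the same driver, from 20 larvae per replicate. The whole-larva libraries are 3 each labelled as *w1118* fed DMSO, *Axn127* fed DMSO and *Axn127* fed bortezomib (BTZ). The paper reports the fat-body libraries. For the whole-larva groups it reports proteomics, and its text does not report their RNA sequencing. The BTZ dose of the whole-larva RNA samples is not given in the sources used here.

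Both deposited tables hold counts per gene that the authors made from the reads, without normalization. For the fat body, the authors aligned the reads of ribosome-depleted, stranded total RNA libraries to dm6 with STAR. Counting was done with featureCounts on exons grouped by gene, without a strand or multi-mapping option. Genes whose exons overlap on either strand therefore lose or share counts, and members of multi-copy families are counted low. For the whole larvae, the aligner, the counting tool and the annotation are not given separately in the sources used here, and the table lists the same 17562 genes. The values of both tables are whole numbers. Gene identifiers were matched to current FlyBase symbols for 17477 genes, and positions are those of the fat-body table on dm6.

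Each table was fitted with 1 model of its 9 libraries in edgeR 4.0.16 (R 4.3.3). Genes were filtered with filterByExpr (minimum count 10, minimum total 15), which left 8303 genes in the fat body and 11595 in the whole larvae. TMM factors, estimateDisp, glmQLFit and glmQLFTest followed, with Benjamini-Hochberg adjustment over all tested genes and calls at an adjusted p under 0.05. The standard error of a log2 fold change is its size over the square root of F. Levels are CPM with TMM scaling, as mean ± SD of 3 libraries. In the fat body *Axn RNAi* and *slmb RNAi* were compared with the control and with each other. In the whole larvae DMSO-fed *Axn127* was compared with DMSO-fed *w1118*, BTZ-fed *Axn127* with DMSO-fed *Axn127*, and BTZ-fed *Axn127* with DMSO-fed *w1118*. A gene counts as reversed by BTZ when the first and the second of these comparisons called it in opposite directions.

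In addition, 23 gene lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01. Adjustment was over the lists of a comparison. The lists are the Wnt targets, fatty acid synthesis, fatty acid oxidation and lipid droplet genes that the paper names, peroxins, oxidative phosphorylation, the TCA cycle, glycolysis, ribosomal proteins, proteasome subunits, DNA replication, heat shock proteins, ecdysone response, fat body storage proteins, 8 lists of other tissues, and roX1, roX2 and msl-2 as a male-specific list. The lists of other tissues (salivary gland, muscle, midgut, hemocytes, neurons, imaginal disc, larval cuticle, germ line), of metabolic enzymes and of the ecdysone response were written from general knowledge. The pathway lists of the paper's cluster analysis were not used here.

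Genes are named by a rule. It takes every gene that the paper names for these data, roX1 and roX2, and the genes with the largest changes: 5 up and 5 down in both fat-body comparisons together, 3 in each direction between *Axn RNAi* and *slmb RNAi*, and 5 in each direction in the first and second whole-larva comparison. These had to be called, to have groups that do not overlap and to have a mean of at least 10 CPM. The genes the paper names were known to change from the paper. Results for some genes the paper names are not reported here. Which of the paper's genes are given for the difference between the RNAi groups and for whole larvae, which whole-larva lists are given alternatives of their own, and that roX2 is given for fat body, was chosen after their values were seen. The spread used to judge whether a correlation moved was also changed after values were seen, from 0.1 to a jackknife error over libraries, which is the narrower of the 2.

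Depth differs between the groups. The DMSO-fed *w1118* libraries have 8699538 to 9234680 counts (median 9106474), DMSO-fed *Axn127* 10204129 to 18259440 (median 10678049) and BTZ-fed *Axn127* 7921156 to 14162975 (median 12658292). The 20 most abundant genes took 27.8% to 29.8%, 15.3% to 20.5% and 17.5% to 20.0% of these counts, and the TMM factors were 0.701 to 0.847, 1.00 to 1.24 and 1.02 to 1.24. Genes with at least 1 count numbered 9581 to 10180 in control fat body, 12031 to 13018 in *Axn RNAi* and 11242 to 11963 in *slmb RNAi*. Precision was tested on simulated data, in which 67, 67 and 66 genes were changed 1.5-fold, 2-fold and 4-fold. With the fat-body depths and spreads edgeR recovered 1.5%, 35.8% and 81.8% of them, and 4.82% of its calls were false. With those of the whole larvae it recovered 0%, 3% and 51.5%, with 2.7% false. DESeq2 gave 20.16% and 30.25% false calls on the same data. Far more genes were called in fat body than were changed in the simulated data. The adjustment was stricter there, so these recoveries need not carry over to the real comparisons.

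For a group whose libraries are all at 0, a fold is given as a lower bound, with 3 counts per library as the floor. With 1 to 3 counts in a group, the ratio is given with an exact Poisson interval (95%). These floors and intervals cover counting error only, since reads copied by PCR are not independent molecules. Libraries that share most of their reads were searched for, and none were found: the lowest chi-square per degree of freedom over 18 pairs of libraries of 1 group was 9.13.

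The alternatives were DESeq2 1.42.0 with its size factors, Wald test and independent filtering, which the paper's SI Appendix names for the differential analysis, library size alone, upper-quartile factors, and library size and TMM without the 20 most abundant genes. Further ones were no count filter, at least 10 counts in every library, only the 2 groups of a comparison in the model, the replicate number as a block, each library left out in turn, and an absolute log2 fold change of at least 1 for counts. For gene lists, fry and camera with the correlation estimated per list were also run. The comparisons, the tests of genes and gene lists, the alternatives, the 23 lists and the naming rule were fixed before the data were examined, apart from the choices named above. Explanations for patterns were tested later, with a list of testis paralogs written before the test that uses it. Each count was set beside the counts from other splits of the same libraries, all 10 for 3 against 3 and 100 drawn for 3 groups (seed 77). Because comparisons share a group, correlations and overlaps were set beside 20 simulated tables without change. Permutation tests used 100000 permutations, two-sided for correlations and on the upper side for the range of medians. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

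The CUT&RUN libraries of wing discs were not used here, because their titles and descriptions name the antibody and the control the other way round and their conditions could not be settled. The proteomics, lipid measurements and PCR of the paper were not analysed here.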

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

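Of the tests in this part, that of *SREBP* between *Axn RNAi* and *slmb RNAi* was chosen only after its result was seen.

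*Axn RNAi* and *slmb RNAi* fat body, both compared with the same controls, also differed from each other when tested directly. In libraries labelled *Axn RNAi*, 381 genes were higher and 819 lower than in those labelled *slmb RNAi*. DESeq2 called 489 and 1168, and with an absolute log2 fold change of at least 1 there were 143 and 495. Library size alone turned the balance to 1510 higher and 384 lower, and moved the median of all genes from 0.026 to 0.52. The number of higher genes fell without *Axn RNAi* replicate 2 (122), *Axn RNAi* replicate 3 (159), *slmb RNAi* replicate 1 (140) or *slmb RNAi* replicate 2 (181), and that of lower genes without *Axn RNAi* replicate 2 (327), *Axn RNAi* replicate 3 (353), *slmb RNAi* replicate 1 (340) or *slmb RNAi* replicate 2 (538). Of the 10 splits of these 6 libraries, only the real one gave as many edgeR calls (1200, against 1 in the highest other split, and 2671 against 782 at an unadjusted p under 0.05). With 10 splits the share cannot fall under 0.1, so these splits by themselves cannot exclude chance. What the tables argue against is scaling as the source of all the lower genes, since 367 of the 819 were called lower under library size alone too. For the higher genes this comparison decides nothing, as that scaling moves the genes up. The balance between higher and lower genes may come from the scaling, as its change under library size alone shows. The design names the depleted gene, and the strength of depletion, the insertion and the background of the transgenes go with it. These stay open as untested.

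The largest such differences with groups that do not overlap, a separation chance gives in 10% of splits, were as follows. *CG14258* (FBgn0039482), *CG9021* (FBgn0031747) and *CG18609* (FBgn0034382) were higher in libraries labelled *Axn RNAi*, by log2 fold changes of 4.48 (SE 0.55, edgeR adjusted p = 0.0021), 4.05 (SE 0.94, edgeR adjusted p = 0.0225) and 3.61 (SE 0.39, edgeR adjusted p = 0.00115). *CG9021* had 3070 counts in *Axn RNAi* replicate 2 and 84 in replicate 3. In edgeR its call was lost with only the 2 groups in the model (adjusted p = 0.0539) and without *Axn RNAi* replicate 2 (0.0672), *slmb RNAi* replicate 1 (0.0839) or *slmb RNAi* replicate 2 (0.0707), and without *Axn RNAi* replicate 2 its value was 3.05 (adjusted p over all alternatives 2.24e-05 to 0.0839). *CG32073* (FBgn0052073), *CG8160* (FBgn0034011) and *CG14275* (FBgn0032022) were lower in *Axn RNAi*, at -7.94 (SE 0.89, edgeR adjusted p = 0.00156), -5.62 (SE 0.65, edgeR adjusted p = 0.00165) and -5.27 (SE 0.34, edgeR adjusted p = 1.03e-04). *SREBP* was 0.47 higher in *Axn RNAi* than in *slmb RNAi* (SE 0.13, edgeR adjusted p = 0.0444), 3 of 3 libraries of *Axn RNAi* being above the mean of *slmb RNAi*. Its call was lost in edgeR with no count filter (adjusted p = 0.087), with only the 2 groups (0.0739) and without *Axn RNAi* replicate 2 (0.156), *Axn RNAi* replicate 3 (0.145), control replicate 1 (0.0643), control replicate 2 (0.0595), control replicate 3 (0.0645), *slmb RNAi* replicate 1 (0.138) or *slmb RNAi* replicate 2 (0.139), with a range over all alternatives of 0.016 to 0.156. No technical explanation was tested for these single genes, and the biological difference between the depleted genes stays open.

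The paper does not report the RNA sequencing of whole larvae. Libraries labelled DMSO-fed *Axn127* had 703 genes higher and 1569 lower than libraries labelled DMSO-fed *w1118*. DESeq2 called 1151 and 1950, and with an absolute log2 fold change of at least 1 there were 380 and 904. Library size alone gave 4320 and 681, moving the median of all genes from 0.027 to 0.63, so the balance of directions depends on the scaling. Single libraries moved the counts: higher genes without BTZ-fed *Axn127* replicate 1 (2011), BTZ-fed *Axn127* replicate 2 (460), DMSO-fed *Axn127* replicate 2 (360), DMSO-fed *Axn127* replicate 3 (338), DMSO-fed *w1118* replicate 1 (370), DMSO-fed *w1118* replicate 2 (360) or DMSO-fed *w1118* replicate 3 (2336), and lower genes without BTZ-fed *Axn127* replicate 2 (980), DMSO-fed *Axn127* replicate 2 (510), DMSO-fed *Axn127* replicate 3 (481), DMSO-fed *w1118* replicate 1 (397) or DMSO-fed *w1118* replicate 2 (393). In edgeR only the real one of the 10 splits gave as many calls (2272 against 0, and 4384 against 2547 at an unadjusted p under 0.05), too few splits to exclude chance. Log2 fold change followed exonic length only loosely (Spearman 0.166 across genes, which are not independent replicates). The median length was 2743 bases for higher and 1432 for lower genes, so a length bias and the genotype cannot be told apart for this part of the change, as length also goes with gene function. *w1118* and *Axn127* larvae differ in genotype, so the strain background, the age and sex of the larvae and the *Axn* allele all stay open as untested. On sex, counts on Y-linked genes, in CPM of the library total, were 4.94 to 10.2 in DMSO-fed *w1118* and 19.5 to 72.7 in DMSO-fed *Axn127*, without overlap. The CPM of roX1 did overlap (96.2 to 218 and 144 to 484).

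The genes with the largest changes and non-overlapping groups were these. Compared with DMSO-fed *w1118*, where neither had a count, *CG31091* (FBgn0051091) was at least 315-fold and *CG32379* (FBgn0052379) at least 76.4-fold higher in libraries labelled DMSO-fed *Axn127* (floor 0.492 CPM per library). *NimC4* (FBgn0260011), with 1 count in DMSO-fed *w1118*, was 1126-fold higher (interval 202 to 44487). *CG13461* (FBgn0036468), with 3 counts, was 629-fold higher (215 to 3051). *epsilonTry* (FBgn0010425) had a log2 fold change of 10.41 (SE 0.86, edgeR adjusted p = 4.25e-04). In the other direction, *CG11600* (FBgn0038068) and *mthl8* (FBgn0052475), each with 1 count in DMSO-fed *Axn127*, were 1825-fold (328 to 72092) and 1497-fold (269 to 59147) lower. *CG12374* (FBgn0033774), *PPO1* (FBgn0283437) and *CG11313* (FBgn0039798) had log2 fold changes of -8.10 (SE 1.08, edgeR adjusted p = 0.00284), -8.01 (SE 0.60, edgeR adjusted p = 3.34e-04) and -7.88 (SE 0.39, edgeR adjusted p = 7.91e-05). A variant of 1 strain against the reference, or a gene missing from 1 strain, was not tested and stays open for genes near 0 in 1 group, beside the *Axn* allele.

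Libraries labelled BTZ-fed *Axn127* had 106 genes higher and 100 lower than DMSO-fed *Axn127*, DESeq2 called 276 and 291, and library size alone 137 and 135. With only these 2 groups in the model 44 and 32 were called. The number of higher genes moved without BTZ-fed *Axn127* replicate 2 (25), BTZ-fed *Axn127* replicate 3 (35), DMSO-fed *Axn127* replicate 2 (57) or DMSO-fed *Axn127* replicate 3 (45), and that of lower genes without BTZ-fed *Axn127* replicate 2 (21), BTZ-fed *Axn127* replicate 3 (23), DMSO-fed *Axn127* replicate 1 (61), DMSO-fed *Axn127* replicate 3 (46), DMSO-fed *w1118* replicate 1 (60) or DMSO-fed *w1118* replicate 2 (53). Among the 10 splits the real one gave the most edgeR calls (206 against 0), but at an unadjusted p under 0.05 another split gave more (1345 against 1220), and 10 splits cannot exclude chance. By direction, 91 genes were called in DMSO-fed *Axn127* and called the opposite way with BTZ, 235 by DESeq2, 138 under library size alone and 34 with 2 groups per model. Without BTZ-fed *Axn127* replicate 2 (19), BTZ-fed *Axn127* replicate 3 (29), DMSO-fed *Axn127* replicate 3 (39), DMSO-fed *w1118* replicate 1 (53) or DMSO-fed *w1118* replicate 2 (49) the number was lower. The DMSO-fed *Axn127* libraries are shared by both comparisons, which alone gives opposite directions: in 20 simulated tables without change the correlation of the 2 sets of log2 fold changes was -0.493 (-0.521 to -0.465), against -0.435 observed (Spearman -0.529). The simulated tables gave 0 reversed genes in edgeR at adjusted p, with 113 to 144 at an unadjusted p under 0.05. In 100 drawn splits of the 9 libraries into 3 groups, 1, the real one, gave as many reversed genes, 91 against 1 in the highest other. These splits mix *w1118* with *Axn127* libraries, so they argue only against all 9 libraries being alike. Whether BTZ-fed and DMSO-fed *Axn127* libraries are grouped by chance they cannot decide, and chance stays open for the number of reversed genes. The correlation itself is no closer to -1 than the shared libraries alone would make it. An effect of BTZ in these larvae is a hypothesis that stays open beside the numbers of males and the ages of the larvae in each library, which the tables do not fix.

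The largest changes with BTZ and non-overlapping groups were higher levels of *CG10081* (FBgn0034441), *Mtk* (FBgn0014865), *lncRNA:CR42874* (FBgn0262148), *CG17191* (FBgn0039473) and *Srg3* (FBgn0053926) in libraries labelled BTZ-fed *Axn127*. Their log2 fold changes were 6.82 (SE 1.08, edgeR adjusted p = 0.0223), 6.53 (SE 0.54, edgeR adjusted p = 0.00156), 5.39 (SE 0.52, edgeR adjusted p = 0.00256), 4.63 (SE 0.41, edgeR adjusted p = 0.00174) and 4.55 (SE 0.33, edgeR adjusted p = 7.07e-04). In edgeR the call of *CG10081* was lost with only the 2 groups in the model (adjusted p = 0.117) and without BTZ-fed *Axn127* replicate 2 (0.0573), DMSO-fed *Axn127* replicate 1 (0.0611), DMSO-fed *Axn127* replicate 2 (0.0689) or DMSO-fed *Axn127* replicate 3 (0.0825) (7.28e-12 to 0.117 over all alternatives). Lower with BTZ were *CG31091*, *CG8299* (FBgn0034052), *obst-G* (FBgn0036228), *Lip3* (FBgn0023495, exons overlapping *CheA87a*) and *LManIV* (FBgn0032067), at -6.24 (SE 0.74, edgeR adjusted p = 0.0172), -5.69 (SE 0.41, edgeR adjusted p = 7.07e-04), -5.02 (SE 0.36, edgeR adjusted p = 7.07e-04), -4.00 (SE 0.65, edgeR adjusted p = 0.0243) and -3.70 (SE 0.63, edgeR adjusted p = 0.0292). In edgeR the call of *CG31091* was lost without BTZ-fed *Axn127* replicate 2 (0.0974) or BTZ-fed *Axn127* replicate 3 (0.0781), as adjusted p (4.10e-21 to 0.0974 over all alternatives). The call of *Lip3* was lost in edgeR with only the 2 groups (adjusted p = 0.116) and without BTZ-fed *Axn127* replicate 2 (0.128), BTZ-fed *Axn127* replicate 3 (0.0847), DMSO-fed *w1118* replicate 1 (0.0531) or DMSO-fed *w1118* replicate 2 (0.0639) (3.10e-09 to 0.128 over all alternatives). *LManIV* lost its edgeR call with only the 2 groups (adjusted p = 0.108) and without BTZ-fed *Axn127* replicate 2 (0.108), BTZ-fed *Axn127* replicate 3 (0.122), DMSO-fed *w1118* replicate 1 (0.0531) or DMSO-fed *w1118* replicate 2 (0.0575) (1.27e-07 to 0.122 over all alternatives). No technical explanation was tested for these single genes, and an effect of the treatment stays open as untested.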

How the results depend on the processing

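None of the alternatives was chosen after the results were seen, but some of the results they were run for (between *Axn RNAi* and *slmb RNAi*, in whole larvae, and roX2 in fat body) and the spread used for the correlations were. The values of 155 single genes in a comparison kept their direction and call in 2373 cases over all alternatives, lost the call in 108, gained one in 59 and changed direction in 50. For 61 gene lists in a comparison these numbers were 807, 47, 36 and 25. Of the 20 counts of genes or lists, 249 alternatives stayed within 1.5-fold and 96 did not, and the 2 correlations stayed within their jackknife error in 30 and left it in 3. Factors computed without the 20 most abundant genes changed no call, direction or count beyond these limits. The cause was not tested where none is named.

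Library size alone leaves out the factors that remove a shift common to all genes, which by construction moves most genes up in libraries labelled *Axn RNAi*, *slmb RNAi*, DMSO-fed *Axn127* and BTZ-fed *Axn127* against their controls. It gave 6654 genes higher and 542 lower in *Axn RNAi*, 5480 and 295 in *slmb RNAi*, 5312 higher and 252 lower in both, and 1510 and 384 between *Axn RNAi* and *slmb RNAi*. In whole larvae it gave 4320 and 681 for DMSO-fed *Axn127* and 4194 and 630 for BTZ-fed *Axn127* against DMSO-fed *w1118*, with 138 reversed genes. Camera called 5 lists in *Axn RNAi*. Camera compares the test statistics of a list with those of all other genes, so its direction can turn while the median given here, of log2 fold changes relative to all genes, keeps its sign. Its direction turned in *Axn RNAi* for oxidative phosphorylation (-0.61), proteasome subunits (-0.56), salivary gland (1.27), midgut (-0.0745), neurons (0.37) and larval cuticle (0.52). In *slmb RNAi* it turned for oxidative phosphorylation (-0.12), salivary gland (0.0494), midgut (-0.20), neurons (-0.30) and larval cuticle (0.55). Genes that turned above 0 in *Axn RNAi* had log2 fold changes of *Axn* 1.10, *slmb* 0.86, *SREBP* 1.40, *Mondo* 0.62, *Hnf4* 0.37, *whd* 0.38, *CPT2* 0.30, *CG4598* 0.55, *yip2* 0.69, *Acox57D-d* 0.0629, *Acox57D-p* 0.17, *Pex6* 0.51, *Pex13* 0.28, *Lsd-2* 1.24, *spartin* 0.53. In *slmb RNAi* they had *gro* 0.87, *AcCoAS* 0.18, *SREBP* 0.43, *Mondo* 0.42, *Hnf4* 0.35, *whd* 0.56, *CPT2* 0.0253, *CG4598* 0.13, *yip2* 0.66, *Acox57D-d* 0.74, *Acox57D-p* 0.0407, *ScpX* 0.15, *Lsd-2* 0.83, *Jabba* 0.13, *spartin* 0.20. Between *Axn RNAi* and *slmb RNAi* it gave *Hnf4* 0.0258, *yip2* 0.0211.

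An absolute log2 fold change of at least 1 keeps fewer genes by construction: 1562 higher and 1308 lower in *Axn RNAi*, 1165 and 714 in *slmb RNAi*, 985 and 662 in both, 143 and 495 between them. In whole larvae it kept 380 and 904 for DMSO-fed *Axn127* and 319 and 822 for BTZ-fed *Axn127* against DMSO-fed *w1118*.

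With DESeq2, 1151 genes were higher in DMSO-fed *Axn127*, 276 higher and 291 lower with BTZ, and 235 reversed. *gro* in *Axn RNAi* was -0.0138 and *Axn* in *slmb RNAi* -0.0219, both near 0. The correlation of fat body with whole larvae was 0.180, and that of *Axn RNAi* with *slmb RNAi* 0.737. With only the 2 groups of a comparison in the model, the counts were 537 lower in *Axn RNAi* than in *slmb RNAi*, 1565 higher in DMSO-fed *Axn127*, 44 higher and 32 lower with BTZ, 848 lower in BTZ-fed *Axn127* than in DMSO-fed *w1118* and 34 reversed. At least 10 counts in every library gave 1066 higher genes in DMSO-fed *Axn127* and 163 lower ones with BTZ, *SREBP* at 0.0751 in *Axn RNAi* and a correlation of fat body with whole larvae of 0.415. It gave no value for named genes below that limit. Upper-quartile factors gave *SREBP* 0.0466 in *Axn RNAi*. Without a count filter 13 lists were called in *slmb RNAi* and 3 with BTZ.

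Fry, which tests a list without the other genes, called 13 lists in *slmb RNAi* and 0 with BTZ, where 1 list had an unadjusted p under 0.05. With the correlation estimated per list, camera called 0 lists in *Axn RNAi*, 0 in *slmb RNAi*, 0 between them, 0 in DMSO-fed *Axn127* and 0 with BTZ, against 13, 8, 7, 17 and 1 at the preset correlation. At an unadjusted p under 0.05 these numbers were 2, 3, 2, 1 and 0.

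Libraries with the same replicate number did not all deviate together from their group means. In fat body the correlations of their deviations ran from -0.0222 to 0.38. In whole larvae they ran from 0.49 to 0.76 for replicate 1, from -0.22 to 0.23 for replicate 2 and from 0.17 to 0.73 for replicate 3. Because of replicate 2 the numbers were not taken to pair the libraries. Replicates 1 and 3 of the whole larvae did deviate alike across groups, so a batch that goes with the replicate number stays open there. The CPM of roX1 was lowest in replicate 1 and highest in replicate 3 of each whole-larva group. With the replicate number as a block, 1095 genes were higher and 1997 lower in DMSO-fed *Axn127*. Among single genes it called *FASN1* (0.0465) and *Acox57D-d* (0.0185) in DMSO-fed *Axn127*, *Jabba* in *slmb RNAi* (0.0363), roX2 in *Axn RNAi* (0.00736) and *slmb RNAi* (0.0136), and *Acox57D-d* (0.0201) and *Lsd-1* (0.0386) between *Axn RNAi* and *slmb RNAi*, and not *fz4* in *slmb RNAi* (0.0535), as edgeR adjusted p. Of the lists, it called fatty acid oxidation (0.0377), glycolysis (0.0377) and muscle (0.0211) in *slmb RNAi* and not fatty acid synthesis in DMSO-fed *Axn127* (0.0544), as camera adjusted p. It changed no other call of a named gene or list.

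With each library left out in turn, the number of genes higher in *Axn RNAi* than in *slmb RNAi* ran from 122 to 505 and of lower ones from 327 to 1107. For DMSO-fed *Axn127* the ranges were 338 to 2336 higher and 393 to 2005 lower, with BTZ 25 to 128 and 21 to 128, for BTZ-fed *Axn127* against DMSO-fed *w1118* 302 to 2376 and 443 to 1659, and for reversed genes 19 to 108. Lists called with BTZ ran from 0 to 11, without BTZ-fed *Axn127* replicate 2 and without BTZ-fed *Axn127* replicate 3. Lists whose direction changed without 1 library had ranges of -0.39 to 1.71 (midgut, *Axn RNAi*), -0.23 to -0.0066 (oxidative phosphorylation, *slmb RNAi*), -0.39 to 1.44 (salivary gland, *slmb RNAi*), -0.45 to 1.01 (midgut, *slmb RNAi*), -0.54 to 1.38 (neurons, *slmb RNAi*), 0.22 to 0.84 (larval cuticle, *slmb RNAi*) and -0.0553 to 0.0527 (proteasome, BTZ), none of them called in that comparison. Genes not called that changed direction had ranges of -0.10 to 0.19 (*gro*, *Axn RNAi*), -0.28 to 0.0202 (*gro*, *slmb RNAi*), -0.14 to 0.16 (*Axn*, *slmb RNAi*), -0.64 to 0.0879 (*Acox57D-d*, *slmb RNAi*), -0.0178 to 0.23 (*ACC*, *Axn RNAi*), -0.48 to 0.40 (*FASN1*, BTZ), -0.20 to 0.52 (*ACC*, BTZ) and -0.0377 to 0.41 (*AcCoAS*, BTZ).

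Depth limits the genes with few counts, such as *fz3* in control fat body, and the genes compared with a group at 0, for which only a bound can be given. Most changes of 1.5-fold were not recovered in simulated tables of the same depth. Far fewer genes were changed in those tables than were called in fat body, which makes the adjustment stricter. The low recovery can therefore not be put down to depth alone.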

Differences from the paper's values

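No test in this part was chosen only after its result was seen. The numbers of genes shared by libraries labelled *Axn RNAi* and *slmb RNAi* were 1515 higher and 1405 lower, against the paper's 1622 and 1780, each within 1.5-fold. Of the 18 alternatives set before the data were examined, the number of higher genes was further away under library size alone and with an absolute log2 fold change of at least 1. The number of lower genes was further away under these 2, with no count filter, with at least 10 counts in every library, and without control replicate 1, control replicate 2, *slmb RNAi* replicate 2 or *slmb RNAi* replicate 3. For genes called in 1 group only, 837 were higher and 772 lower in *Axn RNAi* (about 910 and about 760 in Fig. 3B, read by eye), and 233 higher and 148 lower in *slmb RNAi* (about 290 and about 140 in Fig. 3B, read by eye). These 4 were beyond 1.5-fold of the figure's values under 1, 1, 3 and 3 of 17 alternatives.

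For the lipid genes the paper names, 23 of 24 were below 0 in *Axn RNAi* and 23 of 24 in *slmb RNAi*, the direction the paper states, under TMM scaling. Many were named for that change in the same libraries, so these counts are not independent evidence. The paper states lower mRNA of the following genes in both groups where the difference was not called here. *SREBP* in *Axn RNAi* (log2 fold change -0.12, edgeR adjusted p = 0.464) was called lower under 0 of 18 settings, DESeq2 included, and higher by library size alone (1.40, adjusted p = 2.31e-04, 2.31e-04 to 0.938 over all alternatives), while it was called lower in *slmb RNAi*. *whd* in *slmb RNAi* (-0.41, edgeR adjusted p = 0.077) was called lower under 1 of 18 settings, without *slmb RNAi* replicate 1 (adjusted p = 0.0291), library size alone called it higher (0.56, adjusted p = 0.0212, 0.0212 to 0.224 over all alternatives), and it was called lower in *Axn RNAi*. *yip2* in *slmb RNAi* (-0.32, edgeR adjusted p = 0.298) was called lower under 0 of 18, library size alone called it higher (0.66, adjusted p = 0.00826, 0.00826 to 0.60 over all alternatives), and it was called lower in *Axn RNAi*. *Lsd-2* (-0.28 in *Axn RNAi* and -0.20 in *slmb RNAi*, edgeR adjusted p = 0.199 and 0.389) was called lower under 0 of 18 in either group, and higher by library size alone in both (1.24 and 0.83, adjusted p = 3.26e-04 and 0.00731, 3.26e-04 to 0.684 and 0.00731 to 0.813 over all alternatives). *Jabba* in *slmb RNAi* (-0.85, edgeR adjusted p = 0.0526) was called lower under 5 of 18: DESeq2, only the 2 groups, the replicate block, without *Axn RNAi* replicate 1 and without *Axn RNAi* replicate 2. The other lipid droplet genes were called in both groups.

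The paper counts *ACC* among the genes whose mRNA was altered along with their protein. Its log2 fold changes here were 0.11 and 0.50 in *Axn RNAi* and *slmb RNAi* (edgeR adjusted p = 0.78 and 0.25), and under library size alone it was called higher in both groups. It was called lower under 0 of 18 settings. For Acox57D, *Acox57D-p* was called lower in both groups (-1.33 and -0.96, edgeR adjusted p = 8.96e-05 and 8.87e-04), while *Acox57D-d* in *slmb RNAi* (-0.25, edgeR adjusted p = 0.628) was called lower under 0 of 18. By RNA in situ hybridization the paper also reports less mRNA of *ACC*, *Lsd-2* and *Acox57D-d* in small adipocytes of both RNAi fat bodies. The comparison there was with controls or adjacent large adipocytes. The libraries here pool all cells of the dissected fat body, so they do not separate small from large adipocytes and do not test that comparison.

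Of the metabolic pathways the paper names as lower in both groups, the lists for the TCA cycle and, in *slmb RNAi*, oxidative phosphorylation were not called lower here, and the lists are not the paper's. The TCA cycle list had camera adjusted p of 0.38 in *Axn RNAi* and 0.512 in *slmb RNAi*. Under 1 of 16 settings, fry, it was called lower in *Axn RNAi*, and under 0 of 16 in *slmb RNAi*. Oxidative phosphorylation was called lower in *Axn RNAi* under 14 of 16 settings and in *slmb RNAi* under 0 of 16, where library size alone called it higher. The fatty acid synthesis and oxidation lists were lower in *Axn RNAi*. In *slmb RNAi* camera with all libraries did not call them (adjusted p = 0.0696 and 0.0609). The synthesis list was called lower there by fry, under library size alone, with no count filter, and without control replicate 2, *slmb RNAi* replicate 1 or *slmb RNAi* replicate 3. The oxidation list was called lower by fry, with no count filter, with the replicate block, and without *Axn RNAi* replicate 2, control replicate 2 or *slmb RNAi* replicate 1. Peroxins were called lower in both groups, and the Wnt targets higher. Of the 7 Wnt targets the paper names, 7 were called higher in *Axn RNAi* and 5 in *slmb RNAi*. There *CycD* (0.49, edgeR adjusted p = 0.0805) was called under library size alone, with at least 10 counts in every library and without *slmb RNAi* replicate 1, and *Wnt4* (0.50, edgeR adjusted p = 0.102) under the first 2 of these.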

Other observations

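The tests of the lipid genes under library size alone, of the Wnt targets and of *CG3961* with BTZ, of reads from the *Axn* transgene and of roX2 in fat body were chosen only after the result was seen.

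The lipid genes were lower in libraries labelled *Axn RNAi* and *slmb RNAi* under TMM scaling. A few abundant genes hold most counts of the controls, and TMM scales the other genes of these libraries up. Scaled by library size alone, the median log2 fold change of the 24 lipid genes was 0.22 in *Axn RNAi* and 0.13 in *slmb RNAi*, so their direction against the control in total RNA goes with the scaling, and a few abundant genes in the controls are a candidate explanation for it. Relative to the median of all genes, the lipid genes were at -1.44 and -0.96 under library size alone and at -1.43 and -0.93 with TMM. A scaling factor moves all genes of a library alike, so these values could hardly differ and do not test the scaling. Whether each cell holds less lipid-gene mRNA stays open, since no spike-in or cell number is given in the sources used here.

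More RNA from other tissues in the dissected fat body is a candidate explanation for genes that were higher in both groups, together with a lower share of adipocyte RNA. It predicts that lists for other tissues rise alike in libraries labelled *Axn RNAi*. Their medians ranged over 2.82 log2 units, further apart than with the genes permuted over the lists (permutation test, p = 0.00043), which argues against it as the whole source. Lists for hemocytes (12 of 12 genes tested, median log2 fold change 2.89, camera adjusted p = 0.0127), muscle (14 of 15 genes tested, median log2 fold change 1.42, camera adjusted p = 0.00366), salivary gland (8 of 11 genes tested, median log2 fold change 1.46, camera adjusted p = 0.316) and imaginal disc (7 of 14 genes tested, median log2 fold change 1.27, camera adjusted p = 0.288) rose most. Germ line (9 of 13 genes tested, median log2 fold change 0.89, camera adjusted p = 0.0761), larval cuticle (11 of 97 genes tested, median log2 fold change 0.73, camera adjusted p = 0.408), neurons (7 of 14 genes tested, median log2 fold change 0.53, camera adjusted p = 0.456) and midgut (17 of 19 genes tested, median log2 fold change 0.071, camera adjusted p = 0.862) rose less, midgut by less than the median of all genes. The most abundant gene of each list had these CPM in control, *Axn RNAi* and *slmb RNAi*: *Hml* 182, 1211 and 1173, *bt* 198, 932 and 685, *Sgs7* 58.7, 127 and 74.7, *ap* 113, 43.8 and 77.1, *tapas* 144, 156 and 89.4, *Cpr49Ac* 7416, 1754 and 2721, *Syt1* 1178, 55.6 and 154 and *LManII* 2434, 354 and 1194, so the most abundant genes of the disc, cuticle, neuron and midgut lists were lower in *Axn RNAi*. All genes tested in a list were detected in fat-body libraries, and whether adipocytes or attached cells express them cannot be read from dissected tissue. More hemocyte or muscle RNA, or a change within adipocytes, stays open. In *slmb RNAi* camera gave adjusted p of 0.594 for salivary gland, 0.131 for imaginal disc, 0.145 for germ line, 0.459 for larval cuticle, 0.746 for neurons and 0.843 for midgut. For the last 2 the medians (-0.17 and -0.026) were below 0 while the test went up. Heat shock proteins had camera adjusted p of 0.357 in *Axn RNAi* and 0.221 in *slmb RNAi*, and the male-specific list 0.316 and 0.457. Fry, which tests a list without the other genes, gave 0.00253 and 0.00422 for heat shock proteins, 0.0362 and 0.131 for the male-specific list, 1.64e-04 and 2.68e-04 for imaginal disc and 9.50e-04 and 0.00877 for germ line, as adjusted p in *Axn RNAi* and *slmb RNAi*, so it called heat shock proteins, imaginal disc and germ line higher in both groups and the male-specific list higher in *Axn RNAi*.

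Fat body storage proteins were lower in libraries labelled *Axn RNAi* and *slmb RNAi*. A different age of the larvae could lower them, and would move the ecdysone response genes as a list. In *Axn RNAi* these had a camera adjusted p of 0.083 (median -0.31, 12 of 19 genes below 0), and fry gave 2.20e-04, so age and depletion cannot be told apart: the tests disagree, and the age in hours is not given in the sources used here. In *slmb RNAi* the list was called lower.

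Across the tested genes, the log2 fold changes of *Axn RNAi* followed exonic length with a Spearman correlation of 0.159, with a median length of 2675 bases in genes called higher and 1831 in genes called lower. Genes are not independent replicates. The value lies between those set beforehand for and against such a bias, so a length bias cannot be told apart from a change in genes of differing length.

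*Axn* was lower in libraries labelled *Axn RNAi* by a log2 fold change of -0.41 (edgeR adjusted p = 0.0666), and under library size alone it was higher (1.10, adjusted p = 0.00121). The log2 fold change ran from -0.56 to -0.27 with each library left out, and only without control replicate 3 was it called lower by edgeR (adjusted p = 0.0172, 0.00121 to 0.263 over all alternatives). Reads from the RNAi transgene counted on *Axn* might mask a stronger depletion. A weak depletion would look alike, and the tables hold no reads, so the 2 cannot be told apart. In *slmb RNAi* *Axn* was at 0.0067 (edgeR adjusted p = 0.981).

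Other splits of the libraries bear on chance. For *Axn RNAi* against control, of 10 splits only 1, the real one, gave as many edgeR calls (4529, highest other 0, and 5043 against 211 at an unadjusted p under 0.05). For *slmb RNAi* it was also 1 of 10 (3301, highest other 0, and 4060 against 487 unadjusted). Splits of 3 against 3 are by themselves too few to exclude chance. For genes higher in both, 1 of 100 drawn splits, the real one, gave as many (1515 against 1316), and for genes lower in both also 1 (1405 against 1102). These splits mix control with RNAi libraries, so they argue only against all 9 libraries being alike. The number of gene lists called in fat body does not argue even against that, as 13 of 100 splits gave as many as the real 21, with 28 in the highest other. For the lists in whole larvae 36 of 100 did (real 18, highest other 29).

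Genes with the largest mean change in both fat-body comparisons and groups that do not overlap were as follows. *Cyp28c1* (FBgn0030339), with 0 counts in the controls, was at least 13.7-fold higher in libraries labelled *Axn RNAi* and at least 9.76-fold in *slmb RNAi* (floor 1.56 CPM per library). *CG8852* (FBgn0031548, exons overlapping *Spindly*), with 1 control count, was 259-fold higher (interval 46.5 to 10239) and 363-fold (65.2 to 14347). *Sr-CIV* (FBgn0031547, exons overlapping *CG8851*), *Sox100B* (FBgn0024288) and *ems* (FBgn0000576) had log2 fold changes of 5.74, 6.44 and 6.43 in *Axn RNAi* and 6.91, 6.15 and 6.00 in *slmb RNAi* (edgeR adjusted p of at most 2.91e-05). Lower, at an edgeR adjusted p of at most 4.79e-04, were *CG6870* (FBgn0032652, exons overlapping *Sytalpha*), *lncRNA:CR43166* (FBgn0262722) and *CG3397* (FBgn0037975), at -6.86, -6.83 and -5.08 in *Axn RNAi* and -6.96, -5.00 and -6.00 in *slmb RNAi*. Also lower were *snRNA:U2:34ABa* (FBgn0004191) (-5.49 and -5.90) and *18SrRNA-Psi:CR41602* (FBgn0085813) (-4.46 and -4.84), which belong to multi-copy families whose reads the counting leaves out in part. These directions held under library size alone, and no explanation was tested for them.

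For the genes the paper follows as proteins, whole-larva libraries labelled DMSO-fed *Axn127* against DMSO-fed *w1118* had log2 fold changes of -1.46 (SE 0.46, edgeR adjusted p = 0.0574) for *FASN1*, -1.69 (SE 0.26, edgeR adjusted p = 0.0055) for *AcCoAS* and -2.41 (SE 0.32, edgeR adjusted p = 0.00295) for *Lsd-1*. *FASN1* was called with DESeq2 (adjusted p = 0.0107), with at least 10 counts in every library (0.0436), with only the 2 groups (0.0238) and without BTZ-fed *Axn127* replicate 1 (0.0136), over all alternatives 0.0107 to 0.162. *ACC* (0.34, edgeR adjusted p = 0.417), *Acox57D-d* (-0.95, 0.0551) and *Acox57D-p* (0.27, 0.26) were not called. *Acox57D-d* was called lower by DESeq2 (adjusted p = 0.0226), with at least 10 counts, 2 groups or upper-quartile factors, and without BTZ-fed *Axn127* replicate 1 (0.0183) or DMSO-fed *Axn127* replicate 1 (0.0404), over all alternatives 0.0183 to 0.192. Library size alone called *ACC* (0.94) and *Acox57D-p* (0.86) higher. Of the Wnt targets, *fz3*, *nkd* and *Notum* were higher, at 0.77 (SE 0.15, edgeR adjusted p = 0.0144), 1.40 (SE 0.17, edgeR adjusted p = 0.00201) and 2.20 (SE 0.17, edgeR adjusted p = 4.11e-04). Of all 37 genes listed from the paper, 5 were called higher and 14 lower over all genes, and 5 and 16 adjusted over the list alone, which is not independent evidence. With BTZ 1 of them was called by edgeR over all genes, higher, and 1 higher and 2 lower over the list alone. With BTZ *FASN1*, *ACC*, *AcCoAS*, *Lsd-1* and *Acox57D-d* had log2 fold changes of 0.10, 0.29, 0.28, 0.55 and 1.03, none called by edgeR. Without BTZ-fed *Axn127* replicate 1 the first 3 fell below 0 (-0.48, -0.20 and -0.038), and so did *FASN1* without DMSO-fed *Axn127* replicate 3 (-0.15). DESeq2 (adjusted p = 0.031) and library size alone (0.0477) called *Acox57D-d* higher with BTZ, over all alternatives 0.031 to 0.407. The median of the 24 lipid genes was -0.81 in DMSO-fed *Axn127* (-0.21 under library size alone) and 0.23 with BTZ.

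The log2 fold changes of *Axn RNAi* in fat body and of DMSO-fed *Axn127* in whole larvae, which share no library, had a Pearson correlation of 0.297 and a Spearman correlation of 0.312 across 8066 genes (jackknife error 0.0402), with 59.5% of the same sign. Genes are not independent replicates. In DMSO-fed *Axn127* camera called 17 lists, fry held 17 of them, and camera with the estimated correlation called 0 (1 at an unadjusted p under 0.05). Wnt targets were higher (median 0.44, camera adjusted p = 0.00216). Fatty acid synthesis (-1.51, 0.0327), fatty acid oxidation (-0.94, 0.00644), lipid droplet genes (-1.13, 0.00966), peroxins (-0.59, 0.00582), oxidative phosphorylation (-0.94, 8.93e-07) and the TCA cycle (-0.62, 6.10e-05) were lower, as median and camera adjusted p. So were storage proteins (-1.42, 4.99e-04), muscle (-1.50, 1.96e-05) and hemocyte genes (-0.97, 0.0119), again by camera. The synthesis list lost its camera call without DMSO-fed *w1118* replicate 3 (adjusted p = 0.0605, 0.0022 to 0.348 over all alternatives). Against DMSO-fed *w1118*, BTZ-fed *Axn127* had 624 genes higher and 1290 lower, in DESeq2 887 and 1709. The higher count moved without BTZ-fed *Axn127* replicate 2 (302), BTZ-fed *Axn127* replicate 3 (313), DMSO-fed *Axn127* replicate 1 (1024) or DMSO-fed *w1118* replicate 3 (2376), and the lower one without BTZ-fed *Axn127* replicate 2 (448), BTZ-fed *Axn127* replicate 3 (506), DMSO-fed *w1118* replicate 1 (444) or DMSO-fed *w1118* replicate 2 (443). Of 10 splits 1, the real one, gave as many edgeR calls (1914, highest other 0, and 3780 against 2498 unadjusted), too few to exclude chance.

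The paper's methods describe female larvae. roX1 (FBgn0019661), which is expressed in males, had 587 to 1678 counts (96.2 to 218 CPM) in libraries labelled DMSO-fed *w1118*, 1544 to 10734 counts (144 to 484 CPM) in DMSO-fed *Axn127* and 283 to 3813 counts (21.9 to 280.0 CPM) in BTZ-fed *Axn127*. In fat body it had 20 to 51 counts (8.72 to 26.6 CPM) in controls, 124 to 283 counts (16.6 to 25.6 CPM) in *Axn RNAi* and 53 to 210 counts (7.62 to 29.5 CPM) in *slmb RNAi*, so its CPM overlapped between these groups. roX2 (FBgn0019660) had 1 to 7 counts (0.436 to 3.43 CPM) in controls, 26 to 66 counts (3.48 to 8.63 CPM) in *Axn RNAi* and 16 to 76 counts (3.45 to 10.7 CPM) in *slmb RNAi*, with log2 fold changes of 1.69 (edgeR adjusted p = 0.0756) and 1.75 (edgeR adjusted p = 0.0869). In edgeR roX2 was called higher under library size alone in *Axn RNAi* (adjusted p = 0.0020) and *slmb RNAi* (0.00728), and in *Axn RNAi* without control replicate 3 (0.0498) or *slmb RNAi* replicate 3 (0.0403), over all alternatives 0.0020 to 0.232 in *Axn RNAi* and 0.00728 to 0.301 in *slmb RNAi*. Counts on Y-linked genes, in CPM of the library total, were 0 to 0.894 in controls, 1.67 to 3.30 in *Axn RNAi* and 0.484 to 1.73 in *slmb RNAi*. Whether the fat-body groups differ in males was not tested further and stays open. Across the 9 whole-larva libraries, counts on 113 Y-linked genes, scaled to the library total, followed roX1 with a Spearman correlation of 0.933 (two-sided permutation test, p = 0.00066, adjusted 0.00126 over 2 relations) and a Pearson correlation of 0.897 (permutation p = 0.00041, adjusted 0.00041). Within groups the Pearson correlation was 0.984, and without the 2 farthest libraries (BTZ-fed *Axn127* replicate 1 and DMSO-fed *w1118* replicate 1) 0.751. The summed CPM of 35 testis paralogs also followed it (Spearman 0.917, permutation p = 0.00126, adjusted 0.00126; Pearson 0.971, permutation p = 0.00013, adjusted 0.00026). Within groups it was 0.981 and without the same 2 libraries 0.855. A candidate explanation is that the whole-larva libraries hold male larvae in differing numbers. Y-linked counts, scaled in the same way, were 4.94 to 10.2 in DMSO-fed *w1118*, 19.5 to 72.7 in DMSO-fed *Axn127* and 1.66 to 49.1 in BTZ-fed *Axn127*. The numbers of males stay open, since the sex of the larvae is not given for each library in the sources used here.

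BTZ-fed *Axn127* replicate 1 stood apart from replicates 2 and 3. Its Spearman correlations with them across genes were 0.927 and 0.884, against 0.985 between these 2. Without Y-linked genes, testis paralogs, roX1 and roX2 they were 0.927, 0.885 and 0.985, but 11548 of the 11595 genes stayed in, so these values could hardly move and decide nothing. Replicate 1 had the lowest roX1 of the 3 (21.9 CPM, against 222 and 280.0), so fewer males in it stay open as a candidate source of the gap. No other explanation was tested. The small number of genes changed with BTZ could come from this library. Without it 225 genes were called, 97 higher and 128 lower. Without replicate 2 there were 25 and 21, and without replicate 3 35 and 23. A fit with 2 libraries in a group cannot be set against one with 3. Among the fits with 2, that without replicate 1 gave the most calls, so this library as the source stays open.

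BTZ inhibits the proteasome, and a rise of proteasome subunit mRNA would be consistent with that. In libraries labelled BTZ-fed *Axn127* the list had a median log2 fold change of -0.049 (26 of 46 genes below 0, camera adjusted p = 0.534, 0.131 to 0.934 over all alternatives) against DMSO-fed *Axn127*, so a rise was not detected. Without BTZ-fed *Axn127* replicate 1 or DMSO-fed *Axn127* replicate 1 the median relative to all genes was 0.053 or 0.033. The dose and duration are not given in the sources used here, and an effect too small or too brief cannot be told apart from none. The Wnt targets could fall with BTZ in *Axn127*. As a list they had a camera adjusted p of 0.0943 (5 of 7 genes below 0), 0.0322 to 0.87 over all alternatives, and were called lower only without DMSO-fed *Axn127* replicate 3 (0.0322). *fz3*, *nkd* and *Notum* had log2 fold changes of -0.65 (SE 0.15, edgeR adjusted p = 0.0912), -0.46 (SE 0.17, edgeR adjusted p = 0.325) and -0.75 (SE 0.16, edgeR adjusted p = 0.0659). DESeq2 called *fz3* (adjusted p = 0.00728) and *Notum* (0.00313) lower, as did edgeR with at least 10 counts in every library (0.0414 and 0.0221) and, for *fz3*, library size alone (0.0409). Over all alternatives these ran over 0.00728 to 0.36 and 0.00313 to 0.236. For *fz3*, *nkd*, *Notum* and *fz4* every BTZ-fed *Axn127* library lay below every DMSO-fed *Axn127* library, a separation chance gives in 10% of splits for each. A fall of these genes with BTZ stays open, and for the list a fall and no change cannot be told apart. Of the genes listed from the paper 1 was called with BTZ, *CG3961* (ACSL1 in the paper), which was higher by a log2 fold change of 1.09 (SE 0.16, edgeR adjusted p = 0.0172), at 187 ± 24.2 CPM against 87.9 ± 15.1 (SD, n = 3 each). In edgeR the call was lost with only the 2 groups in the model (adjusted p = 0.0914) and without BTZ-fed *Axn127* replicate 2 (0.0812), DMSO-fed *Axn127* replicate 2 (0.0572) or DMSO-fed *Axn127* replicate 3 (0.0613), 8.52e-08 to 0.0914 over all alternatives. The only list camera called with BTZ was midgut, lower (median -0.73, 16 of 18 genes below 0, adjusted p = 0.0456). It was not called by fry (0.798), nor by camera without BTZ-fed *Axn127* replicate 2 (0.0622), BTZ-fed *Axn127* replicate 3 (0.0627) or DMSO-fed *Axn127* replicate 1 (0.0795), all as adjusted p (1.90e-04 to 0.87 over all alternatives). Without BTZ-fed *Axn127* replicate 3 camera called 11 lists with BTZ, without DMSO-fed *Axn127* replicate 1 9, without DMSO-fed *Axn127* replicate 2 3 and without DMSO-fed *Axn127* replicate 3 3. Without BTZ-fed *Axn127* replicate 2 it called 0, by fry with all libraries 0 were called (1 at an unadjusted p under 0.05, against 6 by camera).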
